# Pluripotency factors determine gene expression repertoire at zygotic genome activation

**DOI:** 10.1038/s41467-022-28434-1

**Published:** 2022-02-10

**Authors:** Meijiang Gao, Marina Veil, Marcus Rosenblatt, Aileen Julia Riesle, Anna Gebhard, Helge Hass, Lenka Buryanova, Lev Y. Yampolsky, Björn Grüning, Sergey V. Ulianov, Jens Timmer, Daria Onichtchouk

**Keywords:** Gene regulatory networks, Gastrulation, Pluripotency, Multicellular systems, Functional clustering

## Abstract

Awakening of zygotic transcription in animal embryos relies on maternal pioneer transcription factors. The interplay of global and specific functions of these proteins remains poorly understood. Here, we analyze chromatin accessibility and time-resolved transcription in single and double mutant zebrafish embryos lacking pluripotency factors Pou5f3 and Sox19b. We show that two factors modify chromatin in a largely independent manner. We distinguish four types of direct enhancers by differential requirements for Pou5f3 or Sox19b. We demonstrate that changes in chromatin accessibility of enhancers underlie the changes in zygotic expression repertoire in the double mutants. Pou5f3 or Sox19b promote chromatin accessibility of enhancers linked to the genes involved in gastrulation and ventral fate specification. The genes regulating mesendodermal and dorsal fates are primed for activation independently of Pou5f3 and Sox19b. Strikingly, simultaneous loss of Pou5f3 and Sox19b leads to premature expression of genes, involved in regulation of organogenesis and differentiation.

## Abstract (web summary)

Zygotic genome activation in zebrafish relies on pluripotency transcription factors Pou5f3 and Sox19b. Here the authors investigate how these factors interact in vivo by analyzing the changes in chromatin state and time-resolved transcription in Pou5f3 and Sox19b single and double mutant embryos.

## Introduction

Following fertilization, the differentiated cells, egg, and sperm, are reprogrammed into the totipotent state of the zygote. The zygotic genome initially remains silent. It awakens through a process known as maternal-to-zygotic transition (MZT), during which the degradation of maternal transcripts is coordinated with zygotic genome activation (ZGA). In the current model of ZGA, the gradual increase in the ratio of transcriptional activators to transcriptional repressors, accompanied with local changes of chromatin accessibility create a permissive environment for ZGA to occur^1^. In zebrafish, *Xenopus* and *Drosophila*, where development starts with rapid cell cycles, excessive maternal core histones serve as general transcriptional repressors before ZGA^2–4^. Several types of activators are translated before ZGA and reach critical levels at ZGA, including basal transcription factors^5^, the regulators of H3K27ac enhancer mark^6^, and maternal enhancer-binding transcription factors (TFs). TFs that broadly activate zygotically expressed genes have been identified in *Drosophila*^7^, zebrafish, *Xenopus*, and mammals^8^. In lower vertebrates, zygotic transcription is activated by homologs of mammalian pluripotency factors: Pou5f3, Sox19b, and Nanog in zebrafish^9,10^, Pou5f3 and Sox3 in *Xenopus*^11^.

Nucleosome positioning plays a dominant role in regulating genome access by TFs. The widespread action of genome activators is thought to result from their ability to function as pioneer factors, first displacing nucleosomes so that other TFs can bind^12^. Indeed, reduction or loss of genome-activating TFs in *Drosophila*, zebrafish, and *Xenopus* resulted in the decreased chromatin accessibility on their binding sites^13–16^. Out of them, direct pioneer binding to nucleosomes was demonstrated thus far only for *Drosophila* genome activator Zelda^17,18^. The mechanisms underlying nucleosome-displacing activity of zebrafish and *Xenopus* activators are less clear: they may bind to nucleosomes similarly to their mammalian homologs^19^, or compete with nucleosomes for DNA binding^20^, or both.

Mammalian POU5F1 and SOX2 reprogram somatic cells to pluripotency and are in several cases sufficient for reprogramming^21^. The mechanisms underlying their partnership in vivo are still not resolved. Until recently, POU5F1 and SOX2 were thought to act cooperatively, binding as heterodimers to bipartite *sox:pou* cognate motifs^22^. This view was challenged by Soufi et al*.* (2015)^19^, who demonstrated that POU5F1 and SOX2 target distinct motifs on the nucleosome-wrapped DNA^19^, and by four studies that suggested different scenarios of how POU5F1 and SOX2 interact with each other and with chromatin in embryonic stem (ES) cells. These scenarios are: (1) assisted loading, whereby SOX2 first engages the target DNA, then assists the binding of POU5F1^23^; (2) negative reciprocity, where POU5F1 and SOX2 sometimes help and sometimes hinder each other in binding to the genome^24^; (3) conditional cooperativity of POU5F1 and SOX2 binding, depending on the motif positions in the nucleosomal context^25^ and (4) independent binding, even at co-occupied sites^26^.

In the case of zebrafish genome activators Pou5f3 and Sox19b, it remains an open question how their broad nucleosome-displacing activity at ZGA relates to their different functions later in development, as judged by their distinct loss-of-function phenotypes. Maternal-zygotic Pou5f3 null mutants MZ*spg* have abnormal epiboly and arrest during gastrulation^27^. The quadruple morpholino knockdown (QKD) of redundant SoxB1 family members (sox19b, sox19a, sox3, and sox2) leads to severe defects during organogenesis, with the first morphological defects visible at the end of gastrulation^28^. The relatively late QKD phenotype is at odds with the earlier roles for Sox19b protein suggested by dominant-negative approaches^29^, and by combined knockdowns of SoxB1 genes with Nanog and/or Pou5f3^9^.

The mechanisms of Sox19b activity at ZGA and its molecular connection to Pou5f3 remain poorly understood. In this study, we use maternal-zygotic (MZ) Sox19b, Pou5f3, and the double mutants to investigate how two zygotic genome activators interact in vivo. We show that Pou5f3 and Sox19b act as independent pioneer factors and on different motifs. We further dissect the contribution of each factor to the early gene expression.

## Results

### Maternal-zygotic Sox19b mutants are delayed in gastrulation but develop normally

To abolish the expression of Sox19b in zebrafish, we introduced a mutation in *sox19b* using gene disruption via TALEN^30^ (Fig. 1a). The MZ*sox19b* embryos lacking both maternal and zygotic Sox19b, and M*sox19b* embryos lacking maternal Sox19b developed into fertile adults, albeit more slowly than controls, and were smaller in size (Movie S1).

**Fig. 1:**
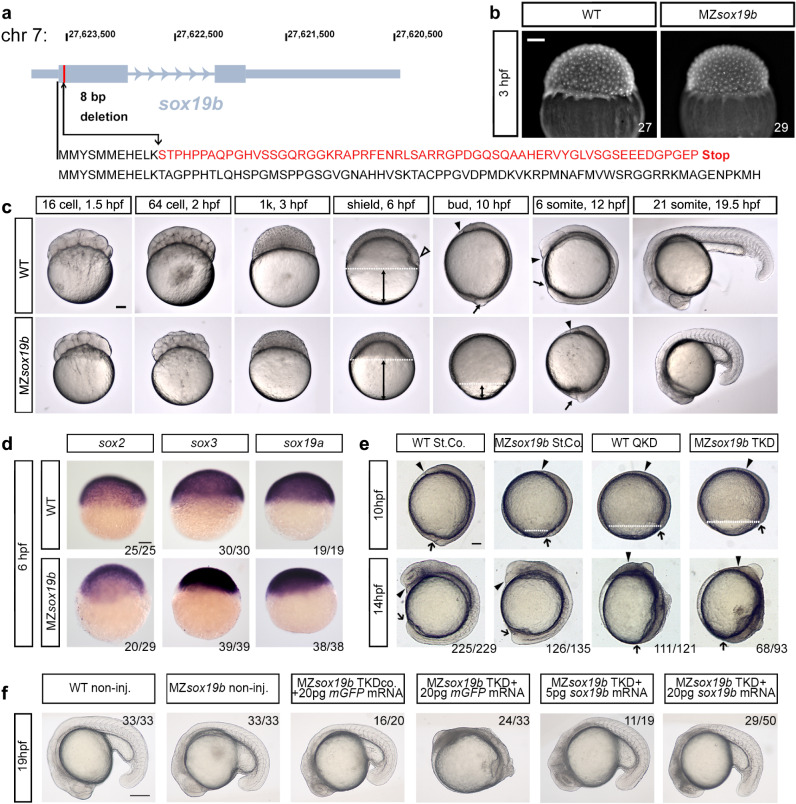
Redundant activity of SoxB1 family factors Sox19b, Sox19a, Sox2 and Sox3 is required at post-gastrulation developmental stages. **a** Disruption of the *sox19b* gene on chromosome 7 by introducing an 8 bp deletion. **b** No difference in cell division rates between WT and MZ*sox19b* was observed prior to MBT (see also Fig. S1). **c** MZ*sox19b* embryos are delayed in gastrulation (see Fig. S2 for statistics). Simultaneously collected WT and MZ*sox19b* embryos were let to develop at 28,5 °C, pictures of representative embryos were taken at the indicated time points/developmental stages of the wild type. In zebrafish embryos, embryonic shield forms at 6 hpf at the dorsal side during gastrulation (hollow arrowhead in the wild type). MZ*sox19b* embryos are still phenotypically at 40% epiboly (blastula). Gastrulation ends with tail bud formation at 10 hpf. MZ*sox19b* embryos are still at 80–90% epiboly gastrula stage. **d** In situ hybridization for *sox2, sox3, and sox19a*, in WT and MZ*sox19b* embryos, lateral views. **e** Quadruple Sox19a/b, Sox2, and Sox3 knockdown embryos complete gastrulation, but show later defects in tail bud formation and axis elongation. 1-cell stage wild-type or MZ*sox19b* embryos were injected with control morpholino (StCo), or QKD (quadruple knockdown) mix (Sox2, Sox3, Sox19a, and Sox19b morpholinos), or TKD (triple knockdown, Sox2, Sox3, Sox19a morpholinos), as indicated. **f** Axis elongation defects in MZ*sox19b*-TKD are rescued by injection of *sox19b* mRNA. 1-cell stage MZ*sox19b* embryos were injected with either TKD mix or TKDco mix (Sox2, Sox3, Sox19b morpholinos), together with Sox19b or control GFP mRNA, as indicated (see Fig. S3d–g for additional statistics). Double black arrows show the distance from epiboly border (white dotted line) to the vegetal pole. Black arrow—tail bud, black arrowhead—head process. Scale bar 200 µm. Scale bars in **b**–**e**: 100 µm, in **f**: 200 µm.

The zebrafish midblastula transition (MBT) begins at cell cycle 10, at 3 h postfertilization (hpf). MBT is characterized by cell cycle lengthening, loss of cell synchrony, activation of zygotic transcription (referred to as the major wave of ZGA), and appearance of cell motility^31^. The duration of the pre-MBT cell cycles was the same for MZ*sox19b* and wild-type embryos (Fig. 1b, Fig. S1), but the appearance of morphological landmarks of subsequent development was delayed in MZ*sox19b* (Fig. 1c, Fig. S2).

Normal development of MZ*sox19b* embryos can be plausibly explained by the presence of zygotic SoxB1 members, sox19a, sox3, and Sox2 (Fig. 1d). The TALEN-induced *sox19b* mutation resulted in a premature stop codon before the first intron of *sox19b*; nonsense-mediated mRNA decay in this type of mutants can trigger a compensatory response by upregulation of the genes that exhibit sequence similarity with the mutated gene’s mRNA^32^. To investigate if the transcription of SoxB1 genes is changed in the MZ*sox19b* mutant, we quantified the levels of *sox19b*, *sox19a*, *sox3*, and *sox2* by RNA-seq (Fig. S3a). *sox19b* maternal message was reduced 15-fold already before MBT, indicating that nonsense-mediated decay takes place. 

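Before the midblastula transition, the *sox19b* message was 15-fold lower in MZ*sox19b* than in WT. At 2.5 hpf it amounted to 38174 ± 1516 (SD, n = 4) normalized reads in WT, with the 4 libraries between 36542 and 40084, and to 2553 ± 21.2 (SD, n = 2) in MZ*sox19b*, where the 2 libraries held 2538 and 2568. The log2 fold change was -3.90 (standard error 0.27, adjusted p = 2.4e-16) in limma. The double mutant, which carries the same *sox19b* allele, held 2826 ± 646 (SD, n = 2) normalized reads and a log2 fold change of -3.77 (standard error 0.27, adjusted p = 1.3e-15). In MZ*spg*, whose *sox19b* gene is intact, the message stood at 32030 ± 5430 (SD, n = 2), a log2 fold change of -0.26 (adjusted p = 0.60) that did not pass the test. The *sox19b* message stayed lower at every later time point, with log2 fold changes from -4.28 at 3 hpf to -1.39 at 5.5 hpf in MZ*sox19b*. The transcript of *pou5f3*, the gene mutated in MZ*spg*, was at 36155 ± 940.3 (SD, n = 4) normalized reads in WT at 2.5 hpf. It fell to 12089 ± 3741 (SD, n = 2) in MZ*spg*, a log2 fold change of -1.62 (standard error 0.20, adjusted p = 6.8e-09), and to 16018 ± 1895 (SD, n = 2) in the double mutant (-1.18, adjusted p = 2.7e-05). In MZ*sox19b* it was at 43786 ± 1374 (SD, n = 2), a log2 fold change of 0.28 (adjusted p = 0.41). The *spg* allele is a splice site mutation that leaves a transcript, so the level of *pou5f3* RNA is a weaker check of the genotype than that of *sox19b*.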

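The other SoxB1 genes, which encode the closest relatives of Sox19b among the transcription factors of the family, were compared between WT and MZ*sox19b* at each time point. *sox19a* was lower in MZ*sox19b* at 3 hpf, with a log2 fold change of -2.97 (standard error 0.60, adjusted p = 5.4e-04), and at 3.5 hpf (-2.24, adjusted p = 0.0091). From 4 hpf on its difference did not pass the test, with 812 ± 165 (SD, n = 2) normalized reads against 1458 ± 509 (SD, n = 4) in WT at 4.5 hpf. *sox3* was the most abundant of the 3 genes, and none of its 8 differences between MZ*sox19b* and WT passed the test. Its log2 fold change was 0.83 (adjusted p = 0.27) at 4 hpf and -0.60 (adjusted p = 0.30) at 5.5 hpf. *sox2*, which starts last, was lower from 5 hpf (-2.33, adjusted p = 0.0061). At 6 hpf it reached 1192 ± 1595 (SD, n = 2) normalized reads in MZ*sox19b* and 14682 ± 751 (SD, n = 3) in WT, a log2 fold change of -5.24 (standard error 0.76, adjusted p = 1.1e-07). Of the 4 SoxB1 genes measured, none was higher at 4.5 hpf in any of the mutants, both over all transcripts and adjusted over the list alone, and 1 was at an unadjusted p below 0.05 in limma, in MZ*spg*. That gene, *sox19b*, was higher in MZ*spg* with libraries scaled to the same total (0.82, adjusted p = 0.031), with the further libraries added (0.65, adjusted p = 0.0054) and without WT replicate 3 (0.74, adjusted p = 0.040), and *sox3* was higher in MZ*sox19b* with one fit per time point (0.71, adjusted p = 0.016). The further libraries are close to copies of replicate 1 (median r 0.996), so counting them as replicates makes p too small. *sox19b* itself was lower in MZ*sox19b* and the double mutant, and *sox2* in the double mutant (-3.08, adjusted p = 0.0019). *sox19a* started late in MZ*spg* too, with log2 fold changes of -3.36 (adjusted p = 3.4e-05) at 3 hpf and -2.02 (adjusted p = 0.010) at 4 hpf.

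**Figure D1:**
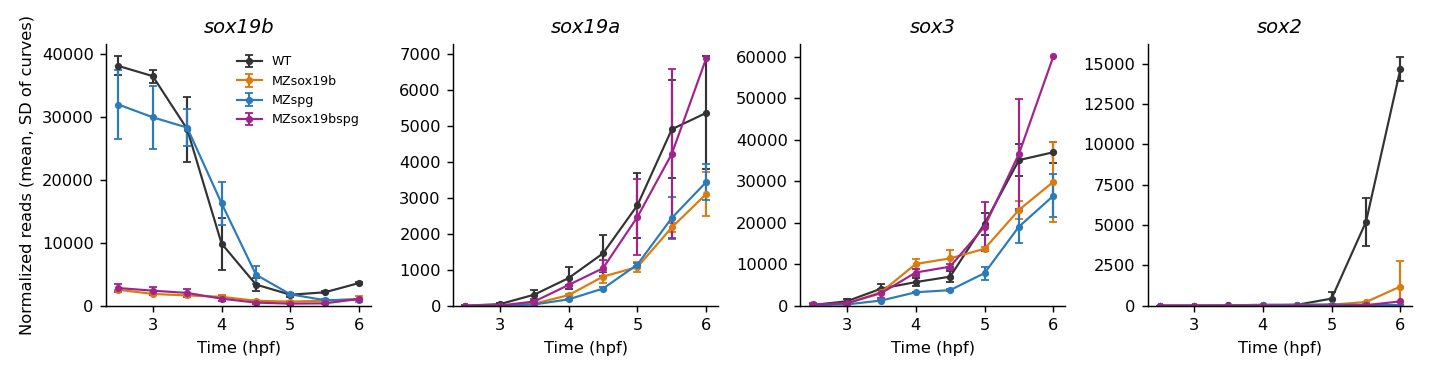
Normalized reads of the 4 SoxB1 genes from 2.5 to 6 hpf in WT (black), MZ*sox19b* (orange), MZ*spg* (blue) and MZ*sox19bspg* (purple). Points are means of the curves and bars are SD (WT n = 4 curves and mutants n = 2, but at 6 hpf WT n = 3 and the double mutant n = 1, without a bar). The *sox19b* message of MZ*sox19b* and the double mutant starts far below that of WT, and *sox2* of the mutants stays below WT at 6 hpf.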

Although *sox19a*, *sox3*, and *sox2* bear the closest sequence similarity to *sox19b*, we did not detect compensatory upregulation of these genes which were instead rather delayed in MZ*sox19b* (Fig. S3a–c).

To address if maternal Sox19b protein masked an early requirement for SoxB1 in quadruple knockdown (QKD) experiments^28^, we injected Sox3, Sox19a and Sox2 morpholinos into MZ*sox19b* mutant embryos (triple knockdown, or TKD). MZ*sox19b*-TKD and wild-type-QKD embryos showed similar developmental defects in tail bud formation, anterior–posterior axis elongation, and neural system development (Fig. 1e, Fig. S3d–f). The MZ*sox19b*-TKD phenotype could be completely rescued by co-injection of *sox19b* mRNA (Fig. 1f, Fig. S3g). We concluded that combined zygotic activity of Sox2/3/19a/19b proteins becomes critical for the embryo starting from the end of gastrulation.

### Double MZ*sox19bspg* mutants are dorsalized

To investigate the early requirements for maternal Sox19b and Pou5f3, we obtained a double mutant MZ*sox19bspg* by crossing MZ*sox19b* to Pou5f3 null-mutant MZ*spg*^*m793* ^^27^. MZ*spg*^*m793*^ mutants develop severe epiboly defects^33,34^ and are weakly dorsalized^35^. Epiboly defects in double mutant were similar to MZ*spg* while dorsalization was stronger (Fig. 2a, Movie S1). We produced maternal-only M*sox19bspg* mutants by fertilizing the mutant eggs with wild-type sperm and used these to determine if a combined maternal contribution of Pou5f3 and Sox19b is critical for epiboly or dorso-ventral (D/V) patterning. Single maternal mutants developed normally. The double mutant embryos were severely dorsalized, as judged by radially expanded domains of dorsal markers Noggin1^36^ and Chordin^37^ (Fig. 2b), and severe embryonic phenotypes (Fig. 2c and Movie S1).

**Fig. 2:**
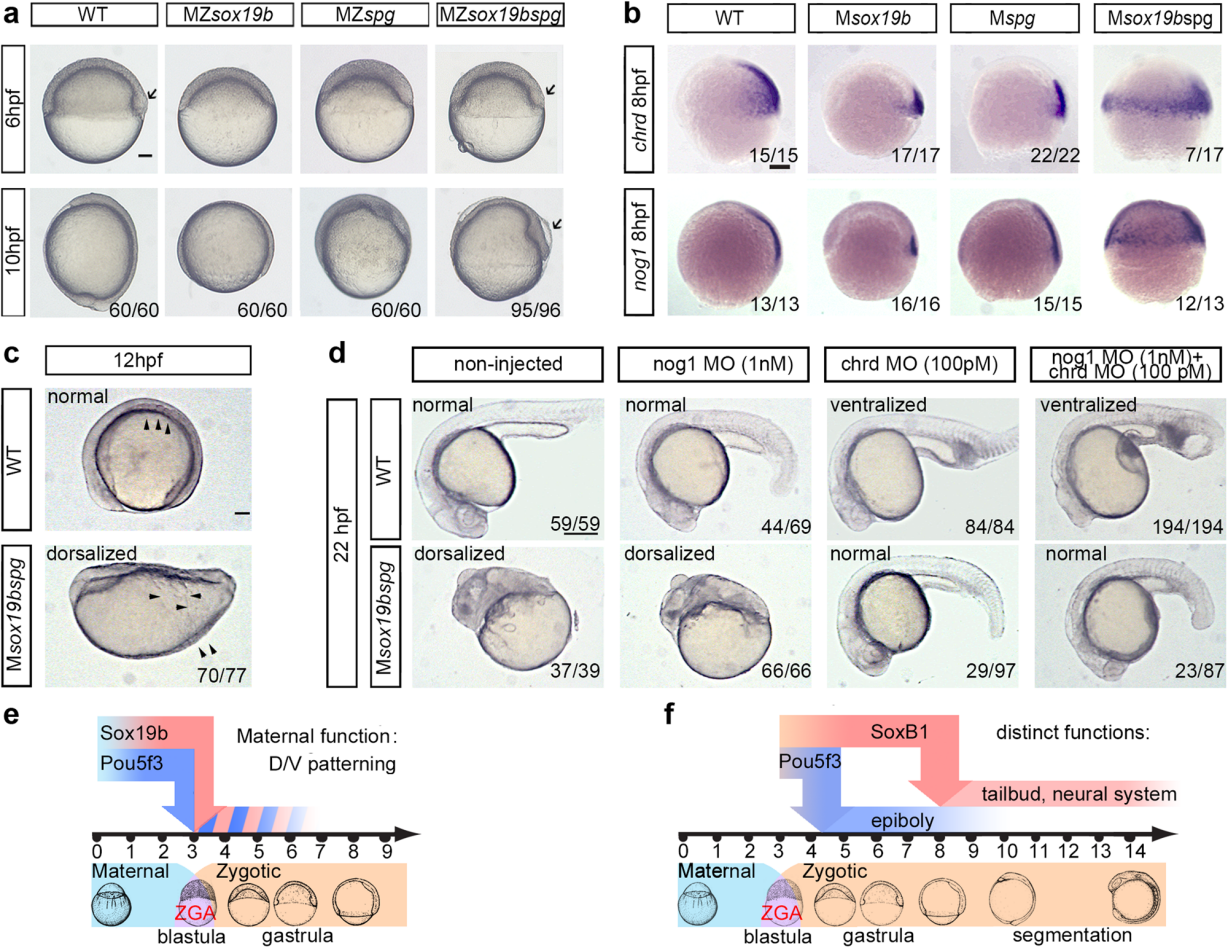
Maternal Pou5f3 and Sox19b safeguard correct dorso-ventral patterning. **a** Comparison of the single mutants, double mutant and wild-type embryos. 10 hpf: MZ*sox19bspg* mutants are arrested in gastrulation similarly to MZ*spg*. Arrow shows abnormally enlarged shield in MZ*sox19bspg*. **b**, **c** Double maternal mutants M*sox19bspg* are dorsalized. **b** In situ hybridization for dorsal markers *noggin1* and Chordin, lateral views, dorsal to the right. Note the circumferential expansion in the M*sox19bspg*. **c** Somites (arrowheads*)* form on the dorsal side in WT, but spread over the M*sox19bspg* embryo. Dorsal up, anterior to the left. **d** Normal development of M*sox19bspg* mutants can be rescued by reducing Chordin, but not Noggin1 levels. The wild-type or M*sox19bspg* embryos were injected with the indicated morpholinos or non-injected. The numbers show the ratio of embryos with indicated phenotype/ all embryos alive at 22 hpf. The arrows show abnormally expanded blood progenitor cells in the ventralized wild-type embryos. Anterior to the left, dorsal up. **e**, **f** Combinatorial (**e**) and distinct (**f**) functions of Pou5f3 and SoxB1. **e** Maternal Sox19b and Pou5f3 safeguard correct D/V patterning. **f** Pou5f3 is critical for epiboly and gastrulation, redundant action of zygotic SoxB1 (Sox19a, Sox19b, Sox2, and Sox3) is critical for organogenesis. Scale bars in **a**, **b**, **c**: 100 µm, in **d**: 200 µm.

In zebrafish, similar to other vertebrates, Chordin blocks the flow of BMPs to the dorsal side of the embryo. The action of multiple gene products within dorso-ventral self-regulatory network converges on defining the size of the Chordin domain^38^. Reduction of Chordin levels by morpholinos was sufficient to rescue M*sox19bspg* phenotype to normal (Fig. 2d). This result suggests combinatorial action of maternal Pou5f3 and Sox19b, i.e. two TFs act additively inducing ventral regulators, and/or repressing dorsal regulators. The combined changes override the self-regulatory capacities of dorso-ventral gene network, while changes in single mutants can be buffered (Fig. 2e). In addition, Pou5f3 becomes essential at the beginning of gastrulation, and Sox19b factors at the end (Fig. 2f).

### Sox19b and Pou5f3 activate ventral genes and are dispensable for dorsal genes

To characterize the mutant transcriptomes, we performed time-resolved RNA-seq analysis of wild-type, MZ*sox19b*, MZ*spg,* and MZ*sox19bspg* embryos. The embryos were collected starting from 2.5 hpf (pre-MBT) every 30 min until 6 hpf (Fig. 3a, Fig. S4a).

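Poly-A RNA of 78 libraries was analysed from 4 genotypes: the wild type (WT), embryos without maternal and zygotic Sox19b (MZ*sox19b*), embryos without Pou5f3 (MZ*spg*), and the double mutant MZ*sox19bspg*. Each library came from a dish of pooled embryos. The 8 time points, at 2.5, 3, 3.5, 4, 4.5, 5, 5.5 and 6 hpf, run from the stage before the midblastula transition, when the embryo lives on maternal RNA, into gastrulation. WT had 4 time curves (31 libraries), MZ*sox19b* and MZ*spg* had 2 curves each (16 libraries each), and the double mutant had 2 curves (15 libraries). The paper left out the 6 hpf library of the double mutant replicate 1 for its RNA quality, together with the matching WT library, so that the double mutant has 1 library at 6 hpf. The curves were collected in pairs of genotypes on 5 experimental days (Fig. S4a). The double mutant curves shared their days with WT replicates 1 and 4, MZ*sox19b* replicate 2 with WT replicate 2, and MZ*spg* replicate 2 with WT replicate 3. The first replicates of MZ*sox19b* and MZ*spg* shared a day on which no WT curve was collected. The authors trimmed the reads with Trim Galore, aligned them with STAR to the GRCz11 assembly, counted them per ENSEMBL transcript with featureCounts, and divided the counts by DESeq2 size factors. The deposited values, called normalized reads here, were rounded to whole numbers by the authors, so the sequencing depth of a library cannot be read from them. Their total per library was 11497361 to 21770942 (median 12970123) in WT, 10785160 to 15503891 (median 11398919) in MZ*sox19b*, 10412803 to 19372463 (median 11539977) in MZ*spg* and 10935759 to 20111233 (median 12161915) in the double mutant. The totals at 6 hpf had a median of 21728129 in WT and of 13973539 in MZ*sox19b*. Differences between a mutant and WT were tested with limma on log2(normalized reads + 1), in one model with a mean for each genotype and time point, over 11506 transcripts with at least 100 normalized reads in at least 1 of the libraries. Fold changes on this scale understate the change of transcripts with few reads. Adjusted p-values were computed with the Benjamini-Hochberg method over all transcripts at each time point, with a threshold of 0.05. Each curve is a set of embryo pools collected on 1 day, and the p-values rest on the spread between such collections. The model counts the libraries of a curve as independent, though their deviations correlated by 0.454 within a curve, so p can be too small. With the curve fitted as a random effect, 26 of 314 calls for named genes at 4.5 hpf were lost and 13 gained. Zygotic and maternal transcripts were defined from the WT curves with the switch test of the paper's RNA-sense program. Up- or downregulation in a mutant required a 2-fold difference and p below 0.05 at 1 or more time points after the switch. For downregulation, the last time point before the step counted as well. The paper gives this p threshold as 0.05 in one section of its methods and as 0.01 in another, and 0.01 was run as an alternative. The paper used an exact negative binomial test on normalized values for this step, which was not run here, and limma took its place.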

**Fig. 3:**
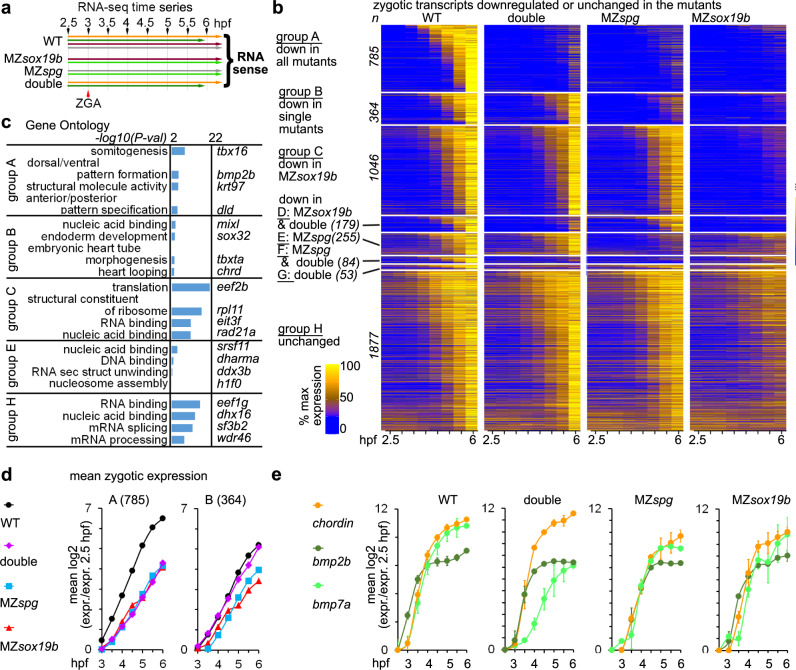
Pou5f3 and Sox19b non-additively activate transcription. **a** Experimental setup: RNA-seq time series included eight time points, four replicates for the wild type, and two replicates for each MZ*spg*, MZ*sox19b*, and double mutant MZ*sox19bspg* (see Fig. S4a for the details). Time series, where material was collected in the same experiment, have the same color. **b** Heatmap of all 4643 zygotic transcripts in the indicated genotypes. 2766 transcripts were downregulated in the mutants (groups A–G),1877 transcripts were not (group H). Zygotic transcripts were sorted by ascending switch time and switch *p*-value in the wild type. *n* number of transcripts. **c** Enrichment in Gene Ontology terms (DAVID). Top four categories per group and example genes are shown. GO: enrichment for “structural molecule activity” in group A was due to the battery of eight keratins, activated by Klf17 in the epithelial layer^46^. **d** Non-additive (group A) and compensatory (group B) effects of Pou5f3 and Sox19b on the earliest zygotic transcription. Mean zygotic transcription profiles for the groups A and B, relative to 2.5 hpf. **e** Chordin/BMPs ratio is increased in the double mutant, but not in the single mutants throughout the time curve. Note that the transcription start of *bmp2b* and *bmp7a*, but not Chordin is delayed in the double mutant compared to the WT. In **d**, **e**: *n*(wt) = 4, *n*(MZ*spg*) = 2, *n*(MZ*sox19b*) = 2, *n*(double) = 2, where *n* is a number of biologically independent experiments. Data are presented as mean values ± SEM. Source data for **b**, **d**, and **e** are provided as a Source Data file. Source data for **b**–**d** are provided as Dataset S1.

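Structural genes of the enveloping layer, the outer epithelium of the blastula, were lower in all 3 mutants at 4.5 hpf. Of 15 measured members of a list of keratins and other enveloping layer genes, 10 were lower in MZ*sox19b*, 11 in MZ*spg* and 11 in the double mutant, and 0 were higher, also at an unadjusted p below 0.05 in limma (12, 12 and 14 lower when adjusted over the list alone). *krt97*, the keratin that the paper names in group A, fell from 1874 ± 467 (SD, n = 4) normalized reads in WT to 36.5 ± 9.19 (SD, n = 2) in the double mutant, a log2 fold change of -5.62 (standard error 0.54, adjusted p = 7.5e-12). In MZ*spg* its log2 fold change was -4.63 (adjusted p = 1.5e-09) and in MZ*sox19b* -2.01 (adjusted p = 0.0050). *krt4*, another keratin of the epithelium, had log2 fold changes of -2.17, -2.08 and -3.55 in MZ*sox19b*, MZ*spg* and the double mutant, each of which passed the test. *evpla*, which encodes the desmosomal linker envoplakin, had a log2 fold change of -8.41 (standard error 0.76, adjusted p = 1.1e-12) in the double mutant, -4.13 in MZ*sox19b* and -5.20 in MZ*spg*. The transcription factor gene *klf17*, which activates keratins in this layer, was at 5472 ± 603 (SD, n = 4) in WT, 2788 ± 286 (SD, n = 2) in MZ*sox19b*, 131 ± 28.3 (SD, n = 2) in MZ*spg* and 41 ± 14.1 (SD, n = 2) in the double mutant. Its log2 fold change was -5.38 (adjusted p = 2.8e-10) in MZ*spg* and -7.06 (adjusted p = 1.0e-13) in the double mutant, and -0.97 (adjusted p = 0.22) in MZ*sox19b*, which did not pass. The list as a whole went down in each mutant in the fry test of limma, with adjusted p = 2.5e-05, 8.1e-07 and 1.8e-09. At 6 hpf, 12 members were lower in MZ*sox19b*, 5 in MZ*spg* (adjusted p = 0.048 in fry) and 5 in the double mutant, where 1 was higher (adjusted p = 0.025, with 1 library). The tests at 4.5 hpf used n = 4 WT and n = 2 mutant libraries. Without MZ*sox19b* replicate 1 the members lower in MZ*sox19b* numbered 6 and *krt97* did not pass there (0.075 as adjusted p), and without the double mutant replicate 1 those lower in the double mutant numbered 7.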

Two processes shape the transcriptional landscape of embryos at ZGA: the burst of zygotic transcription and regulated decay of maternal mRNAs. About 70% of zebrafish zygote mRNAs are maternally loaded^39^, so that the mRNA present in the embryo early time points is a mixture of maternal and zygotic transcripts for most genes. To account for the maternal and zygotic differences between the wild type and mutants, we developed a tool for dynamic RNA-seq data analysis, which we called RNA-sense. The RNA-sense 3-step analysis is explained in the Movie S2 and the Methods. At the first step, RNA-sense builds a time profile for each expressed transcript in one condition (i.e. wild type), and tests if the transcript abundance grows or decays significantly. 

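The switch test compares, for each transcript, the residuals of a constant level with those of a single step between 2 time points, and a transcript is called dynamic when p of the step is below 0.15. Of 10244 WT transcripts with at least 100 normalized reads in a WT library, 4621 stepped up and are called zygotic below, and 3569 stepped down and are called maternal. *vgll4l*, *drl* and *mych*, regulators of early patterning and growth, and *chrd*, which encodes the BMP antagonist Chordin, had their first step between 3.5 and 4 hpf. *klf17*, a transcription factor gene of the outer layer, had it between 3 and 3.5 hpf, *mixl1*, a mesendoderm regulator, between 4 and 4.5 hpf, and *sox2* between 5 and 5.5 hpf. The maternal message of *sox19b* stepped down between 3 and 3.5 hpf, and that of *nanog*, a maternal activator of the zygotic genome, between 4.5 and 5 hpf. By the last time point before the step, the zygotic transcripts numbered 4 at 2.5 hpf, 147 at 3, 968 at 3.5, 1842 at 4, 1124 at 4.5, 439 at 5 and 97 at 5.5 hpf. The maternal transcripts numbered 139, 1099, 1048, 618, 400, 213 and 52 at the same times. Under the same test, 1966 transcripts stepped up and 2141 down in MZ*sox19b* (9602 tested), 3975 and 3144 in MZ*spg* (9953 tested), and 4238 and 3120 in the double mutant (9960 tested). The mutants have fewer curves than WT, so their numbers are not on the same footing. For the first 1999 transcripts of the switch list in Dataset S1, the part that could be read, every p of this test lay within 0.001 of the printed one with the printed time point, and 1989 had the printed direction.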

Dynamic transcripts are then sorted to non-overlapping groups by the time point of switch UP or switch DOWN. For all the genes in switch UP groups, zygotic increase in the transcript levels exceeds maternal RNA decay.

The switch UP and switch DOWN groups in the wild type were in agreement with the zygotic and maternal transcript groups identified in three previous studies^9,39,40^ (Dataset S1, Fig. S4b), and are referred below as “zygotic” and “maternal”.

Analysis of differential expression revealed delays in zygotic transcription (or absence of transcription for some genes) and maternal mRNA degradation in all mutants. 

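Zygotic transcripts lagged behind WT and maternal transcripts outlasted WT in the mutants. The 4621 zygotic transcripts rose by a mean of 1.82 on the log2 scale between 2.5 and 4.5 hpf in WT, against 1.15 in MZ*sox19b*, 1.23 in MZ*spg* and 1.37 in the double mutant. The differences from WT were -0.67, -0.59 and -0.45. In each mutant both curves lay below all 4 WT curves (exact two-sided permutation test over curves, p = 0.0667 for each mutant, the smallest p that 2 curves against 4 allow). The 3569 maternal transcripts had changed by -1.02 in WT by 4.5 hpf, by -0.52 in MZ*sox19b*, by -0.64 in MZ*spg* and by -0.83 in the double mutant. The differences of 0.50 and 0.38 for the single mutants had p = 0.0667 in the exact test and that of 0.19 for the double mutant p = 0.20. Single zygotic genes are examples. *vgll4l*, a cofactor gene of the ventral ectoderm, stood at 829 ± 109 (SD, n = 4) normalized reads in WT at 4.5 hpf and at 1.5 ± 0.707 in MZ*sox19b*, 6.5 ± 2.12 in MZ*spg* and 0.5 ± 0.707 in the double mutant (SD, n = 2 each). *sox19a* reached 3111 ± 615 (SD, n = 2) in MZ*sox19b* at 6 hpf against 5365 ± 1570 (SD, n = 3) in WT, a difference that did not pass the test (-0.76, adjusted p = 0.30 from limma). Of the maternal transcripts, 2302 were at least 2-fold upregulated after their switch in MZ*sox19b*, 1121 in MZ*spg* and 711 in the double mutant, and 1062 of 3569 in none. The count for the double mutant was 417 without its replicate 1 and 1258 without its replicate 2. With libraries scaled to the same total, which also changes and enlarges the set of maternal transcripts, 3665, 2004 and 1263 were upregulated.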

Unexpectedly, we detected stronger delays in MZ*sox19b* than in the other mutants (Fig. 3b, Fig. S4c, S5a, b). 

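The RNA of MZ*sox19b* embryos matched an earlier WT time than their clock time and, as read from maternal transcripts, both MZ*sox19b* curves lay below both curves of MZ*spg* and of the double mutant. Each library was set against the mean WT profile, interpolated in steps of 0.05 h, and given the WT time at which its maternal transcripts fitted best. Between 4 and 5.5 hpf, this stage lay -0.68 h ± 0.20 (SD, n = 2 curves) from clock time in MZ*sox19b*, -0.31 h ± 0.03 in MZ*spg* and -0.24 h ± 0.30 in the double mutant, against -0.02 h ± 0.15 (n = 4 curves) in WT. The 2 MZ*sox19b* curves were at -0.825 and -0.537 h. With 2 curves against 2, no test between mutants can give an exact p below 0.333. By an exact two-sided permutation test over curves against WT, p was 0.0667 for MZ*sox19b*, the smallest that 2 curves against 4 allow, 0.133 for MZ*spg* and 0.40 for the double mutant. The zygotic transcripts gave -0.66, -0.38 and -0.38 h, and by these the double mutant replicate 1, at -0.525 h, lay below MZ*sox19b* replicate 2, at -0.487 h. At 6 hpf the maternal transcripts of MZ*sox19b* replicate 1 fitted the WT of 4.25 hpf, and those of replicate 2 the WT of 4.95 hpf. The gene *sox2*, a late SoxB1 gene of the neural ectoderm, shows the shift at the end of the curves, with 234 ± 30.4 (SD, n = 2) normalized reads in MZ*sox19b* at 5.5 hpf and 5207 ± 1481 (SD, n = 4) in WT (-4.43, adjusted p = 1.9e-06 from limma). In a count of transcripts, 68.3% of the zygotic transcripts were at least 2-fold lower in the mean of the MZ*sox19b* curves than in WT of the same clock time at some time point, with no test applied, and 13.4% when set against WT of the same maternal stage. The percentages were 35.3% and 21.2% in MZ*spg*, and 28.5% and 20.3% in the double mutant. A single WT curve set against the other WT curves by stage gave at most 5.22%. The double mutant curves differed from each other, at -0.45 h in replicate 1 and -0.025 h in replicate 2.

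**Figure D2:**
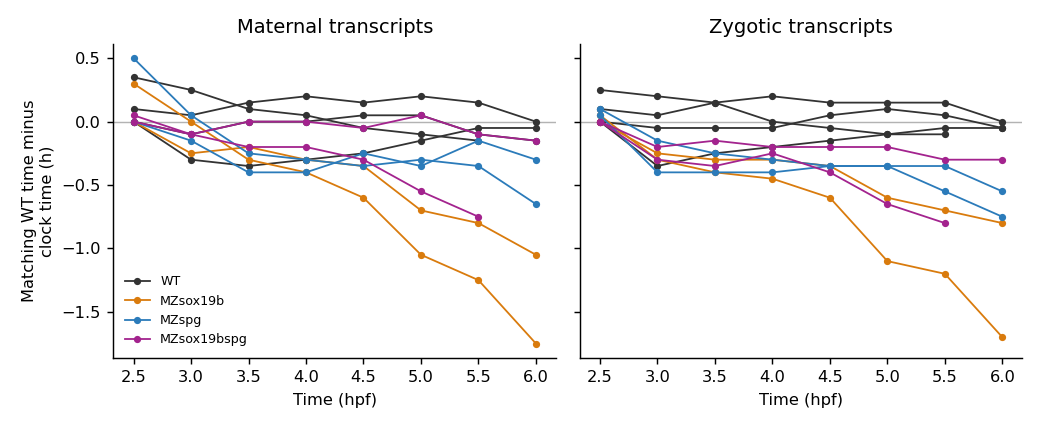
Difference between the WT time that a library fits best and its clock time, in hours, by clock time in hpf, from maternal transcripts (left panel) and from zygotic transcripts (right panel). Each line is 1 time curve of WT (black), MZ*sox19b* (orange), MZ*spg* (blue) or MZ*sox19bspg* (purple). In maternal transcripts both MZ*sox19b* curves are lowest at 6 hpf, one at -1.75 h, and in zygotic transcripts one double mutant curve, without a library at 6 hpf, lies below MZ*sox19b* replicate 2 at 5.5 hpf.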

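Zygotic transcripts were called downregulated in a mutant when, at a time point after their WT switch or at the last one before it, they were at least 2-fold lower than in WT with p below 0.05 in limma. By this rule 3076 of 4621 zygotic transcripts (66.6%) were downregulated in MZ*sox19b*, 1507 (32.6%) in MZ*spg* and 1176 (25.4%) in the double mutant. The downregulated transcripts include *drl* and *vgll4l*, regulators of ventral mesoderm and ectoderm, in all 3 mutants, and *chrd* and *mixl1*, regulators of the dorsal side and mesendoderm, in the single mutants. At 4.5 hpf alone, at an adjusted p below 0.05, 1619 of the 11506 transcripts were lower and 1314 higher in MZ*sox19b*, 1547 lower and 1302 higher in MZ*spg*, and 835 lower and 466 higher in the double mutant. At 6 hpf the numbers were 3907 lower and 3065 higher in MZ*sox19b* and 1744 and 1837 in MZ*spg*. In the double mutant, with 1 library, they were 647 and 497. The downregulated lists overlapped. 1276 transcripts were downregulated in both MZ*sox19b* and MZ*spg*, 1087 in MZ*sox19b* and the double mutant, and 883 in MZ*spg* and the double mutant. Independent lists of the same sizes would share 1003, 783 and 384. Simulated unchanged mutants set against the same WT curves shared at most 56, 55 and 53 transcripts in 20 draws. Their lists held means of 198.15, 197.5 and 214.7 transcripts for MZ*sox19b*, MZ*spg* and the double mutant, fewer than the real overlaps. They could therefore not share as many, and their overlaps do not weigh the size of the real ones. With WT replicates 1 and 2 as the control of one mutant and 3 and 4 as that of the other, 1035, 915 and 696 were shared (843, 654 and 293 for independent lists), and 991, 871 and 696 with the 2 sets of WT curves exchanged. Several choices moved these numbers. The share in MZ*sox19b* was 44.4% without its replicate 1 and 75.4% without its replicate 2, and 44.8% without both curves of the day that had no WT, an alternative chosen after the data were seen. Scaling all libraries to the same total gave 50.6%, 30.4% and 26.0%. It moved the median log2 fold change of all tested transcripts at 4.5 hpf from -0.03, 0.0094 and 0.0087 in MZ*sox19b*, MZ*spg* and the double mutant to 0.27, 0.27 and 0.20. The calls at 4.5 hpf then split into 904 lower and 2386 higher, 1011 and 2202, and 615 and 780. With the experimental day as a block, 1447 transcripts were lower and 1080 higher in the double mutant. Without its own replicate 1, MZ*sox19b* had 816 lower and 524 higher, MZ*spg* 1019 and 595, and the double mutant 437 and 171.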

Out of 4643 zygotic transcripts, 51% were at least 2-fold downregulated in MZ*sox19b*, 32% in MZ*spg*, and 24% in the double mutants. This result implied that Pou5f3 and Sox19b compensate some of each other’s effects on the zygotic transcription.

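Sorted by the mutants in which they were downregulated, the 4621 zygotic transcripts fell into the following sets. 829 (17.9%) were downregulated in all 3 mutants (group A), among them *bmp2b*, a BMP ligand gene, and *vox* and *vent*, ventral repressors. 447 (9.67%) were downregulated in both single mutants and not in the double mutant (group B), among them *mixl1* and *chrd*. 1542 (33.4%) were downregulated in MZ*sox19b* alone (group C), among them the translation factor genes *eef2b* and *eif3f*. 258 (5.58%) were downregulated in MZ*sox19b* and the double mutant (group D), among them the BMP ligand gene *bmp7a*. 177 (3.83%) were downregulated in MZ*spg* alone (group E), among them the linker histone gene *h1f0*. 54 (1.17%) were downregulated in MZ*spg* and the double mutant (group F), 35 (0.757%) in the double mutant alone (group G), and 1279 (27.7%) in none (group H). These calls compare libraries of the same clock time. Against WT of the same maternal stage, with no test applied, 7.33% of group C were at least 2-fold lower in MZ*sox19b*. In group B the share was 11.4% in MZ*sox19b* and 43.2% in MZ*spg*, and in group A it was 45.2% in MZ*sox19b*. Of 11 genes that the paper names in groups C, E and H, 5 were lower in MZ*sox19b* at 4.5 hpf, 2 in MZ*spg* and 0 in the double mutant (7, 0 and 0 when adjusted over the list alone, and 8, 5 and 0 at an unadjusted p below 0.05 in limma). The study chose these genes on the same libraries, so the counts are not independent evidence. *eef2b*, an elongation factor gene, had a log2 fold change of -1.04 (standard error 0.24, adjusted p = 0.0014) in MZ*sox19b*, and *dhx16*, a helicase gene, of -1.14 (adjusted p = 0.0097). Their 0 calls in the double mutant hold for limma at 4.5 hpf, and *srsf11*, a splicing factor gene, passed there with the experimental day as a block (adjusted p = 0.029). The size of group B was 252 without MZ*sox19b* replicate 1 and 622 without the double mutant replicate 1. Libraries scaled to the same total, which left 2939 zygotic transcripts, gave 513 in group A and 202 in group B. Of these, 506 and 158 were in these groups before. A minimum of 10 normalized reads, which widens the zygotic set, gave 1685 and 858.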

We divided all zygotic genes into eight groups, A–H, based on the patterns of downregulation in the mutants (Fig. 3b, Dataset S1). Groups A and B were enriched in distinct developmental regulatory gene categories (Fig. 3c) which we discuss below; the other groups were enriched in general housekeeping categories or showed no enrichment.

Group A transcripts (17% of zygotic genes, downregulated in all mutants) included major regulators of ventro-posterior development: BMP pathway ligands *bmp2b*^37^ and *bmp4*^41^, the ventral transcription factors *vox, vent* and *ved*^42,43^, regulators of ventrolateral mesoderm and ectoderm patterning *draculin*, *gata2*, *tbx16* and *vgll4l*, which start their expression at the ventral side or in the ectoderm^44^. 

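At 4.5 hpf, most of the ventral and ectodermal genes named in group A were lower in MZ*spg* and in the double mutant, and fewer in MZ*sox19b*. Of 14 measured genes entered for group A, with the *gata2* of the paper taken as both *gata2a* and *gata2b*, 10 were lower and 1 higher in MZ*spg*, 10 lower and 1 higher in the double mutant, and 3 lower in MZ*sox19b* (11 lower, 10 lower and 3 lower when adjusted over the list alone). The 1 higher was *gata2b*, which the paper does not name. The study chose these genes on the same libraries, so this is not independent evidence of their direction. *vgll4l* had log2 fold changes of -8.40 (standard error 0.69, adjusted p = 1.5e-13) in MZ*sox19b*, -6.81 in MZ*spg* and -9.19 in the double mutant. *draculin* (*drl*), a regulator of ventrolateral mesoderm, was at 2632 ± 521 (SD, n = 4) normalized reads in WT and fell in MZ*sox19b* (-2.30, standard error 0.56, adjusted p = 0.0020), MZ*spg* (-3.39, adjusted p = 5.1e-06) and the double mutant (-3.75, adjusted p = 9.9e-07). The ventral repressor gene *vox* fell in MZ*spg* (-2.74, standard error 0.50, adjusted p = 3.5e-05) and the double mutant (-2.92, adjusted p = 1.9e-05), and its log2 fold change in MZ*sox19b* was -1.12 (adjusted p = 0.092). *vent*, a gene of the same class, fell in MZ*spg* (-1.96, adjusted p = 0.0024) and the double mutant (-1.54, adjusted p = 0.032), and *ved* in MZ*spg* (-1.78, adjusted p = 0.011). The BMP ligand gene *bmp4* was at 138 ± 66.7 (SD, n = 4) in WT and 6 ± 4.24 (SD, n = 2) in MZ*spg* (-4.34, adjusted p = 1.8e-04), and in the double mutant its log2 fold change was -2.79 (adjusted p = 0.030). *bmp2b*, the other ligand gene, was at 218 ± 39.5 (SD, n = 4) in WT. Its log2 fold changes of -0.54, -0.74 and -0.48 did not pass the test at 4.5 hpf. *gata2a* fell in the double mutant (-2.82, standard error 0.55, adjusted p = 1.6e-04), while *gata2b*, at 10 ± 2.71 (SD, n = 4) in WT, was higher in MZ*spg* (2.53, adjusted p = 0.013) and the double mutant (3.23, adjusted p = 0.0025). *tbx16*, a mesoderm gene with 26765 ± 5002 (SD, n = 4) normalized reads in WT, had log2 fold changes of -1.05, -1.71 and -1.34 that did not pass, and in the double mutant it passed with the experimental day as a block (adjusted p = 0.024). The growth regulator gene *mych* fell in MZ*spg* (-6.13, standard error 0.36, adjusted p = 8.0e-20) and the double mutant (-6.59, adjusted p = 4.4e-20), and passed in MZ*sox19b* (-0.85) with the day as a block alone (adjusted p = 0.016 against 0.075). *dld*, which encodes a Notch ligand, fell in MZ*spg* (-3.24, adjusted p = 4.6e-04) and the double mutant (-3.13, adjusted p = 0.0013). All tests used n = 4 WT and n = 2 mutant libraries. With adjusted p in parentheses, the call ended for *bmp4* in MZ*sox19bspg* with libraries scaled to the same total (0.054), with no filter on low values (0.052), without MZ*sox19bspg* replicate 2 (0.29) and without WT replicate 1 (0.083), 2 (0.080) or 4 (0.092) and for *vent* in MZ*sox19bspg* with libraries scaled to the same total (0.053), with no filter on low values (0.055), without MZ*sox19bspg* replicate 1 (0.19) and without WT replicate 1 (0.051), 2 (0.099) or 4 (0.10). For *ved* in MZ*spg* without MZ*spg* replicate 1 (0.056) or 2 (0.15) and for *dld* in MZ*sox19bspg* without MZ*sox19bspg* replicate 1 (0.15), the call ended. For *gata2b* in MZ*spg* without MZ*spg* replicate 1 (0.057) or 2 (0.081) and for *gata2b* in MZ*sox19bspg* without MZ*sox19bspg* replicate 1 (0.070), the call ended.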

Group A also included known direct transcriptional targets of Pou5f3: *mych*^45^ and *klf17*^46^. Additional genes related to the BMP pathway were repressed in the double mutant and in one of the single mutants: the second major BMP ligand *bmp7a*^47^ was repressed in the double mutant and MZ*sox19b* (Group D), BMP targets *klf2b*^46^ and *foxi*^48^ in the double mutant and MZ*spg* (group F).

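*bmp7a*, the gene of the second BMP ligand, was at 1896 ± 820 (SD, n = 4) normalized reads in WT at 4.5 hpf and at 181 ± 107 (SD, n = 2) in the double mutant. This is a log2 fold change of -3.37 (standard error 0.75, adjusted p = 9.5e-04). In MZ*sox19b* it was at 518 ± 223 (SD, n = 2), a log2 fold change of -1.79 (adjusted p = 0.070), and in MZ*spg* at 2040 ± 146 (SD, n = 2) (0.25, adjusted p = 0.84), and neither passed the test. *klf2b*, a BMP target in the ectoderm, fell in MZ*spg* (-3.02, standard error 0.63, adjusted p = 2.4e-04) and rose in MZ*sox19b* (2.21, standard error 0.63, adjusted p = 0.0081), from 78.8 ± 10 (SD, n = 4) in WT to 368 ± 65.8 (SD, n = 2). In the double mutant its log2 fold change was -1.38 (adjusted p = 0.17), which passed with the experimental day as a block (adjusted p = 0.044). *foxi1*, a further BMP target of the ectoderm, had log2 fold changes of 1.12 (adjusted p = 0.18) in MZ*sox19b*, -1.43 (adjusted p = 0.092) in MZ*spg* and -1.38 (adjusted p = 0.17) in the double mutant. Of these 3 genes, 1 was higher in MZ*sox19b*, 1 lower in MZ*spg* and 1 lower in the double mutant in limma (1 lower with 1 higher, 2 lower and 3 lower when adjusted over the list alone). The study chose them on these libraries. By the switch rule *bmp7a* was in group D, and *klf2b* and *foxi1* were in group F. The tests used n = 4 WT and n = 2 mutant libraries. The call ended, with adjusted p in parentheses, for *bmp7a* in MZ*sox19bspg* without MZ*sox19bspg* replicate 1 (0.096) and for *klf2b* in MZ*sox19b* without MZ*sox19b* replicate 1 (0.061).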

Group B transcripts (8% of all zygotic genes, downregulated only in the single mutants) were enriched in the category “endoderm development”. 

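Genes of early mesendoderm were compared with WT at 4.5 hpf. *mixl1*, a homeobox gene of mesendoderm, was at 4042 ± 835 (SD, n = 4) normalized reads in WT and fell to 1214 ± 121 (SD, n = 2) in MZ*spg*, a log2 fold change of -1.72 (standard error 0.40, adjusted p = 0.0011). In MZ*sox19b* (-0.53, adjusted p = 0.34) and the double mutant (-0.32, adjusted p = 0.71) the difference did not pass the test. *tbxta*, the T-box gene of axial mesoderm, fell in MZ*sox19b* (-1.71, standard error 0.53, adjusted p = 0.014) and MZ*spg* (-1.88, adjusted p = 0.0063), and *dusp4*, a phosphatase gene of endoderm formation, fell in MZ*spg* (-1.23, adjusted p = 0.028). *tbxta* had a log2 fold change of -1.15 (adjusted p = 0.17) in the double mutant and passed there with the experimental day as a block (adjusted p = 0.017). *sox32*, the master regulator gene of endoderm, had log2 fold changes of -0.74, -1.09 and 0.58 in MZ*sox19b*, MZ*spg* and the double mutant. For *sebox* these were -0.70, -1.24 and 0.11, and for *foxa3*, a forkhead gene of axial mesendoderm, -1.14, -1.31 and -0.33. None of these 9 differences passed. All 6 genes were downregulated in both single mutants at some time point by the 2-fold rule, and *tbxta* in the double mutant too. The tests used n = 4 WT and n = 2 mutant libraries. Calls that ended, with adjusted p in parentheses, were those for *dusp4* in MZ*spg* with libraries scaled to the same total (0.083), with the time curve as a random effect (0.056), without MZ*spg* replicate 2 (0.20) and without WT replicate 1 (0.099) or 4 (0.11) and for *tbxta* in MZ*sox19b* without MZ*sox19b* replicate 1 (0.15) and without WT replicate 4 (0.058). For *tbxta* in MZ*spg* without MZ*spg* replicate 1 (0.060) or 2 (0.085), the call ended.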

Group B included the main critical components of the early endomesoderm and dorsal specification network: *mixl1*^49^, *sox32*^50^, *sebox*^51^ *dusp4*^52^, *tbxta*^53^, and *foxa3*^54^, which are activated by the maternal transcription factor Eomesodermin and by Nodal signaling^55,56^. Group B also included double Nodal and maternal β-catenin targets Chordin^38^ and *noto*^57^, and the maternal β-catenin target *hhex*^58^. In contrast to group A, group B transcripts start their expression at the dorsal side of the embryo, or in the yolk syncytial layer (YSL).

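*chrd*, the gene of the secreted BMP antagonist Chordin, was at 918 ± 230.3 (SD, n = 4) normalized reads in WT at 4.5 hpf, at 468 ± 207 (SD, n = 2) in MZ*sox19b*, at 239 ± 36.8 (SD, n = 2) in MZ*spg* and at 998 ± 146 (SD, n = 2) in the double mutant. Its log2 fold change was -1.91 (standard error 0.63, adjusted p = 0.021) in MZ*spg*, -1.01 (adjusted p = 0.24) in MZ*sox19b* and 0.15 (adjusted p = 0.93) in the double mutant. *noto*, a notochord homeobox gene, had log2 fold changes of -1.30 (adjusted p = 0.11), -1.41 (adjusted p = 0.083) and -0.19 (adjusted p = 0.90) in the same order, none of which passed the test. *hhex*, a homeobox gene of the dorsal yolk layer and endoderm, was at 46.5 ± 20.9 (SD, n = 4) in WT and rose to 204 ± 89.8 (SD, n = 2) in the double mutant (2.17, standard error 0.52, adjusted p = 0.0021), while in MZ*sox19b* (-0.92, adjusted p = 0.18) and MZ*spg* (-0.64, adjusted p = 0.38) it did not pass. Of the 9 genes that the paper names in group B, 1 was lower in MZ*sox19b*, 4 in MZ*spg* and 0 in the double mutant at 4.5 hpf in limma, and 1 was higher in the double mutant (1, 6 and 0 lower when adjusted over the list alone, and 2, 6 and 1 at an unadjusted p below 0.05). The study chose these genes on the same libraries, so this is not independent evidence of their direction. At 6 hpf, 4 of the 9 were lower in MZ*sox19b* (median log2 fold change -1.27) and 0 in MZ*spg* (median -0.56). At 4.5 hpf, at an adjusted p from the day-blocked model, *tbxta* was lower in the double mutant. Without MZ*spg* replicate 1 or 2 the genes lower in MZ*spg* numbered 2 and 1, and without WT replicate 4 they numbered 2. With adjusted p in parentheses, the call ended for *chrd* in MZ*spg* with the experimental day as a block (0.071), without MZ*spg* replicate 1 (0.083) or 2 (0.14) and without WT replicate 2 (0.053) or 4 (0.078) and for *hhex* in MZ*sox19bspg* without MZ*sox19bspg* replicate 2 (0.061).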

To characterize the earliest effects of Pou5f3 and Sox19b in all groups, we tested if the expression in the wild type was significantly different from the mutants from 3 to 4.5 hpf. 

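At 4.5 hpf the 829 transcripts of group A had risen by a mean of 3.44 on the log2 scale in WT, and by 1.89 in MZ*sox19b*, 1.66 in MZ*spg* and 1.57 in the double mutant. They include *klf17*, *mych*, *vgll4l* and *drl*, regulators of the outer layer, of growth and of ventral cell types. The differences from WT, in the order MZ*sox19b*, MZ*spg* and double mutant, were -0.30, -0.34 and -0.28 at 3 hpf, -0.86, -0.89 and -0.80 at 3.5 hpf, -1.14, -1.30 and -1.25 at 4 hpf, and -1.55, -1.78 and -1.87 at 4.5 hpf. At 4.5 hpf the exact two-sided permutation test over curves gave p = 0.0667 for each, the limit for 2 curves against 4. The double mutant lay -0.32 from MZ*sox19b* (exact p = 0.333, the limit for 2 against 2) and -0.09 from MZ*spg* (exact p = 1). For single transcripts in limma, 60 of 829 differed between the double mutant and MZ*sox19b* at 4.5 hpf at an adjusted p below 0.05 (57 lower and 3 higher in the double mutant), and 81 between the double mutant and MZ*spg* (52 lower and 29 higher). The sum of the single mutants' log2 fold changes was compared with that of the double mutant by the interaction term. It passed in 222 transcripts, with the double mutant above the sum in 213 of them and below it in 9. Reads cannot fall below 0 and the group was chosen by downregulation in every mutant, which pushes the double mutant above the sum, so this direction is not evidence on how the 2 factors act together. *klf17* was at 41 ± 14.1 normalized reads in the double mutant and *mych* at 22 ± 11.3, against 131 ± 28.3 and 29 ± 5.66 in MZ*spg* (SD, n = 2 each). With the experimental day as a block, also in the calls that define the group, 100 differed from MZ*sox19b* and 130 from MZ*spg*. The count against MZ*spg* was 41 without MZ*spg* replicate 1 and 132 without MZ*sox19b* replicate 2, and that of the interaction term was 134 without the double mutant replicate 2 and 133 with libraries scaled to the same total. As group A was chosen by downregulation in these libraries, its distance from WT is not independent evidence.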

The group A transcripts were non-additively downregulated in all mutant genotypes starting from the beginning of the major ZGA wave: the transcripts levels were not statistically different in three mutants until 4.5 hpf (Fig. 3d, Fig. S5c). We concluded that Pou5f3 and Sox19b are required for activating group A zygotic transcription on the ventral side and act either redundantly or sequentially.

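The 447 transcripts of group B, with *mixl1*, *chrd*, *noto* and *sox32* among them, had risen by a mean of 2.31 on the log2 scale in WT at 4.5 hpf, by 1.68 in MZ*sox19b* and 1.58 in MZ*spg*, and by 2.20 in the double mutant. The differences from WT, in the order MZ*sox19b*, MZ*spg* and double mutant, were -0.07, -0.10 and 0.01 at 3 hpf, -0.41, -0.40 and 0.01 at 3.5 hpf, -0.43, -0.57 and 0.07 at 4 hpf, and -0.63, -0.73 and -0.11 at 4.5 hpf. The exact two-sided permutation test over curves gave p = 0.0667 for each single mutant at 4.5 hpf, the smallest that 2 curves against 4 allow, and p = 0.60 for the double mutant. The double mutant lay 0.52 above MZ*sox19b* and 0.62 above MZ*spg* (exact p = 0.333 each, the limit for 2 curves against 2). Taking transcripts one by one in limma at 4.5 hpf, 8 of 447 were higher in the double mutant than in MZ*sox19b* and 72 than in MZ*spg*, and 0 were lower in either comparison (2 and 1 at an unadjusted p below 0.05). At 5 hpf, 120 were higher than in MZ*sox19b*. The interaction term, which asks whether the double mutant departs from the sum of the single mutants, passed in 131 transcripts and was above the sum in 130, a direction that the choice of the group builds in. *chrd* differed by 0.15 from WT in the double mutant on the log2 scale and *sox32* by 0.58. With the experimental day as a block, also in the calls that define the group, 19 were higher than in MZ*sox19b* at 4.5 hpf. Libraries scaled to the same total gave 4 against MZ*sox19b*, 26 against MZ*spg* and 56 for the interaction term. Group B was defined by downregulation in the single mutants and not in the double mutant on these libraries, so none of these comparisons is independent evidence. The count against MZ*sox19b* was 21 without MZ*sox19b* replicate 2 and 4 without WT replicate 4, that against MZ*spg* was 39 without MZ*spg* replicate 2 and 123 without MZ*sox19b* replicate 2, and that of the interaction term was 69 without MZ*sox19b* replicate 1 and 204 without the double mutant replicate 1.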

The levels of group B transcripts were significantly downregulated from at 3 to 4.5 hpf in the single mutants only (Fig. 3d, Fig. S5d). We concluded that group B transcripts do not require Pou5f3 and Sox19b for their expression but are sensitive to Pou5f3/Sox19b balance starting from ZGA onset. Similar analysis of the groups C–F (Fig. S5f–i, Table S1) suggested non-additive and compensatory effects of Pou5f3 and Sox19b on early transcription.

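Group C, downregulated in MZ*sox19b* alone, holds housekeeping genes such as *eef2b* and *rpl11*, which encode a translation factor and a ribosomal protein. Its 1542 transcripts differed from WT by a mean of -0.55 on the log2 scale at 4.5 hpf in MZ*sox19b*, -0.28 in MZ*spg* and -0.11 in the double mutant. Group D, downregulated in MZ*sox19b* and the double mutant, holds *bmp7a* among 258 transcripts. Its differences were -1.17, -0.46 and -0.82. Group E, downregulated in MZ*spg* alone, holds *sox3* and *dharma*, a homeobox gene of the dorsal organizer, among 177 transcripts, with differences of -0.26, -0.38 and 0.0075. Group F, downregulated in MZ*spg* and the double mutant, holds *klf2b* and *foxi1* among 54 transcripts, with differences of -0.30, -1.16 and -0.83. The exact two-sided permutation test over curves at 4.5 hpf gave p = 0.0667, the smallest that 2 curves against 4 allow, for MZ*sox19b* in group C, for MZ*sox19b* and the double mutant in group D, for MZ*spg* in group E, and for MZ*spg* and the double mutant in group F. For the double mutant it gave p = 0.60 in group C and p = 1 in group E. The single mutants that do not define a group lay below WT too, with p = 0.133 for MZ*spg* in groups C and D and for MZ*sox19b* in group E, and p = 0.267 for MZ*sox19b* in group F. Since each group was chosen by its pattern in these curves, the differences that define it are not independent evidence.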

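The mean rise of group A was set against that of group B within each WT curve. Group A holds ventral and ectodermal regulators such as *vox*, *vent* and *drl*, and group B dorsal and mesendodermal ones such as *chrd*, *noto* and *mixl1*. In WT, group A lay above group B by 0.27 on the log2 scale at 3 hpf, 0.62 at 3.5 hpf, 0.88 at 4 hpf and 1.13 ± 0.08 (SD, n = 4 curves) at 4.5 hpf, where the curves were between 1.06 and 1.22. At 4.5 hpf *drl* stood at 1943 to 3206 normalized reads in the 4 WT libraries, *vent* at 1461 to 2615 and *vox* at 292 to 376. *chrd* stood at 728 to 1210, *noto* at 2974 to 3818 and *mixl1* at 3291 to 5226. With the experimental day as a block in the calls that define the groups, the WT value at 4.5 hpf was 1.66. The rise of each group is relative to its own level at 2.5 hpf, so it compares the gain since that time and not the abundance of ventral and dorsal transcripts.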

Ventral (group A) zygotic transcripts were expressed to significantly higher level than dorsal (group B) in the wild-type embryos at 3–4.5 hpf. In contrast, the double mutant expression of dorsal transcripts was higher than that of the ventral (Fig. 3d, Fig. S5e). 

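In the double mutant the mean of group B lay above that of group A from 3 hpf on. Group A minus group B was -0.03 on the log2 scale at 3 hpf, -0.18 at 3.5 hpf, -0.44 at 4 hpf and -0.63 at 4.5 hpf, where the 2 curves were at -0.71 and -0.54. The double mutant differed from WT by -1.76 at 4.5 hpf (exact two-sided permutation test over curves, p = 0.0667, the smallest that 2 curves against 4 allow). In MZ*sox19b* group A remained 0.21 above group B at 4.5 hpf, and in MZ*spg* 0.08. Among the genes named for each group, *vox* was at 42.5 ± 0.707 normalized reads and *hhex* at 204 ± 89.8 in the double mutant, and in WT *vox* was at 329 ± 37.1 and *hhex* at 46.5 ± 20.9 (SD). Of the 9 genes named for group B, *hhex* was the 1 that passed as higher in the double mutant at 4.5 hpf in limma, while *chrd* (0.15, adjusted p = 0.93) and *noto* (-0.19, adjusted p = 0.90) did not pass. The groups were defined on the curves in which they were then compared. When they were defined on 1 set of curves and measured on the curves left over, group A minus group B in the double mutant was 0.46 in one set and -0.70 in the other, against 1.90 and 0.96 in WT. Over all curves, the value in the double mutant was -0.29 without MZ*spg* replicate 2 and -1.03 without the double mutant replicate 1, and that in MZ*spg* was -0.15 without the double mutant replicate 1 and -0.60 with libraries scaled to the same total, which gave -0.46 in MZ*sox19b*. With the experimental day as a block in the calls that define the groups, it was -0.069 in the double mutant, 0.53 in MZ*spg* and 0.62 in MZ*sox19b*.

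**Figure D3:**
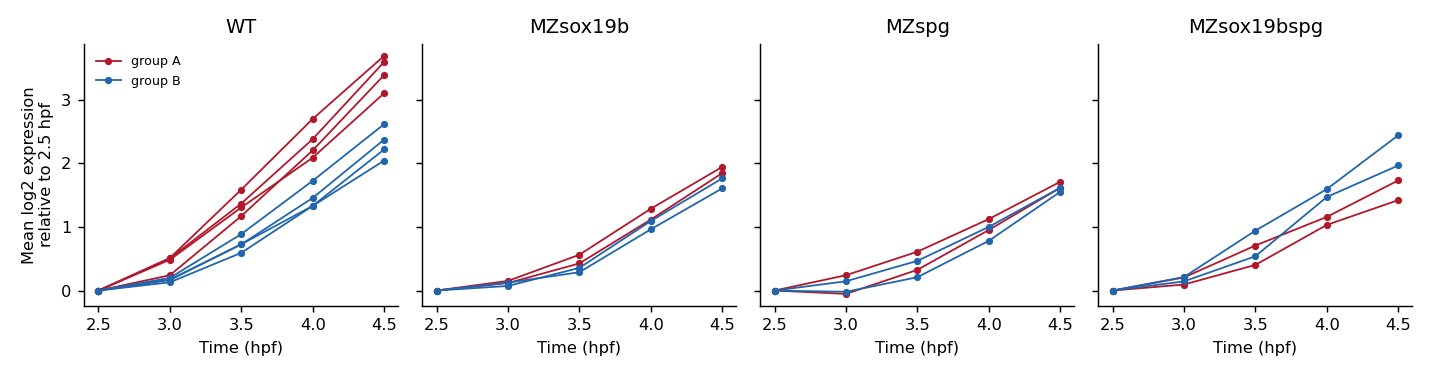
Mean log2 expression relative to 2.5 hpf of group A (red, 829 transcripts) and group B (blue, 447 transcripts) from 2.5 to 4.5 hpf, in 1 panel for each genotype, with 1 line for each time curve. Group A lies above group B in every WT curve at 4.5 hpf, and below it in both curves of MZ*sox19bspg*.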

We wondered if the severe dorsalization phenotype of the double mutants could be explained by the increase in the ratio of Chordin *(*group B) to *bmp2b (*group A*)* and *bmp7a* zygotic transcripts at ZGA onset. Indeed, the transcription of BMPs was reduced relative to Chordin in the MZ*sox19bspg* embryos, but not in the single mutants, from the beginning of major ZGA (Fig. 3e). 

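The balance of the BMP antagonist Chordin to its ligands was measured as the log2 ratio of *chrd* to *bmp7a* and to *bmp2b* within each library. Averaged over 3.5 to 5.5 hpf, *chrd* to *bmp7a* was -1.01 ± 0.47 (SD, n = 4 curves) in WT and 1.95 ± 0.13 (n = 2) in the double mutant, a difference of 2.95. It was -0.0047 ± 0.11 in MZ*sox19b*, 1.00 above WT, and -3.04 ± 0.50 in MZ*spg*, -2.03 from WT. Each mutant's curves lay apart from all 4 WT curves, with p = 0.0667 in the exact two-sided permutation test, the smallest that 2 curves against 4 allow. *chrd* to *bmp2b* was 1.46 ± 0.44 in WT and 2.27 ± 0.31 in the double mutant, a difference of 0.82 (exact p = 0.133). For MZ*sox19b* the difference was -0.69 and for MZ*spg* -0.67 (exact p = 0.20 each). By time point in limma, the ratio to *bmp7a* was higher in the double mutant from 4 hpf (4.11, adjusted p = 1.3e-05) to 6 hpf (2.40, adjusted p = 0.037, with 1 library), and 1.67 at 3.5 hpf (adjusted p = 0.0503). In MZ*spg* it was lower at 3 hpf (-2.86) and at 4, 4.5, 5 and 5.5 hpf (-2.16 at 4.5 hpf, adjusted p = 0.012), and in MZ*sox19b* no time point passed. The double mutant lay 2.73 above MZ*sox19b* at 4.5 hpf (adjusted p = 0.0048), and the 1.51 at 5 hpf did not pass (adjusted p = 0.095). For *bmp2b* no time point passed in any mutant against WT. Between mutants, the ratio to *bmp2b* was higher in the double mutant than in MZ*spg* at 4.5 hpf by 1.79 (adjusted p = 0.045) and than in MZ*sox19b* at 4 and 5.5 hpf by 1.71 and 1.70 (adjusted p = 0.049 each), but against MZ*sox19b* it did not pass at 4.5 hpf (1.09, adjusted p = 0.21) or 5 hpf (1.44, adjusted p = 0.095). *bmp7a* and *chrd* at 4.5 hpf each rest on 2 mutant libraries. The paper reports reduced transcription of BMPs relative to Chordin in the double mutant, and calls this ratio critical for how large the dorsal domain becomes. From this it proposes that the early imbalance accounts for the dorsalization of these embryos. It also reports that a morpholino against Chordin, unlike one against Noggin1, brought embryos of the maternal double mutant M*sox19bspg* back to normal.

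**Figure D4:**
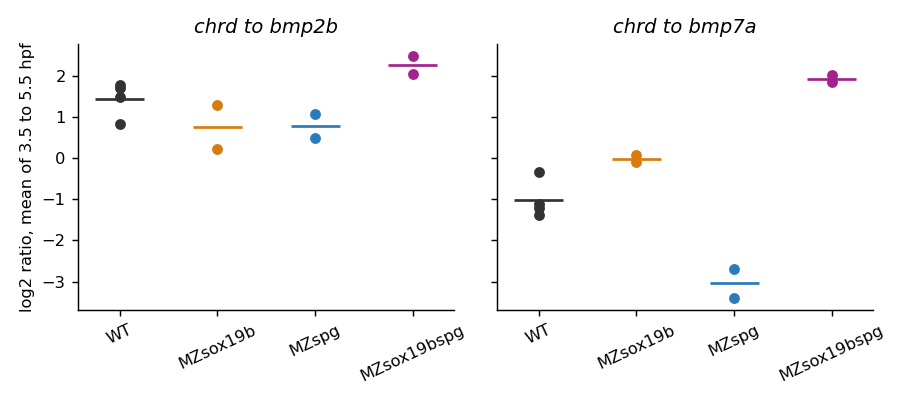
log2 ratio of *chrd* to *bmp2b* (left panel) and of *chrd* to *bmp7a* (right panel), averaged over 3.5 to 5.5 hpf, in WT and the 3 mutants. Each point is 1 time curve and each bar the mean. For *bmp7a* the double mutant curves, at 2.04 and 1.85, lie above all others and the MZ*spg* curves, at -2.68 and -3.40, below all others.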

The ratio of Chordin to BMPs is critical for the size of the dorsal domain, hence, the early transcriptional disbalance between these factors in MZ*sox19bspg* embryos plausibly explained their phenotypic dorsalization.

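Of 4621 zygotic transcripts, 1176 were downregulated in the double mutant, which is the sum of groups A, D, F and G. Their share was 18.6% of the zygotic transcripts without the double mutant replicate 1 and 35.8% without its replicate 2. Among 21 measured members of a list of BMP ligands and of ventral and ectodermal regulators, 10 were lower and 2 higher in the double mutant at 4.5 hpf, 11 lower and 0 higher in MZ*spg*, and 5 lower and 3 higher in MZ*sox19b* (14 and 3, 12 and 1, and 7 and 3 when adjusted over the list alone). The paper names many of the listed genes from these libraries, so the list is not independent of the study. *dlx3b*, a homeobox gene of the ectoderm border, fell in MZ*sox19b* (-2.93, standard error 0.55, adjusted p = 1.0e-04) and the double mutant (-1.75, adjusted p = 0.028), and *tfap2c*, another ectodermal regulator, in MZ*sox19b* (-2.28, adjusted p = 0.012) and MZ*spg* (-2.14, adjusted p = 0.017). *msx1b* and *id3*, targets of BMP signaling, were higher in the double mutant (2.32 with adjusted p = 0.0092 and 1.42 with adjusted p = 9.7e-05). These 4 genes were picked after their values were seen. In the fry test of limma the list went down in all mutants, with adjusted p = 0.017 in MZ*sox19b*, 3.8e-06 in MZ*spg* and 3.5e-06 in the double mutant. At 6 hpf it went down in MZ*sox19b* and MZ*spg* too, with 12 and 11 members lower and 0 higher. In the double mutant, which has 1 library at 6 hpf, the median log2 fold change was -2.16. At 4.5 hpf the members lower in the double mutant numbered 6 without WT replicate 1 or 4, and those lower in MZ*spg* 7 without MZ*spg* replicate 2. The call ended, with adjusted p in parentheses, for *dlx3b* in MZ*sox19bspg* with libraries scaled to the same total (0.059), with one fit per time point (0.073), with the time curve as a random effect (0.055), without MZ*sox19bspg* replicate 1 (0.51) and without WT replicate 1 (0.11) or 4 (0.057) and for *tfap2c* in MZ*sox19b* without WT replicate 4 (0.057). For *tfap2c* in MZ*spg* with the experimental day as a block (0.055), without MZ*spg* replicate 1 (0.12) or 2 (0.13) and without WT replicate 2 (0.053) or 4 (0.071) and for *msx1b* in MZ*sox19bspg* without MZ*sox19bspg* replicate 1 (0.13), the call ended.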

In sum, we demonstrated that Pou5f3 and/or Sox19b activate 24% of zygotic transcripts (groups A, D, F, G) including but not restricted to the components of BMP signaling pathway, ventral genes, and ectodermal genes. Pou5f3 and Sox19b are dispensable for the activation of mesendodermal regulators, targets of Eomesodermin/Nodal, starting their expression on the dorsal side of the embryo.

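Some mesendodermal and dorsal genes were lower in every mutant at 4.5 hpf, and most of those measured did not pass in the double mutant. Of 18 measured members of a list of Nodal pathway and mesendoderm genes, 5 were lower in MZ*sox19b*, 8 lower and 1 higher in MZ*spg*, and 4 lower and 1 higher in the double mutant (5, 10 and 2, and 5 and 1 when adjusted over the list alone). *tdgf1*, the gene of the maternal and zygotic Nodal coreceptor, fell in all of them, from 5914 ± 427 (SD, n = 4) normalized reads in WT to log2 fold changes of -1.15 (standard error 0.18, adjusted p = 4.7e-06) in MZ*sox19b*, -1.65 (adjusted p = 2.7e-10) in MZ*spg* and -1.44 (adjusted p = 1.7e-08) in the double mutant. *foxa1*, a forkhead gene of endoderm, was at 4.25 ± 2.63 (SD, n = 4) in WT and 169.5 ± 48.8 (SD, n = 2) in the double mutant (5.14, standard error 0.74, adjusted p = 4.8e-07), and higher in MZ*spg* too (2.15, adjusted p = 0.027). Of 18 measured members of a list of dorsal organizer genes, 5 were lower and 1 higher in MZ*sox19b*, 5 lower and 2 higher in MZ*spg*, and 2 lower and 2 higher in the double mutant (5 and 1, 9 and 2, and 4 and 2 when adjusted over the list alone). *fgf8a*, an FGF ligand gene, fell in all 3 mutants (-3.30, standard error 0.60 with adjusted p = 5.6e-05, -1.90 with adjusted p = 0.015 and -2.67 with adjusted p = 0.0011). *fgf3* fell in MZ*sox19b* (-2.98, adjusted p = 1.5e-05) and MZ*spg* (-1.39, adjusted p = 0.035), and *admp*, which encodes a BMP-like ligand of the organizer, in MZ*spg* (-2.48, standard error 0.61, adjusted p = 0.0017). In the fry test of limma, the Nodal list went down in MZ*sox19b* (adjusted p = 0.016) and MZ*spg* (adjusted p = 0.0013), and gave adjusted p = 0.13 in the double mutant. The dorsal list went down in MZ*sox19b* (adjusted p = 0.026), with adjusted p = 0.082 in MZ*spg* and 0.47 in the double mutant. At 6 hpf, 2 Nodal list genes were lower in MZ*spg* (median log2 fold change -0.34) and fry did not pass (adjusted p = 0.075), while in MZ*sox19b* both lists went down (adjusted p = 0.0049 and 2.5e-05). Of the dorsal list at 6 hpf, 2 were lower in MZ*spg*, and 2 higher and 0 lower in the double mutant, which has 1 library there. The counts at 4.5 hpf depend on single curves. Without MZ*sox19b* replicate 1, 1 Nodal list gene and 3 dorsal genes were lower in MZ*sox19b*, and without WT replicate 4, 2 and 3. Without MZ*spg* replicate 1, 4 and 2 were lower in MZ*spg*, and without its replicate 2, 3 and 1. In the double mutant 1 Nodal list gene and 0 dorsal genes were lower without its replicate 1, and with the experimental day as a block 7 and 4. Libraries scaled to the same total gave 3, 5 and 2 lower Nodal list genes in MZ*sox19b*, MZ*spg* and the double mutant. Calls that ended, with adjusted p in parentheses, were those for *foxa1* in MZ*spg* with the time curve as a random effect (0.088), without MZ*spg* replicate 1 (0.12) or 2 (0.14) and without WT replicate 1 (0.058) or 4 (0.090) and for *fgf8a* in MZ*spg* without MZ*spg* replicate 2 (0.19). For *fgf8a* in MZ*sox19bspg* without MZ*sox19bspg* replicate 1 (0.12), the call ended.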

### Differentiation genes are prematurely expressed in MZ*sox19bspg*

We next inquired if Pou5f3, Sox19b, or both of them suppress zygotic transcription for certain genes. 

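Upregulation was called for transcripts that stepped up in a mutant and were at least 2-fold higher there than in WT with p below 0.05 in limma at a time point after the step. By this rule 835 transcripts were upregulated, of which 18 in all 3 mutants and 154 in 2. A transcript called in several mutants was assigned to the one of them with its highest maximal expression over the time curve. By this assignment 331 were in group I (the double mutant), 384 in group J (MZ*spg*) and 120 in group K (MZ*sox19b*). *nog1*, which encodes the BMP antagonist Noggin, and the T-box genes *tbx3a* and *tbx6* were in group I. *mxtx2*, a homeobox gene of the yolk syncytial layer, and *her11*, a Hairy-related repressor gene, were in group K. Of the 1062 transcripts in Dataset S2, 823 were called upregulated here, and 797 were placed in the same group. The numbers depended on the curves. Without MZ*sox19b* replicate 2, 707 transcripts were in group K and 1446 were upregulated in all, and without its replicate 1, 277 were in group K. Without MZ*spg* replicate 1, 729 were in group J. A minimum of 10 normalized reads gave 942 in group I, 1036 in group J and 218 in group K. Of the 3 genes measured that the paper names in groups J and K, 0 passed at 4.5 hpf in any mutant, and likewise adjusted over the list alone in limma. At an unadjusted p below 0.05, 1 was lower in MZ*sox19b*, 1 higher in MZ*spg* and 1 lower in the double mutant. *hsp90b1*, a chaperone gene, was lower in MZ*sox19b* when the experimental day was a block (-0.58, adjusted p = 0.019) and with the further libraries added (-0.55, adjusted p = 0.0042), and higher in MZ*spg* with libraries scaled to the same total (0.71, adjusted p = 0.021) and with the further libraries added (0.45, adjusted p = 0.019). *her11* was higher in MZ*sox19b* with the further libraries added (0.80, adjusted p = 0.048) and with one fit per time point (0.85, adjusted p = 0.0075), and *mxtx2* lower in MZ*spg* with one fit per time point (-1.14, adjusted p = 0.014) and with a pseudocount of 10 (-1.08, adjusted p = 0.043). The further libraries are close to copies of replicate 1 (median r 0.996), so p with them added as replicates is too small. At 6 hpf, 3 of the 3 genes named in groups J and K were higher in MZ*sox19b* in limma, with a median log2 fold change of 1.83 (adjusted p = 4.4e-06 in fry). In MZ*spg*, 1 was higher and 1 lower at that time. The study chose these genes on the same libraries, so their direction is not independent evidence.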

We scored zygotic transcripts which were upregulated in the mutants (Dataset S2), and divided them into three non-overlapping groups by the strongest upregulation in one of the genotypes (I-K, Fig. 4a). Transcripts upregulated in MZ*sox19bspg* (Group I) were enriched in developmental and regulatory ontologies (Fig. 4b) and included two categories: transcription factors such as *pax8, dlx5a, nkx6.3*, and eight T-box factors (*tbx1, tbx2b*, *tbx3a, tbx6*, *tbx16l, tbx18, tbx20, tbxtb*) that are involved in tissue differentiation and were normally expressed in the wild type starting later than 6 hpf^44^, and dorsal genes like *nog1, noto*, and *hhex*, which were expressed in the wild type at lower levels. 

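Genes of later tissue differentiation were higher in the double mutant at 4.5 hpf. Of 14 measured genes that the paper names in group I, 9 were higher in the double mutant, 6 in MZ*sox19b* and 4 in MZ*spg*, and 0 were lower in limma (9, 7 and 4 higher when adjusted over the list alone). At an unadjusted p below 0.05, 1 was lower in MZ*sox19b* and 1 in MZ*spg*. At 6 hpf, 4 were higher and 4 lower in MZ*sox19b* (median log2 fold change -0.06), and 2 higher and 0 lower in MZ*spg*. The study chose them on these libraries, so this is not independent evidence of their direction. At 4.5 hpf *nkx6.3*, a homeobox gene, was listed at 0 in all 4 WT libraries. It was at 32 ± 14.1 normalized reads in the double mutant, 9 ± 2.83 in MZ*sox19b* and 1.5 ± 0.707 in MZ*spg* (SD, n = 2 each). *dlx5a*, a homeobox gene of ectoderm and skeleton, was at 12.5 ± 1.29 (SD, n = 4) in WT and 65 ± 4.24 (SD, n = 2) in the double mutant (2.29, standard error 0.55, adjusted p = 0.0026). *tbx18* rose in the double mutant (5.59, standard error 0.82, adjusted p = 7.1e-07) and in MZ*spg* (5.53, adjusted p = 6.1e-07), and *tbx3a* in the double mutant (3.54, adjusted p = 8.5e-06) and in MZ*spg* (2.02, adjusted p = 0.0079). *tbx6* rose in all 3 mutants (2.69 with adjusted p = 3.8e-04, 1.76 with adjusted p = 0.017 and 3.34 with adjusted p = 1.2e-05), *tbx1* in MZ*sox19b* (2.15, adjusted p = 0.025) and the double mutant (3.16, adjusted p = 0.0015), and *tbx2b* in the double mutant (2.02, adjusted p = 0.0075). *tbx20* passed in MZ*sox19b* (1.75, adjusted p = 0.031) and had a log2 fold change of 1.27 (adjusted p = 0.20) in the double mutant. *pax8*, *tbx16l* and *tbxtb* did not pass in any mutant, with log2 fold changes of 0.52, 0.66 and 0.50 in the double mutant. Of the dorsal genes, *nog1* was at 339 ± 24.1 (SD, n = 4) in WT, 1885 ± 528 (SD, n = 2) in the double mutant (2.45, standard error 0.43, adjusted p = 2.9e-05) and 912 ± 91.2 (SD, n = 2) in MZ*sox19b* (1.42, adjusted p = 0.013). Most T-box genes named were near the lowest values at this time, such as *tbx2b* at 5.25 ± 1.5 (SD, n = 4) and *tbx1* at 0.75 ± 0.957 (SD, n = 4) in WT. Without MZ*sox19b* replicate 1 or 2 the genes higher in MZ*sox19b* numbered 2, and without MZ*spg* replicate 1 or 2 those higher in MZ*spg* numbered 2. With adjusted p in parentheses, the call ended for *dlx5a* in MZ*sox19bspg* without MZ*sox19bspg* replicate 1 (0.059) and for *nkx6.3* in MZ*spg* with one fit per time point (0.10), with a pseudocount of 10 (0.37) and without MZ*spg* replicate 2 (0.17). For *tbx1* in MZ*sox19b* with no filter on low values (0.053), with the time curve as a random effect (0.065), without MZ*sox19b* replicate 1 (0.093) or 2 (0.12) and without WT replicate 1 (0.062) or 4 (0.089) and for *tbx2b* in MZ*sox19bspg* without MZ*sox19bspg* replicate 1 (0.15), the call ended. For *tbx3a* in MZ*spg* without MZ*spg* replicate 1 (0.14) and for *tbx6* in MZ*spg* without MZ*spg* replicate 1 (0.081) or 2 (0.17) and without WT replicate 4 (0.069), the call ended. For *tbx18* in MZ*sox19b* with a pseudocount of 10 (0.088) and without MZ*sox19b* replicate 1 (0.11) or 2 (0.11) and for *tbx20* in MZ*sox19b* with no filter on low values (0.065), without MZ*sox19b* replicate 1 (0.27) or 2 (0.066) and without WT replicate 1 (0.052), 2 (0.068) or 4 (0.11), the call ended. For *nog1* in MZ*sox19b* without MZ*sox19b* replicate 1 (0.055) or 2 (0.065), the call ended.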

In MZ*spg* and in MZ*sox19bspg*, but not in MZ*sox19b*, selected transcripts were upregulated starting from the major ZGA onset (Fig. 4c).

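In the mutant that defines each, groups I and J first lay apart from WT at 4 hpf and group K at 5 hpf, and a difference in timing between groups was not tested. Group I, with *nog1* and *tbx6* among its 331 transcripts, differed from WT in the double mutant by a mean of 0.20 on the log2 scale at 3.5 hpf (exact two-sided permutation test over curves, p = 0.333), 0.74 at 4 hpf and 0.97 at 4.5 hpf (p = 0.0667 each, the smallest that 2 curves against 4 allow). Group J, defined by MZ*spg*, differed from WT in MZ*spg* by -0.0031 at 3.5 hpf (exact p = 1), 0.25 at 4 hpf, 0.55 at 4.5 hpf and 1.00 at 5 hpf (p = 0.0667 each). Group K, with *mxtx2* and *her11*, differed from WT in MZ*sox19b* by 0.02 at 3.5 hpf (exact p = 0.80), 0.15 at 4 hpf (p = 0.467), 0.31 at 4.5 hpf (p = 0.20) and 0.80 at 5 hpf (p = 0.0667). In the other mutants, group I was at -0.26 in MZ*sox19b* and -0.13 in MZ*spg* at 3.5 hpf, below WT, and at 0.05 and 0.22 at 4.5 hpf (exact p = 0.80 and 0.20). Group J was lower than WT in MZ*sox19b*, by -0.47 at 4.5 hpf (exact p = 0.0667), and at -0.07 in the double mutant (exact p = 0.667). The groups were chosen by upregulation in these curves, so the departure of the mutant that defines each is not independent evidence.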

**Fig. 4:**
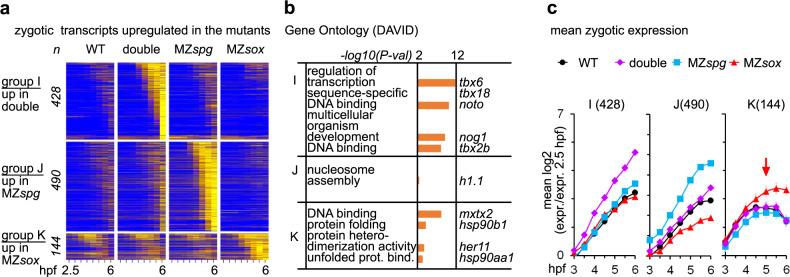
Simultaneous loss of Pou5f3 and Sox19b leads to increase in dorsal gene expression and premature activation of differentiation factors. **a** Heatmap for 1062 zygotic transcripts, upregulated in the mutants compared to the wild type. The upregulated transcripts were grouped as indicated in the left (groups I, J, K), and sorted by ascending switch time and switch *p*-value in the respective mutant. **b** The groups I, J, K were tested for enrichment in Gene Ontology terms using DAVID. Top four categories per group/example genes are shown. Note that the group I upregulated in MZ*sox19bspg* is enriched for the regulators of transcription and for developmental genes. **c** Mean zygotic transcription profiles for the groups which are upregulated in the mutants compared to the wild type (I, J, K), relative to 2.5 hpf. Note the early upregulation of the transcripts over the WT in MZ*sox19bspg* (group I) and MZ*spg* (group J), but not in MZ*sox19b* (K), where the transcripts are mostly upregulated at 5 hpf (red arrow). MZ*sox* = MZ*sox19b*. *n*(wt) = 4, *n*(MZ*spg*) = 2, *n*(MZ*sox19b*) = 2, *n*(double) = 2, where *n* is a number biologically independent experiments. Data are presented as mean values ± SEM. Source data for **a**, **c** are provided as a Source Data file. Source data for **a**, **b** are provided as Dataset S2.

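A list of regulators of differentiation and organ formation, most of them transcription factor genes that act after gastrulation, was compared with WT at 4.5 hpf. Of 26 measured members, 12 were higher and 2 lower in the double mutant, 8 higher and 2 lower in MZ*sox19b*, and 6 higher and 3 lower in MZ*spg* (12 and 2, 10 and 3, and 6 and 3 when adjusted over the list alone). Some of the members are genes that the paper names from these libraries. *tbx5a*, the T-box gene of heart and fin, rose in the double mutant from 20.5 ± 7.85 (SD, n = 4) normalized reads in WT to 386 ± 72.1 (SD, n = 2), a log2 fold change of 4.22 (standard error 0.60, adjusted p = 3.3e-07). In MZ*sox19b* it was 1.38 (adjusted p = 0.078) and in MZ*spg* 0.04 (adjusted p = 0.97). *irx1b*, a homeobox gene of neural patterning, rose in all 3 mutants (2.30 with adjusted p = 4.4e-04, 1.46 with adjusted p = 0.021 and 2.49 with adjusted p = 1.5e-04), and *foxc1a*, a forkhead gene of paraxial mesoderm, in MZ*sox19b* (1.73, adjusted p = 0.032) and the double mutant (3.06, adjusted p = 2.3e-04). *lmo2*, a gene of blood and vessel formation, rose in the double mutant (2.53, adjusted p = 0.0038). Members that fell in the double mutant were *zic3* (-3.86, adjusted p = 6.2e-07) and *foxd3* (-3.49, adjusted p = 8.0e-06), which are expressed in the blastula ectoderm and neural crest. *irx1b*, *foxc1a*, *lmo2* and *foxd3* were picked after their values were seen. In the fry test of limma the list went up in the double mutant (adjusted p = 4.0e-07) and in MZ*sox19b* (adjusted p = 0.017), with adjusted p = 0.66 in MZ*spg*. At 6 hpf it went down in MZ*sox19b* (adjusted p = 0.0013), with 12 of 26 members lower, 4 higher and a median log2 fold change of -1.23, and was up in the double mutant (adjusted p = 1.7e-07), a test of 1 library with its spread taken from the other groups. Without MZ*sox19b* replicate 1 or 2, the members higher there numbered 4 and 3, and without MZ*spg* replicate 1 or 2 or WT replicate 4, those higher in MZ*spg* numbered 2, 2 and 3. The call ended, with adjusted p in parentheses, for *irx1b* in MZ*spg* with the time curve as a random effect (0.061), without MZ*spg* replicate 1 (0.17) or 2 (0.093) and without WT replicate 2 (0.070) or 4 (0.084) and for *foxc1a* in MZ*sox19b* with no filter on low values (0.065), without MZ*sox19b* replicate 1 (0.054) or 2 (0.095) and without WT replicate 2 (0.080) or 3 (0.077). For *lmo2* in MZ*sox19bspg* without MZ*sox19bspg* replicate 2 (0.062), the call ended.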

In sum, we show that Pou5f3 and Sox19b together prevent the premature expression of late differentiation genes. Together with early bias in the dorsal to ventral transcription, this effect contributes to the change of zygotic gene expression repertoire in the double mutants.

### Changes in chromatin accessibility underlie the changes in zygotic expression repertoire in the double MZ*sox19bspg* mutant

In order to connect the effects of Pou5f3 and Sox19b on transcription with their effects on chromatin, we mapped chromatin accessibility in all genotypes using ATAC-seq^59,60^ at 3.7 and 4.3 hpf. Zygotic expression of redundant SoxB1 family members Sox3, Sox19a and Sox2 at these stages is still low (Fig. S3a), which enabled us to study the effects of maternal Sox19b on chromatin accessibility. Biological replicates for each genotype clustered together, demonstrating the high quality of our data (Fig. S6a). We selected 102 945 regions which were accessible in the wild type in both time points (ARs, Dataset S3). We split ARs to three groups, “down”, “unchanged” and “up”, according to the accessibility changes in the double mutant versus wild type (Fig. 5a, Fig. S6b, Fig. 5d for examples). Genes neighboring “down” and “up” ARs associated with different expression categories: “down” ARs with patterned gene expression in gastrula and early segmentation stages (“portion of tissue”), “up” ARs with genes expressed in specified organs and cells during organogenesis (Fig. 5b). We inquired if the changes of chromatin accessibility were linked to zygotic transcription. We found that down- and upregulated AR groups were enriched in the putative regulatory regions of zygotic transcripts, down- and upregulated in MZ*sox19bspg*, respectively (Fig. 5c). Remarkably, seven out of eight T-box factors transcriptionally upregulated in MZ*sox19bspg* were associated with “up” ARs and contributed to the enriched “Interpro” category “T-box” (Fig. 5b). These results indicated that Pou5f3 and Sox19b-dependent changes in chromatin accessibility underlie the changes in zygotic gene expression repertoire.

**Fig. 5:**
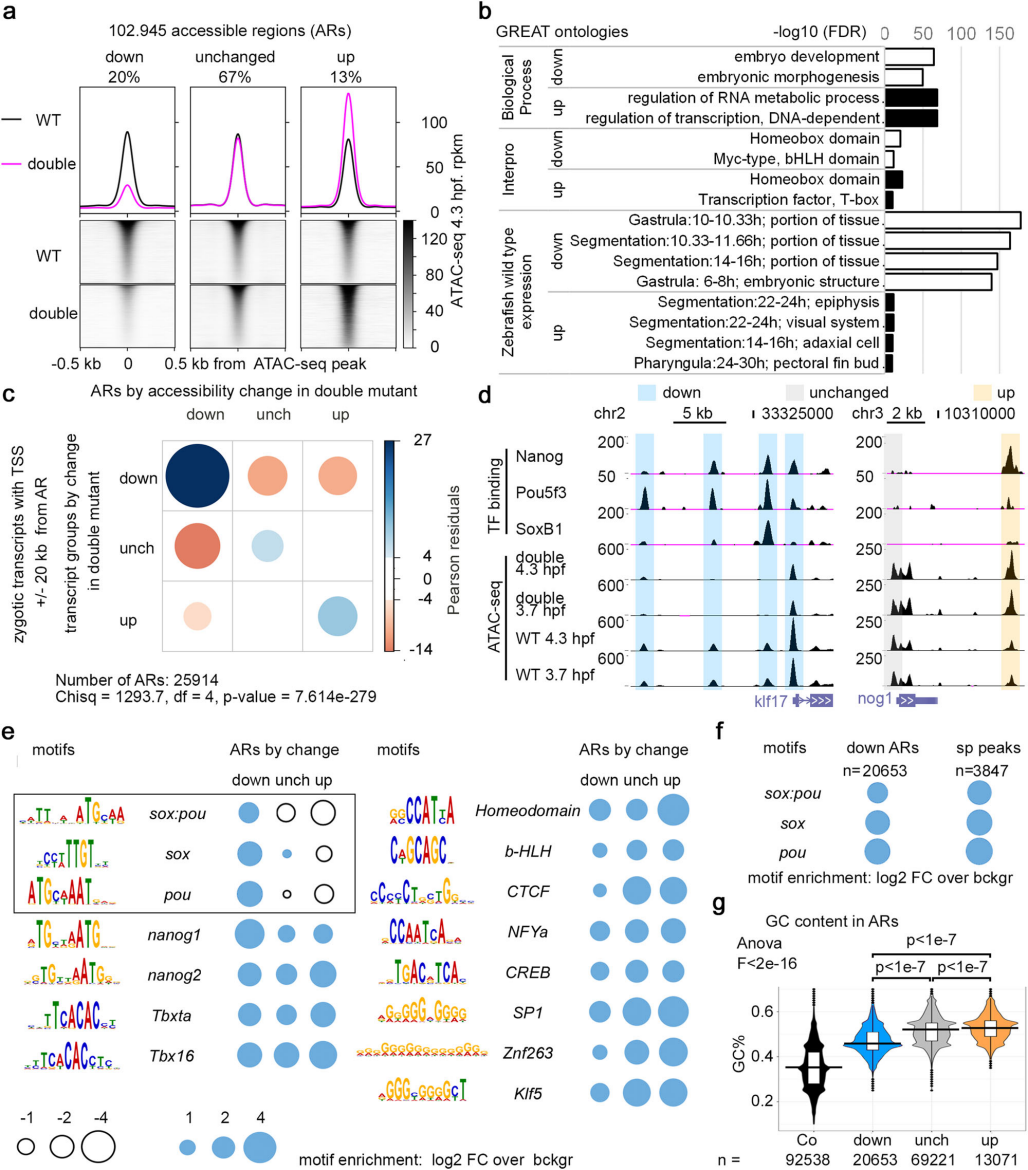
Changes in chromatin accessibility on the cis-regulatory regions underlie expression changes in the double mutants. **a** Three groups of accessible regions (ARs), where chromatin accessibility was reduced (“down”), unchanged, or increased (“up”) in MZ*sox19bspg* double mutants relatively to the wild type. Regions were sorted by descending ATAC-seq peak score. **b** GREAT^91^ enrichment in Gene Ontology terms for “down” and “up” regions shown in a. Top two categories are shown in “Biological Process” and “Interpro”, four top categories in “Zebrafish wild-type expression”. **c** “down”, “unchanged” and “up” ARs are enriched around Transcription Start Sites (TSS) of zygotic genes, down, unchanged, and upregulated in MZ*sox19bspg* double mutant, respectively. Chi-square test, *p*-value is two-tailed. **d** Pou5f3, SoxB1, and Nanog binding on the cis-regulatory regions of *klf17* and *nog1* genes, down- or upregulated in MZ*sox19bspg* respectively. UCSC genomic browser view, TF binding and ATAC-seq signal—normalized reads. Note that all three TFs bind to the “down” cis-regulatory regions of *klf17*, but only Nanog to the “up” cis-regulatory region of *nog1*. **e** Enrichment for TF-binding motifs on “down”, “unchanged” and “up” ARs, relative to genomic background. Cognate motifs for Pou5f3 and Sox19b are enriched in “down” and underrepresented in “up” group (black frame). **f** Enrichment for *sox:pou*, *sox* and *pou* motifs on all “down” regions (ARs down) is close to that on the regions directly bound by Pou5f3 and SoxB1 (sp peaks). **g** GC nucleotide content of “down” ARs is higher than control genomic regions but lower than in unchanged and “up” ARs. To obtain control regions, genomic coordinates of ARs were shifted 1 kb downstream. Numbers of ARs (*n*) are indicated below the graphs. The lower border, middle line, and upper border of the white box plots correspond to 0.25, 0.5 (median), and 0.75 quantile, respectively. 1-way ANOVA, *p*-values in Tukey–Kramer test. Source data for **a**, **b**, and **d**–**g** are provided as a Dataset S3. Source data for **e**, **f** are provided as Dataset S4. Source data for **c** are provided as Dataset S5.

### Pou5f3 and Sox19b directly promote and indirectly repress chromatin accessibility on the gene regulatory regions with different GC content

To distinguish between direct and indirect effects of Sox19b and Pou5f3 on chromatin accessibility, we investigated, if “down” and “up” ARs contain consensus binding motifs for Pou5f3, Sox19b, or other TFs. SoxB1 and Pou protein families can recognize *sox* or *pou* motifs, respectively, or bipartite *sox:pou* motifs, which they are thought to bind together^61^. We calculated enrichment over genomic background for *sox:pou*, *sox*, *pou*, and 12 other TF-binding motifs (Methods, Dataset S4). *Sox:pou*, *sox* and *pou* motifs were overrepresented on “down” ARs (black frame in Fig. 5e, Fig. S6c), almost to the level found in the regions, where the binding of both Pou5f3 and SoxB1 was documented by ChIP-seq^10^ (sp peaks, Fig. 5f). This implied that Pou5f3 or Sox19b directly bind most of the “down” ARs. In contrast, in “up” ARs *sox:pou*, *sox*, and *pou* motifs, but not the other motifs, were underrepresented (Fig. 5e). Hence, Pou5f3 and Sox19b direct sequence-specific binding to gene regulatory regions promoted chromatin accessibility, while their repressive effects on chromatin accessibility were indirect. To corroborate this conclusion, we calculated the overlaps between ARs with the regions bound by Pou5f3 and SoxB1^10^, and also with the regions bound by third zygotic activator Nanog^62^. Pou5f3 or SoxB1 bound “down” ARs four times more often than “up” ARs (Fig. S6d), while Nanog bound both groups similarly (Fig. S6e, examples on Fig. 5d)

We have previously shown^16^ that pluripotency factors bind to the regions with elevated nucleosome occupancy, in vitro nucleosome prediction and GC content (High Nucleosome Affinity Regions, or HNARs). We asked if these parameters differed between AR groups. In all ARs, real and predicted nucleosome occupancy and GC content were significantly higher than in genomic control (Fig. 5g, Fig. S6f–i). In addition, GC content (Fig. 5g) and in vitro predicted nucleosome occupancy (Fig. S6h, i) were lower in “down” ARs compared to “unchanged” and “up” ARs.

In sum, we found that sequence-specific binding of Pou5f3 and Sox19b to their motifs in the gene regulatory regions promoted chromatin accessibility. In the gene regulatory regions with high GC, content accessibility was indirectly repressed by Pou5f3 and Sox19b.

### Sox19b and Pou5f3 act as independent pioneer factors

We next addressed the question of how Pou5f3 and Sox19b binding promotes chromatin accessibility in vivo*:* if they cooperate, act additively or independently. We analyzed ATAC-seq signals on ARs overlapping with Pou5f3 or SoxB1 ChIP-seq peaks (Fig. S7a). We also performed MNase-seq on 4.3-hpf MZ*sox19b* mutants, and used MZ*spg*, wild-type^16^, and MZ*sox19b* nucleosome maps as supporting datasets. As expected from previous studies^13,16^, the changes in chromatin accessibility and nucleosome occupancy were stronger on ARs bound by both factors, than by one (Fig. S7b–e). We used the regions bound by both factors (sp peaks, Fig. 6a–c) for further analysis. To address how chromatin accessibility depended on sequence-specific binding of the TFs, we made pairwise comparisons of the accessibility changes on the peaks with and without *sox:pou*, *pou* or *sox* motifs (Fig. 6d–f). Note that accessibility was reduced on *sox* motifs in MZ*sox19b*, on *pou* motifs in MZ*spg*, and on *sox:pou* motifs in both single mutants (Fig. 6e). Nucleosome occupancy on the same regions increased accordingly (Fig. S7f). Hence, we have shown by two independent methods that Pou5f3 and Sox19b displaced nucleosomes from their cognate motifs. To address if Pou5f3 and Sox19b act additively or redundantly on these motifs, we compared the changes in the double to the single mutants (Fig. 6f). Note that chromatin accessibility on *sox:pou* and *pou* motifs in the double mutant and MZ*spg* was similarly reduced (blue frame in Fig. 6f). Hence, Pou5f3 sequence-specific binding was the only responsible for the gain of chromatin accessibility on *sox:pou* and *pou* motifs. Sox19b binding to *sox:pou* motifs at the absence of Pou5f3 either did not occur or was not sufficient to gain accessibility. Accessibility on *sox* motifs was further reduced in the double mutant compared to MZ*sox19b* (red frame in Fig. 6f), suggesting additive or redundant effects of Pou5f3 on *sox* motifs. As shown in Fig. S7g–i, these effects were due to the presence of *sox:pou* or *pou* in addition to *sox* motifs in the same regions.

**Fig. 6:**
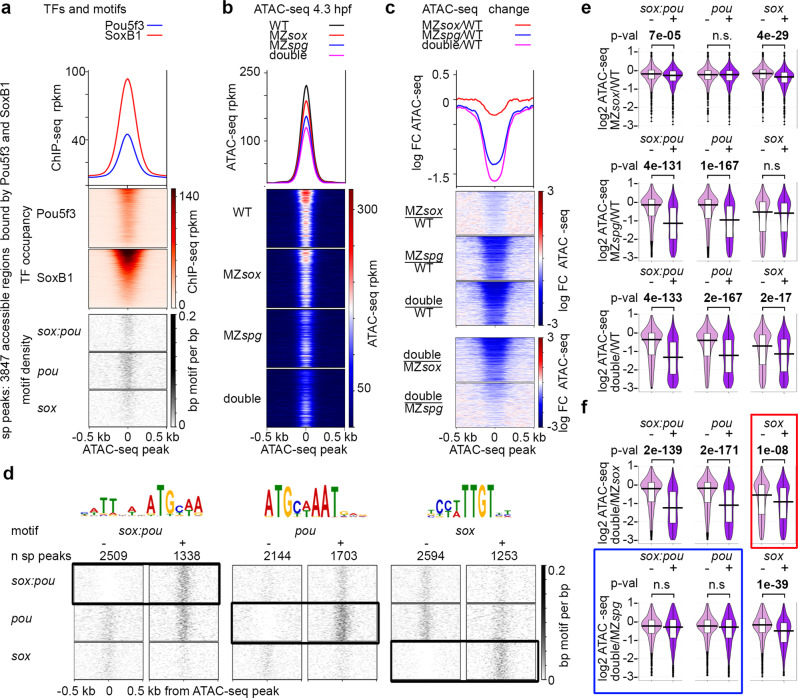
Pou5f3 and Sox19b regulate chromatin accessibility on different motifs. **a**–**c** 3847 accessible regions bound by both Pou5f3 and SoxB1 (sp peaks) were used for analysis. For the heatmaps, the regions were sorted by descending SoxB1 Chip-seq signal. **a** Heatmaps show TF occupancy and motif density on sp peaks. **b** Chromatin accessibility on sp peaks is reduced in the single and double mutants at 4.3 hpf. **c** Chromatin accessibility change. Three top heatmaps: mutant to wild-type change. Two bottom heatmaps: double to single mutant change. Note the strongest chromatin accessibility reduction in the double mutant and the weakest in MZ*sox19b*. **d** Chromatin accessibility changes at 4.3 hpf were compared between sp peaks without (−) or with (+) motifs indicated above (**e**, **f**). Scale-motif density. **e** Mutants to wild-type change. Sox19b binding to *sox* motifs and Pou5f3 binding to *pou* motifs promotes chromatin accessibility. On *sox:pou* motifs, binding of any factor has a significant effect, but Sox19b effects are weaker. **f** Double to single mutant change. Blue frame: on *sox:pou* and *pou* motifs, chromatin accessibility is similarly reduced in the double MZ*sox19bspg* mutant compared to MZ*spg*. Hence, the gain of chromatin accessibility on *sox:pou* and *pou* motifs results from Pou5f3 binding. On some of *sox:pou* motifs Sox19b may act by facilitating or stabilizing Pou5f3 binding. Red frame: on *sox* motifs, chromatin accessibility is stronger reduced in MZ*sox19bspg* compared to MZ*sox19b*, suggesting additive or redundant effects of Pou5f3. As shown at Fig. S7g, this effect is due to the sp peaks where both types of motifs (*sox* and *sox:pou* or *sox* and *pou*) are present. Hence, Pou5f3 and Sox19b may promote chromatin accessibility additively or redundantly when they bind to different motifs within the same AR. MZ*sox* = MZ*sox19b*. At **e**, **f**: The lower border, middle line and upper border of the white box plots correspond to 0.25, 0.5 (median), and 0.75 quantile, respectively. *n*(wt) = 3, *n*(MZ*spg*) = 3, *n*(MZ*sox19b*) = 3, *n*(double) = 4, where *n* is a number biologically independent ATAC-seq experiments. *P*-values in two-tailed Student’s *t*-test. Source data for **b**, **c**, **e**, and **f** are provided as a Dataset S3. Source data for **a**, **d** are provided as Dataset S4.

In sum, we concluded that Sox19b and Pou5f3 are both involved in establishment of chromatin accessibility and act as independent pioneer factors. Sox19b promoted accessibility on *sox* motifs. Sox19b binding to *sox:pou* motifs was not sufficient to gain accessibility, but it could i.e. stabilize Pou5f3 binding to some of them. Pou5f3 promoted accessibility on *pou* and *sox:pou* motifs. Two factors could act additively or redundantly if their cognate motifs were present within one accessible region.

### Pou5f3-dependent, codependent and redundant direct cis-regulatory elements activate early zygotic genes

Once we established that Pou5f3 and Sox19b act independently, we asked, how many of the putative direct cis-regulatory elements (“down” ARs, Fig. 5a) are regulated by binding of each factor. We split 20653 “down” ARs into four groups considering reduction of chromatin accessibility in the single mutants (Fig. 7a, b). The groups were: (1) Codependent elements, where both TFs were necessary for chromatin accessibility (9.5% of all “down” elements), (2) Pou5f3-dependent elements, where only Pou5f3 was necessary (56%), (3) Sox19b-dependent elements, where only Sox19b was necessary (6%), (4) redundant elements, where either Pou5f3 or Sox19b was necessary (28,5%). To approximate the sequence-specific binding of each factor in each group, we compared their enrichment for *sox:pou*, *sox* and *pou* motifs to sp peaks (bound by both factors). We assumed that most regions of group 1 and 2 were bound by both factors, group 3 only by Sox19b, group 4 by Sox19b and to less extent by Pou5f3 (Fig. 7c). We next inquired if the changes of accessibility on the groups 1–4 were linked to the changes in zygotic transcription in the double mutant. Note that the AR groups 1, 2, and 4 but not group 3 were enriched in the putative regulatory regions of zygotic transcripts, downregulated in the double mutant (Fig. 7d).

**Fig. 7:**
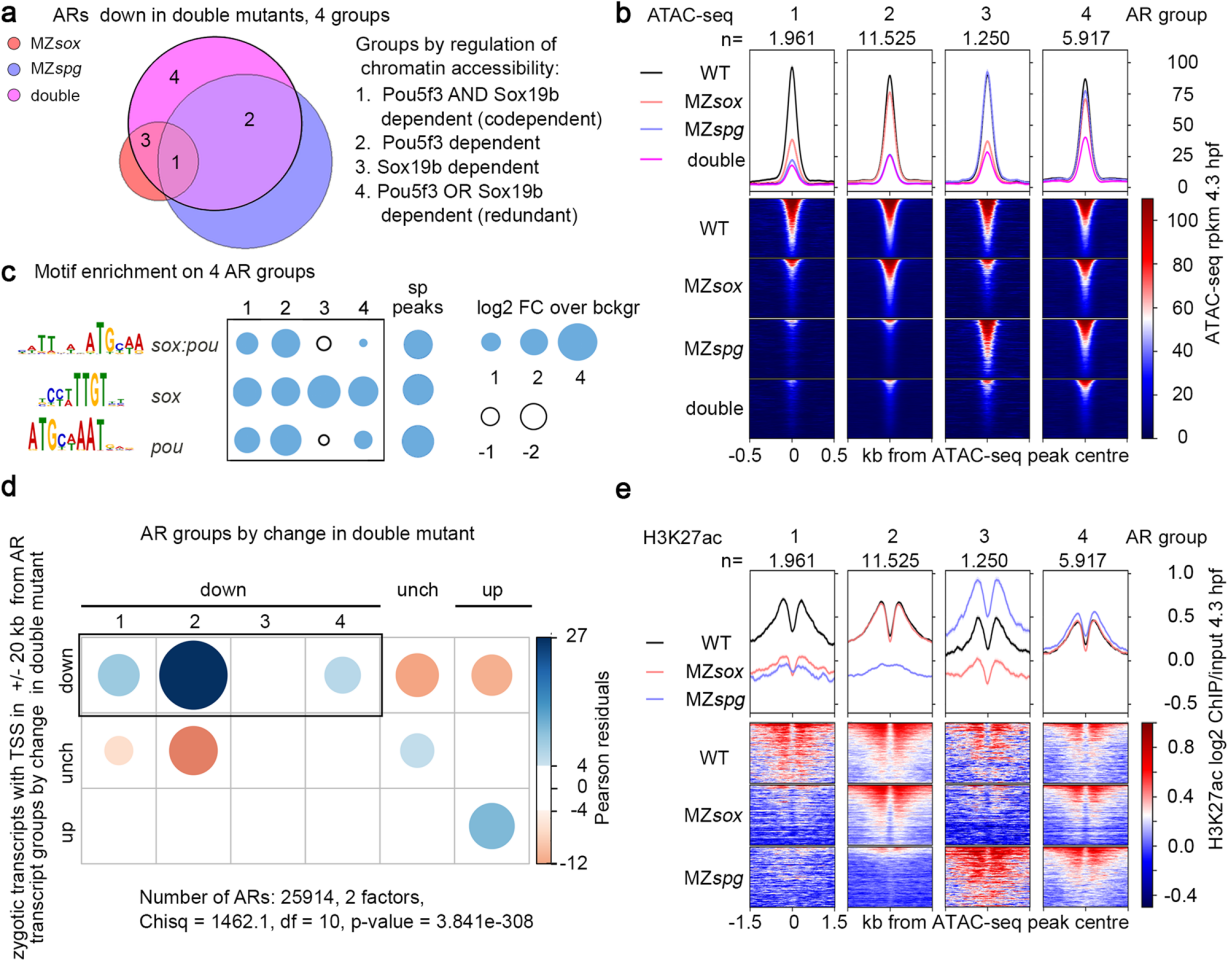
Codependent, Pou5f3-dependent, and redundant cis-regulatory elements regulate the major ZGA wave. **a** Venn diagram: 20653 “down” ARs (regions where chromatin accessibility was reduced in the double mutant) were subdivided to groups 1–4 by reduction of chromatin accessibility in the single mutants. **b** ATAC-seq signals on AR groups 1–4 in the wild type, single and double mutants. ARs were sorted by descending ATAC-seq peak score. **c** Enrichment for *sox:pou*, *sox* and *pou* motifs in AR groups 1–4 compared to the regions bound by Pou5f3 and SoxB1 (sp peaks). **d** Chi-squared test. Codependent(1), Pou5f3-dependent (2), and redundant (4) ARs, but not Sox19b-dependent ARs, are enriched around Transcription Start Sites (TSS) of zygotic genes, downregulated in MZ*sox19bspg* double mutant. *P*-value is two-tailed. **e** H3K27ac on 4 AR groups depends on the same TFs as accessibility (compare with ATAC-seq in **b**). (1) codependent ARs: Pou5f3 and Sox19b are required for H3K27ac, (2) Pou5f3-dependent ARs: Pou5f3 is required for H3K27ac, (3) Sox19b-dependent ARs: Sox19b is required for H3K27ac, (4) redundant ARs: any factor is sufficient for H3K27ac, no reduction in the single mutants. ARs were sorted by descending ATAC-seq peak score. MZ*sox* = MZ*sox19b*, double = MZ*sox19bspg*, *n* number of regions in each group. Source data for **a**–**c**, and **e** are provided as a Dataset S3. Source data for **c** are provided as Dataset S4. Source data for d are provided as Dataset S5.

To understand why some zygotic transcripts changed in the single mutants only (transcript groups B, C, E in Fig. 3b), we also analyzed the ARs on which chromatin accessibility was changed in the single but remained unchanged in the double mutants (“compensated” ARs, Fig. S8a). We found that most of the compensatory changes were indirect (*i.e*. “compensated” ARs were not specifically bound by both TFs, Fig. S8b–e). Compensated ARs were significantly associated with the zygotic transcriptional changes in MZ*spg* only (Fig. S8f), but not in MZ*sox19b* only (Fig. S8g). Thus, general transcriptional delay in MZ*sox19b* was not related to the changes in chromatin accessibility. In contrast, indirect antagonistic effects of Sox19b and Pou5f3 on the chromatin accessibility could explain why some transcripts (groups B and E, Fig. 3b) were changed only in MZ*spg*, but not in double mutants.

In sum, we delineated four direct types of cis-regulatory elements. Three of them, Pou5f3-dependent, codependent and redundant elements, were involved in the activation of early zygotic genes.

### Pou5f3 and Sox19b regulate enhancer activity

In parallel with the increase of chromatin accessibility during ZGA, zebrafish genome acquires the H3K27ac histone mark on active enhancers of the earliest expressed genes^6,63^. To test if Pou5f3 and Sox19b regulate enhancer activity, we profiled H3K27ac by ChIP-seq in the wild type, MZ*spg* and MZ*sox19b* 4.3 hpf embryos (Fig. S9a, b) and compared H3K27ac changes around differentially regulated ARs in the single mutants and wild type. We found that H3K27ac changed in parallel to chromatin accessibility (Fig. S9c, d). Note that on the four types of direct cis-regulatory elements, the same transcription factor which was essential for chromatin accessibility was also essential for enhancer activation (Fig. 7e, compare with Fig. 7b). Interestingly, on the Sox19b-dependent group of ARs, H3K27ac was strongly increased in MZ*spg* (Fig. 7e, group 3). This indicated that Sox19b-dependent enhancers were indirectly silenced by Pou5f3.

To estimate the contribution of enhancers and promoters to our list of putative cis-regulatory elements (ARs), we used H3K27ac, genome annotations, and H3K4me3 promoter mark^64^ which we also profiled by ChIP-seq in the single mutants and the wild type (Methods, Dataset S3). According to our estimations, 33% of all ARs, 16% of promoters, and 48% of enhancers were regulated by Pou5f3 or Sox19b, directly or not (Fig. 8a). Figure 8b shows the examples of five regulated enhancer types. GC content of enhancers directly activated by Pou5f3 and/or Sox19b was lower than of the others (Fig. S9e). Different types of enhancers were associated with distinct gene expression ontologies: Sox19b-dependent and indirectly repressed enhancers associated with genes expressed after gastrulation, in the nervous system, and in the derivatives of dorso-lateral mesoderm, respectively (Fig. S9f).

**Fig. 8:**
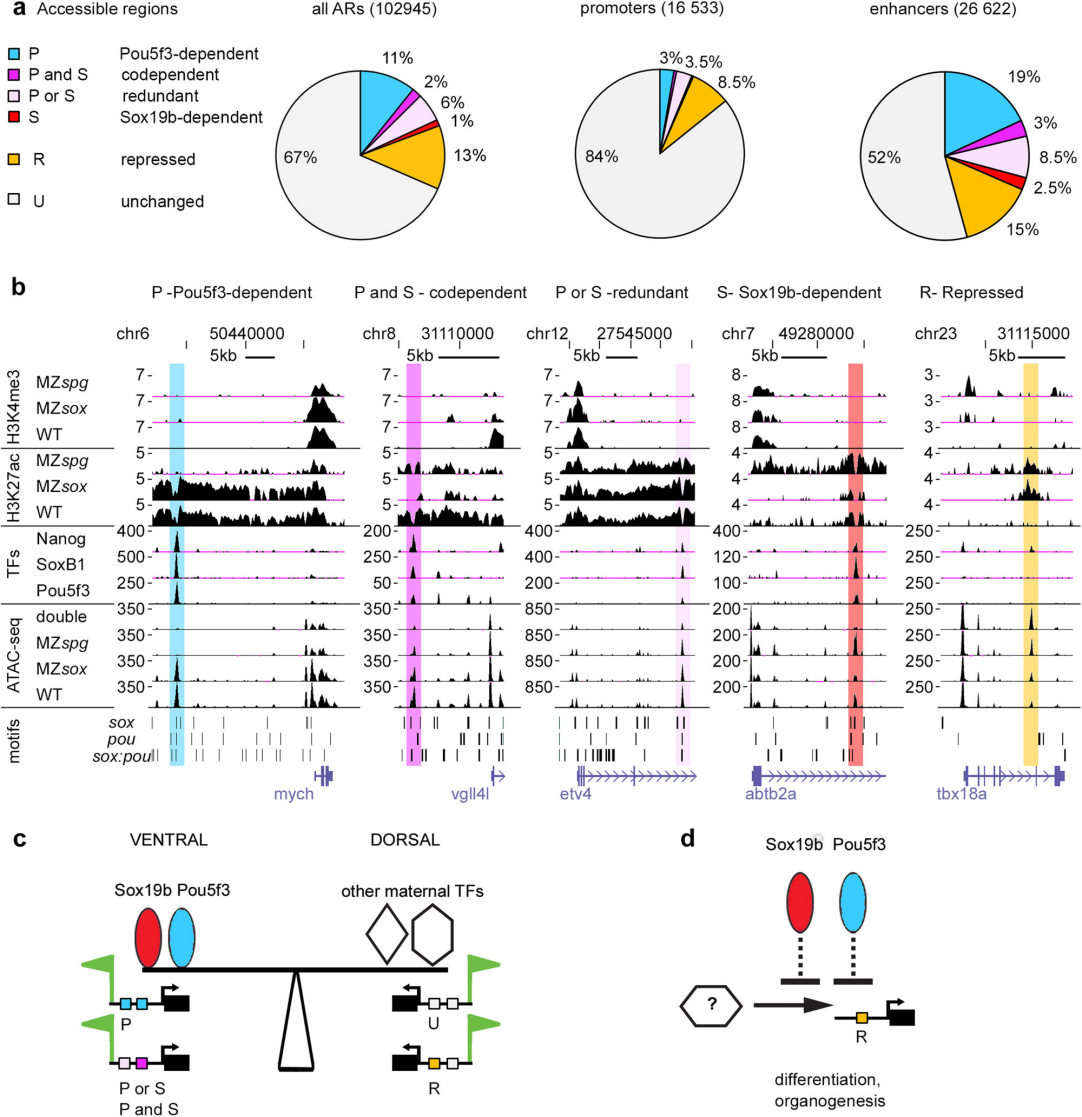
Pou5f3 and Sox19b regulate enhancer activity. **a** Pou5f3 and Sox19b regulate chromatin accessibility on more enhancers than promoters. Six types of cis-regulatory elements include four types downregulated in the double mutants (Pou5f3-dependent, codependent, redundant, and Sox19b-dependent), one type upregulated in the double mutant (repressed), and unchanged in the double mutant. Percentages of these types for all ARs, promoters, and enhancers are shown **b** Examples of enhancer types where chromatin accessibility is directly regulated by Pou5f3 or Sox19b, as indicated (*mych, vgll4l*, *etv4*, *abtb2a*) and indirectly repressed enhancer (*tbx18a*). UCSC genomic browser view, H3K27ac and H3K4me3 are shown as log2 ChIP/input ratio, ATAC-seq and TF binding as normalized reads, motif occurrence as bars. Note the parallel changes in H3K27ac and chromatin accessibility (for MZ*spg* and MZ*sox19b)*. MZ*sox* = MZ*sox19b*, double = MZ*sox19bspg*. Source data for **a**, **b** are provided as a Dataset S3. **c** The model of dorso-ventral balance at ZGA: Pou5f3 and Sox19b prime ventral and ectodermal genes for activation, activating Pou5f3-dependent, codependent and redundant enhancers (“P”, “P and S”, “P or S”). Dorsal and mesendodermal genes are primed by other maternal TFs via independent enhancers (I) and enhancers indirectly repressed by Pou5f3 and Sox19b (“R”, i.e. *noggin1* enhancer on Fig.5d). **d** Scheme: Pou5f3 and Sox19b indirectly repress premature activation of transcription factors involved in organogenesis and differentiation.

## Discussion

Gene expression starts as a result of a multi-step regulatory program involving a rapid succession of changes in chromatin accessibility, histone modifications, and transcription^65^. In this study, we dissected the contributions of Pou5f3 and Sox19b to chromatin accessibility, transcription, and to the developmental processes shaping the embryo during gastrulation. This yielded three insights.

First, on the mechanistic level, we found that Sox19b and Pou5f3 are both involved in establishment of chromatin accessibility at blastula stages and act mostly independently. Sox19b promotes accessibility on *sox* motifs, Pou5f3 on *pou* and *sox:pou* motifs (Fig. 6d–f). Sox19b and Pou5f3 can act additively or redundantly if their cognate motifs are present nearby (Fig. S7g–i). Out of four different scenarios for the interactions of the mammalian homologs in ES cells, which were outlined in the introduction^23–26^, our results agree with the conclusions of the last study: POU5F1 and SOX2 operate in a largely independent manner even at co-occupied sites^26^.

Second, our results strongly suggest that the establishment of transcriptional competency at the onset of major ZGA is regional. ZGA is mediated by Pou5f3 and Sox19b at the ventral side of the embryo, and independent of Pou5f3 and Sox19b at the dorsal side (summarized at Fig. 8c). This view is supported by several observations. (1) Pou5f3 and Sox19b promote zygotic expression of the regulators of ventral development (zygotic genes downregulated in MZ*sox19bspg*, Fig.3, group A). Pou5f3-dependent, codependent and redundant cis-regulatory elements are enriched around these genes (Fig. 7d). (2) Pou5f3 and Sox19b are dispensable for the zygotic activation of the targets of Eomesodermin/ Nodal and maternal β-catenin pathways which are first expressed on the dorsal side of the embryo (Fig. 3, group B). (3) In the MZ*sox19bspg* mutant, the zygotic transcription ratio of “ventral” group A to “dorsal” group B is reversed (Fig. 3d,e, Fig. S5e), resulting in the dorsalized phenotype (Fig. 2). Dorsal and mesendodermal genes are probably primed for activation by maternal transcription factors Eomesodermin, ß-catenin or Nanog^66–68^. The idea of independent zygotic activation of mesendodermal genes is compatible with recent studies in mice and *Xenopus*. In *Xenopus*, endodermal enhancers are separately primed for zygotic activity by three endodermal maternal TFs^69^. In mice, Eomesodermin and Brachyury are the sole factors responsible for establishing the competence for activation of mesodermal enhancers, and they repress the pluripotency and neuroectodermal programs driven by POU5F1 and SOX2^70^.

Third, we show that Pou5f3 and Sox19b control the order of transcriptional onset for zygotic genes not only by activating early genes but also by indirectly shutting down the genes which elicit later developmental programs. Early studies of Alexander Neyfakh described two distinct periods of zygotic gene function in teleost fish^71,72^. The genes expressed from mid to late blastula (first period) provided the instructions for gastrulation. The genes expressed starting from mid gastrula (second period) provided the instructions for organogenesis. Our results suggest that maternal Pou5f3 and Sox19b ensure the proper time gap between the first and second period in two cases. First, Pou5f3 suppressed activation of Sox19b-dependent enhancers (Fig. 7e, group 3), which were associated with genes expressed in the nervous system during organogenesis (Fig. S9f), but were not associated with early zygotic genes (Fig. 7d, group 3). Second, Pou5f3 and Sox19b indirectly repressed GC-rich regulatory regions of transcription factors involved in differentiation and patterning of tissues after gastrulation (Fig. 5, “up” group, Fig. 8a, b, “repressed” enhancers), and premature expression of these factors (Fig. 4, group I, summarized in Fig. 8d).

One known conserved regulatory mechanism that keeps the late developmental genes from premature expression is DNA methylation of their enhancers. Massive demethylation of enhancers occurs between the end of gastrulation and the second day of zebrafish development^73^. As far as we can judge, indirect repressive effects of Pou5f3 and Sox19b were not related to methylation: we found no correlation between the list of demethylated regions^73^ and differentially accessible regions from our study. Balancing of early and late developmental programs by Pou5f3 and Sox19b directly parallels reprogramming in mouse fibroblasts, where Pou5f1 and Sox2 shut down the somatic gene expression programs and activate early embryonic genes^74^. The mechanism by which this is achieved is currently unclear. Answering this question will require the identification of TFs which activate transcription of the late genes in the absence of Pou5f3 and Sox19b. As the activation may be region-specific, these studies will require a combined single-cell analysis of transcription and enhancer activity.

## Methods

### Experimental model and subject details

Wild-type fish of AB/TL and mutant sox19b^m1434^ strains were raised, maintained, and crossed under standard conditions as described by Westerfield^75^. The progeny of MZ*spg*^m793^ and MZ*sox19b*^m1434^*;spg*^m793^ homozygous lines was rescued to viability by microinjection of Pou5f3 mRNA into 1-cell stage embryos as described previously^27^. Embryos were obtained by natural crossing (4 males and 4 females in 1,7 l breeding tanks, Techniplast) or by in vitro fertilization. In vitro fertilization was used to synchronize the embryos for scoring the duration of pre-ZGA cell cycles (experiment in Fig. S1), natural crosses were used for all other experiments. Wild type and mutant embryos from natural crosses were collected in parallel in 10–15 min intervals and raised in egg water at 28.5 °C until the desired stage. Staging was performed following the Kimmel staging series^31^. Stages of the mutant embryos were indirectly determined by observation of wild-type embryos born at the same time and incubated under identical conditions. All experiments were performed in accordance with German Animal Protection Law (TierSchG) and European Convention on the Protection of Vertebrate Animals Used for Experimental and Other Scientific Purposes (Strasburg, 1986). The generation of double mutants was approved by the Ethics Committee for Animal Research of the Koltzov Institute of Developmental Biology RAS, protocol 26 from 14 February 2019.

### Genomic DNA isolation and PCR for genotyping

Genomic DNA was isolated from individual tail fin biopsies of 3 months old fish or from the pools of 24 h post-fertilization (hpf) embryos. Tail fin biopsies or embryos were lysed in 50 µl lysis buffer (10 mM Tris pH 8, 50 mM KCl, 0.3% Tween 20, 0.3% NP-40, 1 mM EDTA) and incubated at 98 °C for 10 min. After cooling down Proteinase K solution (20 mg/ml, A3830, AppliChem) was added and incubated overnight at 55 °C. The Proteinase K was destroyed by heating up to 98 °C for 10 min. The tail fin biopsies material was diluted 20x with sterile water. 2 µl of was used as a template for PCR. PCR was performed in 25–50 µl volume, using MyTag polymerase (Bioline GmbH, Germany) according to the manufacturer’s instructions, with 30–35 amplification cycles. The primer sequences are listed in the subsequent sections and in the Table S2.

### Generation and maintenance of MZ*sox19b*^m1434^ mutant line

To generate *sox19b* zebrafish mutants, we used the TALEN technique^30^ and targeted the first exon for the mutation. The square brackets indicate the spacer sequence, flanking sequences should bind to TAL1 and TAL2: 5′-GATGGAGCACGAGCT[GAAGACCGCTGGTCCA]CCCCACACCCTCCAGC-3′. For restriction digest the enzyme BbsI was selected with the corresponding restriction site 5′-GAAGAC-3′. After injecting the TALENs (100 ng/µl each) into 1-cell stage wild-type embryos we tested the proper activity of TALENs. We extracted genomic DNA from 20 of 24 hpf old wild-type injected embryos and 20 non-injected embryos for the control, and used it as a template for PCR. We used the following primers for PCR: Sox19b-f1 5′-ATTTGGGGTGCTTTCTTCAGC-3′ and Sox19b-r1 5′-GTTCTCCTGGGCCATCTTCC-3′. This gives a product of 362 bp length, which contains two restriction sites for BbsI. 5 µl of the PCR mix was digested overnight with 5 units of BbsI (New England Biolabs) in 30 µl volume. The digestion of the wild-type PCR product resulted in three bands with sizes of 40 bp, 132 bp, and 190 bp. In the successfully mutated embryos one of the BbsI sites was destroyed, and additional 322 bp band appeared. After successful TALEN injection, we let the fish grow and found through an outcross with wild type two founders out of 19 tested fish. We chose the founder with an 8 bp deletion resulting in a frameshift and a stop codon after 62 amino acids (5′-GATGGAGCACGAGCTGAAGA | CCACCCCACACCCTCCAGC-3′, the line shows the position where the deletion occurred). We incrossed the heterozygous progeny of this founder (*sox19b*^m1434^) and selected homozygous fish by PCR-BbsI restriction digest (322 bp band, but no 190 bp and 132 bp bands should be present). To obtain MZ*sox19b*^m1434^ line, we incrossed the homozygous fish. MZ*sox19b*^m1434^ line has been maintained by incrossing over 6 generations. To confirm that all the fish carry *sox19b*^m1434^, allele, we genotyped tail fin biopsies of 3 months old fish in each generation. In all generations, the fish were viable, fertile, and phenotypically normal, except that the embryos were somewhat smaller than the wild type and exhibited the gastrulation delay. To obtain Maternal mutant progeny (M*sox19b)*, MZ*sox19b* females were crossed to the wild type (AB/TL) males.

### Generation of MZ*sox19bspg* double mutants

We obtained MZ*sox19bspg* mutants in three subsequent crossings. First, MZ*spg* homozygous males were outcrossed with MZ*sox19b* homozygous females. The double heterozygous progeny developed into phenotypically normal and fertile adults. The heterozygous fish were incrossed to obtain the double mutants. To bypass the early requirement for Pou5f3 in the *spg793* homozygous mutants, one-cell stage embryos were microinjected with synthetic Pou5f3 mRNA. The fish were raised to sexual maturity (3 months), genomic DNA from tail fin biopsies was isolated and used for genotyping. We first selected *sox19b* homozygous mutants, by PCR-with Sox19b-f1/Sox19br1 primers followed by restriction digest with BbsI, as described in the previous chapter. To select the double homozygous fish, we used the genomic DNA from *sox19b* homozygous mutants to PCR-amplify the region, flanking the *spg*^m793^ allele. *Spg*^m793^ allele carries an A- > G point mutation in the splice acceptor site of the first intron of Pou5f3 gene, which results in the frameshift starting at the beginning of the second exon, prior to the DNA-binding domain. *Spg*^m793^ is considered to be a null allele^76^. We used the following PCR primers: spg-f1 5′-' GTCGTCTGACTGAACATTTTGC -3′ and spg-r1 5′-' GCAGTGATTCTGAGGAAGAGGT -3′. Sanger sequencing of the PCR products was performed using commercial service (Sigma). The sequencing traces were examined and the fish carrying A to G mutation were selected. To obtain the Maternal-Zygotic (MZ) homozygous mutants, *Zsox19bspg* were incrossed. MZ*sox19bspg* fish have been maintained by incrossing over three generations. Each generation of MZ*sox19bspg* was rescued to viability by microinjection of Pou5f3 mRNA into 1-cell stage embryos. Fish in each generation were genotyped to confirm that they carry *sox19b* homozygous allele. To obtain Maternal (M) mutants, MZ*sox19bspg* females were crossed to the AB/TL males.

### Preparation of synthetic *sox19b* mRNA

Sox19b open reading frame was amplified from zebrafish total cDNA (4.3 hpf), using the PCR primers according to *sox19b* mRNA sequence in UCSC: sox19Bf1 with BamHI: 5′-GGGGGATCCATGGAGCACGAGCTGAAGAC-3′, Sox19bR1 with Xho1: 5′- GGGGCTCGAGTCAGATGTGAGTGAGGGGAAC-3′. The PCR product was cloned in pCRII-TOPO vector using TOPO TA Cloning® Kit (Invitrogen), and further sub-cloned into PCS2 + vector via BamH1/Xho sites. mRNA was in vitro transcribed with mMESSAGE mMACHINE® SP6 Kit (Ambion) according to the user manual. *Sox19b* mRNA was cleaned up with QIAGEN RNeasy® Mini Kit.

### SoxB1 morpholino knockdown

Two translation-blocking morpholinos per each SoxB1 gene (Sox2, Sox3, Sox19a, and Sox19b (see the Table S2 for the sequences)) were as designed and validated by Okuda et al. 2010^28^ and provided by Gene Tools. LLC (Philomath, USA). To reproduce SoxB1 quadruple knockdown phenotype (QKD), 1-cell stage wild-type embryos were microinjected with the mix of eight morpholinos, (0.9 ng each morpholino, 7.2 ng per embryo total, as in^28^). Standard Morpholino control (Gene Tools) injection at 7.2 ng per embryo was used as a control. To generate the triple knockdown of zygotic SoxB1 genes in MZ*sox19b* mutants, 1-cell stage MZ*sox19b* embryos were microinjected with Sox2, Sox3, and Sox19a morpholino mix. Microinjection of 0.9 ng per morpholino (5.4 ng in total) resulted in the MZsox19b-TKD phenotypes similar to WT QKD in two experiments: the tail bud and head were not properly formed and anterior–posterior axis was severely truncated (Fig. 2b).

To investigate the dose-dependent effects of the morpholinos, we injected different amounts of TKD mix and TKD control mix (TKDco) into MZ*sox19b* embryos. In TKDco mix, Sox2 and Sox3 morpholino pairs were present as in TKD, while Sox19a was replaced with Sox19b morpholino pair, so that only three out of four SoxB1 genes would be blocked upon injection. As it was previously shown that triple Sox2/3/19b knockdown causes mild defects detectable only after 31 hpf ^28^, the main purpose of using TKDco mix was to better control for non-specific effects of TKD mix. Non-specific developmental defects, especially cell death in the nervous system, are common caveats of the morpholino use in zebrafish, which depend on the morpholino concentration and composition^77^. TKD injection of 0.9 ng each morpholino (5.4 ng total) per MZ*sox19b* embryo, or 50% of this amount (0.45 ng each) resulted in the range of three phenotypic classes (II–IV, Fig. S3d, e) in two experiments. The “middle” phenotype (class III) was similar to previously published QKD phenotype resulting from either 0.45 and 0.9 ng morpholino injections into the WT^28^. The TKDco mix injection into MZ*sox19b* embryos resulted in the embryos, which were often somewhat shorter than non-injected (class I and normal in Fig. S3d, e); non-specific axial defects were observed in <5% of MZ*sox19b*-TKDco injections (0.9 ng, Fig. S3f). Since TKD injection into MZ*sox19b* caused different and much more severe phenotypes than TKDco, we concluded that the MZ*sox19b*-TKD phenotype specifically results from the reduction of zygotic SoxB1 activity.

### MZ*sox19b*-TKD rescue experiments

For the rescue experiments, 5 or 20 pg of *sox19b* mRNA or 20 pg GFP mRNA was co-injected into 1-cell stage MZ*sox19b* embryos together with 2.7 ng TKD Morpholinos. For the control, MZ*sox19b* embryos were injected with 2.7 ng TKDco mix and 20 pg control GFP mRNA. The embryos of all experimental groups were let to develop until 19 hpf at 28,5 °C. At 19 hpf, the phenotypes were scored, representative pictures of living embryos were taken, and the whole experiment was fixed in 4% paraformaldehyde (PFA) in PBS. The rescue extent was quantified by measuring the body axis length according to Okuda et al. 2010^28^. Namely, we took lateral images of all fixed embryos, drew the midline from head to tail for each embryo (Fig. S3g), and measured it using ImageJ 1.53a. The representative phenotypes of one of two experiments (rep1) are shown in Fig. 2c, body length statistics for two independent experiments are shown in Fig. S3g.

### Noggin and Chordin morpholino knockdown

Noggin and Chordin morpholinos were designed by Dal-Pra et al. (2006)^36^. To block Noggin translation, 1 nM Noggin MO was injected. To moderately reduce Chordin translation, 100 pM Chordin morpholinos were injected, as recommended by Dal-Pra et al. (2006)^36^. All morpholinos were provided by Gene Tools. LLC (Philomath, USA), sequences are provided in the Table S2.

### In vitro fertilization

Adult male fish were anesthetized with Tricain (4% 3-Aminobenzoic acid ethyl ester, pH 6.7) and then positioned with anal area above. The sperm was taken using a capillary, mixed with 5 µl E400 buffer (9.7 g KCl, 2.92 g NaCl, 0.29 g CaCl_2_ −2H_2_O, 0.25 g MgSO_4_ −7H_2_O, 1.8 g D-(+)-Glucose, 7.15 g HEPES in 1 L dH_2_O, pH 7.9) and then with 150 µl SS300 buffer (0.37 g KCl, 8.2 g NaCl, 0.15 g CaCl_2_ −2H_2_O, 0.25 g MgSO_4_ −7H_2_O, 1.8 g D-(+)-Glucose 20 ml 1 M Tris-Cl, pH 8.0, in 1 L dH_2_O). The collected sperm was kept at room temperature. Adult females were anesthetized, placed into 35 mm petri dish and to squeeze the eggs. For fertilization, we activated the sperm by adding 200 µl sterile water and transferred it onto the freshly collected eggs. After 2 min, the dish was filled with sterile water and transferred to 28,5 °C incubator.

### Quantification of the pre-MBT cell cycle duration in the wild-type and MZ*sox19b* mutant embryos

To obtain synchronously developing wild-type and MZ*sox19b* embryos, in vitro fertilization of approx. 200–400 eggs per genotype was performed by two people in parallel. The fertilized embryos were scored and left to develop at 28.5 °C. 30~35 embryos from each genotype were simultaneously fixed in 4% PFA every 15 min starting from 1.75 hpf (5th cell cycle, 32 cell stage) till 3 hpf (10th cell cycle, 1 K stage). The embryos were incubated at 4 °C overnight, washed 3x in PBST (PBS with 0,1% Tween 20) and manually dechorionated. The embryos were then permeabilized in PBSDT (PBS with 0,1% Tween 20, 1% DMSO, and 0.3% TritonX-100) for 48 h at 4 °C, stained in 0.025 µM SYTOX Green (ThermoFisher SCIENTIFIC) for 1.5 h and washed 3x in PBST. The pictures were taken using LEICA MZ16F stereomicroscope equipped with epifluorescence. The pictures were contrasted in ImageJ 1.53c., and used to estimate the stage and the cell cycle phase (Fig. S1a). The embryos where the most nuclei were mitotic (metaphase to anaphase) were scored as intermediate between the cycles (i.e. cycle 5–6, 6–7 etc.,Fig. S1a). We did not detect the differences in the pre-MBT cell cycle lengths in two experiments. The quantification of representative experiment out of two is shown in the Fig. S1b.

### Live imaging

Zebrafish embryos were imaged using Leica MZ APO stereomicroscope with Axiocam 305 camera and AxioVision SE64 Rel. 4.9.1 or Zen2 software (Carl Zeiss).

### Parallel time-lapse recording of developmental rates in the wild type and mutants

The wild-type and MZ or M mutant embryos were obtained by natural crossings in the mass-crossing cages (4 males and 4 females of each genotype). The freshly laid eggs were collected in 10–15 min intervals. At 4–8 cell stage, one embryo per genotype was manually dechorionated and placed on a 1.5% agarose chamber filled with 0.3x Danieau’s buffer. Images were taken with 3 min intervals for 24 h by either Leica MZ APO stereomicroscope, Axiocam 305 camera, and AxioVision SE64 Rel. 4.9.1 software (Carl Zeiss). The video recording started between 1.5 and 2 hpf. Time after fertilization (hh . mm) was added in ImageJ 1.50i. Time-lapse recordings from five independent experiments are included in the Movie S1, (Part1-Part5), which show parallel development of the embryos with the following genotypes:

Part1: WT, MZ*sox19b*, M*sox19b*

Part2: WT, MZ*sox19b*, MZ*spg*, MZ*sox19bspg*

Part3: WT, MZ*spg*, MZ*sox19bspg*

Part4: WT,M*spg*, M*sox19bspg*

Part5: WT, M*sox19b*, M*sox19bspg*

### Whole mount in situ hybridization (WISH)

To visualize the expression pattern of some chosen genes we performed whole mount in situ hybridization as previously described^67^. The plasmids for anti-sense RNA probe synthesis were kind gifts of Wolfgang Driever, Matthias Hammerschmidt, Yusuke Kamachi and Liliana Solnica-Krezel. Embryos were fixed at proper stages with 4% paraformaldehyde at 4 °C overnight, 3 times washed in PBST for 5 min, dechorionated manually in PBST and dehydrated with ascending series of methanol to 100%. Embryos in 100% methanol were stored at −20 °C. After rehydrating with descending series of methanol to PBST, embryos were washed 3 times in PBST, pre-hybridized in 300 µl Hyb-Mix for 3 h at 65 °C. 2 µl of prepared probes were added to 300 µl Hyb-Mix for hybridization overnight at 65 °C. Embryos were placed into 24-well plates and washed with in situ robot BioLane™ HTI by series washing steps: firstly embryos were washed three times for 20 min in 300 µl 50% Formamide at 65 °C, in 500 µl 2x SSCT for 15 times at 65 °C, three times in 500 µl 0.2x SSCT for 20 min at 65 °C, twice in 1 ml PBST for 10 min at room temperature. Then embryos were incubated in blocking solution (2% goat serum (heat-inactivated)) in PBST/BSA (2 mg/ml) for 2 h at RT and incubated overnight with anti-DIG (1:5000 diluted in PBST) at 4 °C. After washing 6 times for 20 min in 1 ml PBST and once for 10 min in 100Mm Tris-HCl, (pH 9.5), embryos were incubated with staining buffer for 15 min and the robot program is finished. We replaced the staining buffer with 500 µl staining solution and stained for a proper time on a shaker. To stop the staining process embryos were washed with stop solution. Stained embryos were fixed in an increasing series of glycerol (25, 50, and 75% in PBST), finally stored in 100% glycerol at 4 °C. These embryos were imaged with Leica MZ APO stereomicroscope using AxioVision SE64 Rel. 4.9.1 software (Carl Zeiss) and the images were processed in Adobe Photoshop CS4 (Adobe).

### ATAC-seq and library preparation

The omni-ATAC-seq protocol was modified from^59,60^. Fertilized embryos were enzymatically dechorionated with Pronase E (30 mg/ml). 30 embryos were deyolked manually with an eyebrow needle in Danieaus medium, centrifuged (500 × *g*, 5 min, 4 °C), washed with 100 µl ice-cold PBS, and then centrifuged again. The cells were resuspended by pipetting in 50 µl ice-cold lysis buffer (ATAC-RSB (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2), with 0.1% NP-40, 0.1% Tween 20, and 0.01% digitonin) and incubated on ice for 5 min. Then, the lysate was diluted with ice-cold dilution buffer (1 ml, ATAC-RSB containing 0.1% Tween 20). Nuclei were pelleted (500 × *g*, 10 min, 4 °C), the supernatant was carefully removed, and the nuclei resuspended in 16.5 µl PBST.

Tagmentation reaction was assembled according to the manufacturer instructions for Illumina small Tn5 buffer and enzyme kit in 50 µl volume and incubated in a thermomixer for 30 min (37 °C, 800 rpm). The sample was purified using Qiagen PCR MinElute Purification kit. The purified transposed mix was pre-amplified for 5 cycles (72 °C for 5 min, 98 °C for 30 sec, 5 cycles of (98 °C for 10 sec, 63 °C for 30 sec, 72 °C for 1 min)) using NEBNext 2x Master Mix (NEB) and Nextera adapters and put on ice. The number of additional cycles was determined using 5 µl of the pre-amplified mixture as in Buenrostro et al.^59^. The total number of PCR cycles was 10–12. The amplified libraries were purified using SPRI beads (Beckmann) according to the manufacturer’s instructions. ATAC-seq was performed at two developmental stages, 3.7 hpf (oblong) and 4.3 hpf (dome). At 3.7 hpf, three biological replicates for the WT and two biological replicates for MZ*spg*, MZ*sox19b* and MZ*sox19bspg* were used. At 4.3 hpf, three biological replicates for the WT, MZ*spg* and MZ*sox19b* and four for MZ*sox19bspg* were used. Paired end 150 bp sequencing of resulting 22 ATAC-seq libraries was performed on NovaSeq6000 (Illumina) by Novogene company, with the sequencing depth 80 million reads per library. The raw and processed ATAC-seq data are deposited in GEO (NCBI), accession number GSE188364.

### ATAC-seq data processing and peak calling

Data processing and analysis were performed on the european Galaxy server^78^. Adapters were removed, the reads were cropped to 30 bp from start, the reads with average quality < 30 and length <25 bp were removed using Trimmomatics. The trimmed reads were aligned to the danRer11/ GRCz11 genome assembly without alternative contigs using Bowtie2^79^, with the parameters: dovetail, ­very-sensitive, ­no-unal. The aligned reads were filtered using BamTools Filter^80^ with the parameters isProperPair true, mapQuality ≥ 30, isDuplicate false, and -reference!=chrM. The aligned reads were filtered further using the alignmentSieve tool from the DeepTools2 suite^81^, with the parameters —ATACshift, ­minMappingQuality 1, ­maxFragmentLength 110. Thus, only fragments with a size of 110 bp or less were kept. The filtering steps were performed for the individual replicates as well as and for the merged biological replicates BAM files. Filtered reads were converted from BAM to BED using Bedtools^82^ and were used as inputs for peak calling. Peaks were called from individual replicates and merged replicates using MACS2 callpeak^83^ with the additional parameters ‘­format BED, ­nomodel, ­extsize 200, ­shift −100’ and a 5% FDR cutoff. Regions mapping to unassembled contigs were excluded. Only peaks that were overlapping in merged and each of the single replicates were kept. ATAC-seq peaks overlapping between 3.7 and 4.3 hpf stages in the wild type were centered on ATAC-seq peak summits (4.3 hpf) and cut to 110 bp length. This set of 102 965 accessible regions (ARs, Dataset S3) was used in all subsequent analyses. Bigwig files for each stage and genotype were obtained from merged BAM files using Bamcoverage and used for data visualization in DeepTools2. Bigwig and peak files for each stage and genotype are included in GEO GSE188364 submission as processed files.

### Finding the regions with reduced or increased chromatin accessibility in the mutants

The coverage of ATAC-seq reads on 110 bp accessible regions (ARs), common in 3.7 hpf and 4.3 hpf stages in the wild type, was scored using MultiCovBed (Bedtools) in all ATAC-seq experiments. Deseq2^84^ was used to normalize the reads and compare chromatin accessibility in each mutant to the wild type. Five MZ*spg*, or five MZ*sox19b*, or six MZ*sox19bspg* replicates were compared to six wild-type replicates. The region was scored as downregulated in the mutant, if the fold change to the wild type was <0 with FDR 5%. The region was scored as upregulated in the mutant if the fold change to the wild type was >0 with FDR 5%. Out of 102 965 ARs, chromatin accessibility was reduced on 4521, 20990, and 20653 regions, and increased on 2046, 12695, and 13071 regions in MZ*sox19b*, MZ*spg*, and MZ*sox19bspg*, respectively. The regions are listed in Dataset S3, Fig. S8a shows the overlaps between the genotypes.

### SoxB1, Pou5f3, and Nanog TF-binding peaks

SoxB1, Pou5f3 (5 hpf), and Nanog (4.3 hpf) binding peaks were derived from the published ChIP-seq data^10,62^. The FASTQ files were mapped to danRer11/GRCz11 assembly. Alternate loci and unassembled scaffolds were excluded. Peak calling was performed using MACS2 algorithm with default parameters. The peaks overlapping Major Sattelite Repeats (MSRs) were removed. The peaks were extended to 300 bp (±150 bp from the peak summit). SoxB1 and Pou5f3 peaks were split into three groups: SoxB1 peaks, overlapping with Pou5f3 peaks for at least 1 bp (SP), SoxB1-only peaks (S), and Pou5f3-only peaks (P). The peak coordinates in BED format are provided in the supplementary Dataset S4. Accessible regions were considered as bound by TF, if they were overlapping at least 1 bp.

### Motif finding, scoring, and motif enrichment

*De-novo* motif finding was performed using MEME suite^85^ on the Galaxy server, using 60 bp regions around the summits of differentially regulated ARs groups. The motifs were compared to JASPAR vertebrate non-redundant database^61^ using Tomtom^86^. The motifs derived from ATAC-seq were named by the closest match to human TFs in JASPAR, or by TF family (e.g. Homeodomain, b-HLH). In addition, we derived the motifs from ChIP-seq data for the transcription factors SoxB1, Pou5f3^10^, 5 hpf, Nanog^62^, 4.3 hpf, Tbxta and Tbx16^87^ 8–8.5 hpf. Matrices in MEME format for all motifs are provided in the Dataset S4 (motifs). Genomic coordinates of all occurrences for each motif in the 3 kb regions around ATAC-seq peaks were obtained using FIMO^88^ with *p*-value threshold 10^−4^ and converted to BED files. To calculate the background frequency of the motifs, we used the background control peak file, where the genomic coordinates of all ATAC-seq summits were shifted 1 kb downstream. The motif densities were calculated as the average number of motifs overlapping with 60 bp around the ATAC-seq or control peak summits. The log2 ratio of ATAC-seq to background motif densities was taken as a motif enrichment value. BED files were converted to Bigwig format with Bedtools and used for visualization of the motif density on the selected genomic regions using deepTools2.

### In vitro nucleosome predictions and GC content

Nucleosome prediction program from Kaplan et al. 2009^89^ was integrated into the Galaxy platform using the Galaxy tool SDK planemo (https://github.com/galaxyproject/planemo) and following the best practices for Galaxy tool development (http://galaxy-iuc-standards.readthedocs.io/en/latest/best_practices.html). The tool was uploaded into the european Galaxy ToolShed (ref. https://www.ncbi.nlm.nih.gov/pubmed/25001293) and is available at the European Galaxy instance. The genomic coordinates of ATAC-seq peaks were extended to ±5 kb to account for the edge effects, and in vitro nucleosome prediction value was derived for every bp. Nucleosome predictions were converted to BigWig files in DeepTools2 for plotting, or to bedGraph files for scoring. GC content was calculated with geecee program in Galaxy. GC content and nucleosome predictions were calculated for 110 bp around ATAC-seq peaks (Dataset S3).

### MNase-seq for MZ*sox19b*, data processing, and visualization

MNase-seq for MZ*sox19b* at 4.3 hpf and data processing was performed as in^16^. Briefly, 200–400 MZ*sox19b* embryos from mass-crossing cages were collected within 10–15 min. The embryos were enzymatically dechorionated and fixed 10 min in 1% Formaldehyde at the dome (4.3 h post-fertilization) stage. The nuclei were isolated and digested with MNase. The yield and degree of digestion were controlled using Agilent High Sensitivity DNA Kit on Agilent Bioanalyzer, according to manufacturer instructions. Chromatin was digested so that it contained 80% mono-nucleosomes. Libraries were prepared using the Illumina sequencing library preparation protocol and single-end sequenced on an Illumina HiSeq 2 500 by Eurofins Company (Germany). All further data processing was done using the European Galaxy server useGalaxy.eu. Sequenced reads were mapped to the zebrafish danrRer11 assembly using Bowtie2. Resulting BAM files were converted to BED format, all mapped reads were extended to 147 bp in their 3′ direction, truncated to the middle 61 bp, and converted back to BAM format using BEDTools. Alternate loci and unassembled scaffolds were excluded from the further analysis. To create MNase Bigwig files for the visualization of nucleosome density, BAM files for MZ*sox19b* (this work), MZ*spg*, and WT (remapped from^20^) were converted to bigwig format using BAM coverage program in deepTools, bin size = 10 bp, normalization—rpkm (reads per million reads per one kilobase). To create log2 MNase Bigwig files for the visualization of nucleosome displacement in MZ*sox19b* and MZ*spg*, the log2 mutant MNase/wild-type MNase ratio was obtained using BigWigcompare program in deepTools, bin size = 10. The heatmaps or profiles of selected genomic regions were plotted using plotHeatmap or plotProfile programs in deepTools. Visualization of selected genomic regions was done in the UCSC browser at https://genome.ucsc.edu/. For the violin plots and nucleosome displacement statistics on the TF-binding or control peaks, average MNase signals per 300 bp were calculated using Bigwig files for each region, and log2 (mutant/WT) ratio was taken (data available as a Dataset S3).

### Chromatin immunoprecipitation (ChIP) for histone marks

The embryos were obtained from natural crossings in mass-crossing cages (4 males + 4 females). 5–10 cages were set up per genotype, the eggs from different cages were pooled. The freshly laid eggs of MZ*sox19b*, MZ*spg* mutants, and wild type were collected in 10–15 min intervals. Unfertilized eggs were removed at 2–4 cell stage. Collected embryos were transferred to 0.5x Danieau’s solution (for 1 L of 30X stock: 1740 mM NaCl, 21 mM KCl, 12 mM MgSO4, 18 mM Ca(NO3)2, 150 mM HEPES buffer, pH 7.6; dilute 60X before use) followed by enzymatic dechorionation with pronase E (0.3 mg/ml). The reaction was stopped by adding 1% BSA (final conc. 0.04%) followed by two to three washing steps with 0.5x Danieau’s. The eggs were cultured in glass Petri dishes to prevent the embryos from adhering to the dish and thus eventually rip. They were incubated at 28 °C until the 4.3 hpf stage was reached. In order to fix the chromatin state at developmental stage 4.3 hpf (dome) and avoid nucleosome shifts, the dechorionated embryos were homogenized in 10 ml 0.5% Danieau’s containing 1x protease inhibitor cocktail (PIC) using a Dounce tissue grinder and immediately treated with 1% (v/v) Methanol-free Formaldehyde (Pierce) for exactly 10 min at room temperature. The homogenizate was transferred into a 15 ml falcon tube and shaken on a rotating platform for the rest of the 10 min. The fixation was stopped with 0.125 M Glycine by shaking for 5 min on a rotating platform. Subsequently, the homogenizate was centrifuged for 5 min, 4700 rpm at 4 °C, whereupon a white pellet formed. The supernatant was discarded, and the pellet was resolved in Wardle cell lysis buffer (10 mM Tris-HCl (pH 7.5), 10 mM NaCl, 0.5% NP-40, 1–4 ml/1000 embryos). The lysate was distributed upon 2 ml Eppendorf tubes, followed by 5 min incubation on ice with subsequent 1 min centrifugation, 2700 g at 4 °C. The supernatant was discarded again and the pellet was washed two times with 1 ml ice-cold 1x PBST (for 1 L: 40 ml PO4 buffer (0.5 M), 8 g NaCl, 0.2 g KCl, 0.1% Tween 20, pH 7.5). In order to count the obtained nuclei, the pellet was resolved in 1 ml ice-cold 1x PBST, of which 10 µl were diluted 1:1 with 12 µM Sytox® green. The nuclei were scored under a fluorescence microscope using the Neubauer counting chamber.

The residual nuclei were again pelleted by 1 min centrifugation at 2700 g and 4 °C, subsequently snap frozen in liquid nitrogen and stored at −80 °C. The nuclei collected in different days were pooled together to reach the total number of 2.5–3 million, which was used to start one ChIP experiment.

The chromatin was thawn and resolved in 2 ml of Wardle nuclei lysis buffer (50 mM Tris-HCl (pH 7.5), 10 mM EDTA, 1% SDS) and incubated 1 h on ice. In order to shear the chromatin to 200 bp fragments (on average), the chromatin was sonicated using the Covaris S2 sonicator (DC 20%, Intensity 5, Cycles of Burst 200, Time = 3 * 40 cycles with 30 s each (3 * 20 min)). To ensure that the sonication was successful, 30 µl of the sheared chromatin was de-crosslinked with 250 mM NaCl overnight at 65 °C and then analyzed using the Agilent Expert 2100 Bioanalyzer® and Agilent high sensitivity DNA Chip kit.

The lysed and sheared samples were centrifuged for 10 min at 14,000 rpm and 4 °C. Sixty microliters of each sample was kept as input control. The chromatin was then concentrated to 100 µl using the Microcon centrifugal filters (Merck Millipore MRCF0R030) and diluted 1:3 by adding ChIP dilution buffer (16.7 mM Tris-HCl pH 7.5, 167.0 mM NaCl, 1.2 mM EDTA) containing protease inhibitors. The antibodies (listed in the Table S2) were added and incubated overnight at 4 °C on a rotating wheel. 150 µl of magnetic Dynabeads coupled to protein G (Stock 30 mg/ml; Invitrogen DynaI 10003D) were transferred into a 2 ml Eppendorf tube and placed on a magnetic rack in order to remove the liquid from the beads. Subsequently, the beads were washed 3x with 5 mg/ml specially purified BSA in PBST and 1x with 500 µl ChIP dilution buffer. After removing the ChIP dilution buffer, the chromatin-antibody mix was added and incubated with the beads at 4 °C overnight on a rotating wheel. Beads were pulled down by placing the eppendorf tubes on the magnetic rack in order to discard the supernatant. The beads were resuspended in 333 µl RIPA buffer containing PIC. The Protein G-antibody-chromatin complex was washed 4 × 5 min on a rotating platform with 1 ml of RIPA buffer (10 mM Tris-HCl (pH 7.6), 1 mM EDTA, 1% NP-40, 0.7% sodium deoxycholate, 0.5 M LiCl), followed by 1 × 1 ml TBST buffer (25 mM Tris-HCl,150 mM NaCl, 0.05% Tween 20, pH 7.6). The beads were pulled down again and the supernatant was removed. In order to elute the chromatin, 260 µl elution buffer (0.1 M NaHCO3, 1% SDS) was added and incubated for 1 h at 65 °C in a water bath. The samples were vortexed every 10–15 min. Afterward, the supernatant was transferred to a fresh eppendorf tube by pulling the beads down, using the magnetic rack. 12.5 µl 5 M NaCl was added to de-crosslink the chromatin and incubated overnight at 65 °C in a water bath. The input samples were treated as control in parallel (230 µl elution buffer per 30 µl input).

Purification of the de-crosslinked chromatin was performed using the QIAquick PCR Purification Kit from Qiagen. The concentration was determined using the Qubit fluorometer and Quanti-iT™ PicroGreen® dsDNA Kit according to manufacturer instructions.

### ChIP quality control and library preparation for histone mark ChIP-seq

To estimate the signal to background ratio in each ChIP experiment, we have chosen the positive and negative reference genomic regions, enriched in or devoid of chromatin marks. According to previously published data^90^, the chromatin region near *tiparp* gene was highly enriched in H3K27ac and H3K4me3 histone marks at 4.3 hpf, while genomic region near *igsf2* gene was not enriched in any of these marks. We performed quantitative PCR in ChIP and Input control material, using the primers for these regions. PCR primers used were: tiparp_f_1 5′ CGCTCCCAACTCCATGTATC-3′, tiparp_r_1 5′-AACGCAAGCCAAACGATCTC-3′,igsf2_f_2 5′-GAACTGCATTAGAGACCCAC-3′, igsf2_r_2 5′-CAATCAACTGGGAAAGCATGA-3′. qPCR was carried out using the SsoAdvanced™ Universal SYBR® Green Supermix from BIO-RAD. ChIP and input were normalized by ddCT method, using negative reference region *(igsf2*). The ChIP experiment was considered successful, if the enrichment in ChIP over input control on the positive reference region (*tiparp*) was more than 5-fold.

In order to convert a small amount of DNA into indexed libraries for Next Generation Sequencing (NGS) on the Illumina platform, we used the NEBNext® Ultra™ DNA Library Prep Kit. As the DNA outcome of individual WT K27ac Chip and MZ*spg* K27ac ChIP experiments did not reach the input DNA limit for this kit (5 ng), we pooled together the material from two successful ChIP experiments, as well as corresponding inputs, for the library preparation in these genotypes. Two libraries were prepared from two single MZ*sox19b* K27ac ChIP experiments. Single libraries were prepared from single K4me3 experiments in three genotypes. The library preparation was carried out according to manufacturer instructions, with the modifications indicated below. The library preparation follows a 4-step protocol including end-repair (5′ phosphorylation, dA-tailing), adapter ligation, PCR enrichment including barcoding and clean up. Since the DNA input was <100 ng, in the adapter ligation step, the NEBNext Adaptor for Illumina® (15 μM) was diluted 10-fold in 10 mM Tris-HCl (pH 7.8) to a final concentration of 1.5 μM and used immediately. At the final clean-up step, the reaction was purified by mixing the samples with AMPure XP Beads (45 µl) before incubating at room temperature for 5 min. After a quick spin using the tabletop centrifuge, samples were placed on a magnetic rack and supernatant was discarded. 200 µl of 80% Ethanol were added and removed after 30 sec, two times. The beads were air-dried for 3 min. and the DNA target was subsequently eluted by adding 33 µl of 0.1x TE (pH 8) and incubating at room temperature for 2 min. 28 µl of the library were transferred to a fresh PCR tube and stored at −20 °C. 2 µl of the sample were diluted 5-fold with 0.1x TE and used to check the size distribution of the library using Agilent Expert 2100 Bioanalyzer® and Agilent high sensitivity DNA Chip kit. In order to reduce the peak of residual unligated adapters, the reaction was re-purified, by adding H2O up to 50 µl and 45 µl of AMPure XP Beads. The concentration was determined using the Qubit™ Fluorometer and Quanti-iT™ PicroGreen® dsDNA Kit. The seven ChIP-seq libraries were sequenced at 70 mln paired end 150 bp reads each: WT K27ac Chip, MZ*spg* K27ac Chip, MZ*sox19b* K27ac Chip1, MZ*sox19b* K27ac Chip2, WT K4*me3* Chip, MZ*spg* K4me3 Chip, MZ*sox19b* K4me3 Chip. The seven corresponding input libraries were sequenced to 30 mln reads. Sequencing was performed by the Novogene company (China).

### H3K27ac and H3K4me3 ChIP-seq data analysis and visualization

H3K27ac and H3K4me3 ChIP-seq data processing was done using european Galaxy server useGalaxy.eu. Sequenced reads were mapped to the zebrafish danRer11 assembly using Bowtie2. Alternate loci and unassembled scaffolds were excluded. To create H3K4me3 Bigwig files for data visualization, the log2 ratio between each ChIP and merged inputs (in rpkm) was obtained using BAM compare program in deepTools, bin size = 10. To create H3K27ac Bigwig files, the log2 ratio between each ChIP and merged inputs (in rpkm) was obtained using BAM compare program in deepTools, bin size = 10. We first used two biological replicates of H3K27ac MZ*sox19b* to address, if there is a difference in H3K27ac mark between the genotypes—in this case, the difference between the genotype should be higher than the difference between the biological replicates within one genotype. We used deepTools2 mutliBigwigcompare tool to divide the whole zebrafish genome into 1680169 1 kb bins, and to compute a similarity matrix between four Bigwig files: H3K27ac MZ*sox19b*-rep-1, H3K27ac MZ*sox19b*-rep-2, H3K27ac MZ*spg*, and H3K27ac WT. Pairwise Pearson correlations and Principle Component Analysis (PCA) were performed using plotCorrelation and plotPCA tools. In both analyses, the difference between the biological replicates was negligible when compared to the difference between the genotypes (Fig. S9a, b). Close correlation between the H3K27ac MZ*sox19b* biological replicates demonstrated the reproducibility of our ChIP-seq protocol and validated the use of single replicates for our purposes. For the subsequent analysis, we used merged replicates of H3K27ac MZ*sox19b*. The heatmaps or profiles of H3K27ac levels on selected genomic regions were plotted using plotHeatmap or plotProfile programs in deepTools. Histone modification profiles in single genes were visualized using the UCSC browser.

### Selection of putative enhancers and promoters from accessible regions

AR peak was scored as putative promoter, if it was marked with both H3K4me3 and H3K27ac in the wild type, or if it was marked by H3K4me3 in the wild type and mapped within 500 bp of the annotated transcription start site (ENSEMBL transcript, or zebrafish promoters annotated by CAGE in^40^). AR peak was scored as putative enhancer if it was marked by H3K27ac in any genotype and was not a promoter. All other elements were scored as “other”. H3K4me3 and H3K27ac marks were assigned to ARs using arbitrary thresholds. For H3K4me3, the threshold was log2 ChIP-seq/input not less than 3 (8x enrichment) in at least 10 bp within 500 bp around AR summit. For H3K27ac, the threshold was log2 ChIP-seq/input not less than 2 (4x enrichment) in at least 10 bp within 1 kb around AR summit. The mean positive H3K4me3 ChIP/input values were calculated in 500 bp around the peak, the mean positive H3K27ac ChIP/input values were calculated in 1 kb around the peak (Dataset S3).

### Gene Ontology analysis

For the genomic regions, we used GREAT analysis^91^ at http://great.stanford.edu/great/public-3.0.0/html/. Genomic regions were converted to zv9/danrer9 genomic assembly, which is the only assembly available for this server, using Liftover Utility from UCSC and associated with genes using 20 kb single nearest gene association rule. The categories were ranked by ascending FDR value. For the transcript groups A–K we used DAVID^92^. The enriched GO: categories were ranked by ascending *p*-value (cutoff 0.05).

### RNA-seq time curves: material collection, processing, and sequencing

The freshly laid eggs were obtained from natural crossings in mass-crossing cages (4 males + 4 females). Five to ten cages were set up per genotype, the eggs from different cages were pooled. At least 600 freshly laid eggs per each genotype collected within 10–15 min were taken for single experiment. To match the developmental curves as precisely as possible, the material was simultaneously collected for two genotypes in parallel. In each of five experimental days, the material was collected for two genotypes, as specified below: MZ*sox19b*-rep1 and MZ*spg*-rep1, WT-rep1 and MZ*spg*-rep2, WT-rep2 and MZ*sox19b*-rep2, WT-rep3 and MZ*spg*-rep2, WT-rep1 and MZ*sox19spg*-rep1, WT-rep4 and MZ*sox19spg*-rep2. 45–60 min after the egg collection, we ensured that the embryos of both genotypes are at 2–4 cell stage, removed non-fertilized eggs and distributed the embryos to 8 dishes per genotype, 40–45 embryos per dish, to obtain 8 time points per genotype. The temperature was kept at 28.5 °C throughout the experiment. The embryos from one dish per genotype were snap-frozen in liquid nitrogen every 30 min, starting from 2.5 hpf (pre-ZGA, 256 cell stage, 8th cell cycle) till midgastrula (6 hpf). In total, we collected 4 biological replicates of the time curve for the wild type, and two biological replicates for each of MZ*sox19b*, MZ*spg* and MZ*sox19bspg* mutants.

Total RNA was isolated with QIAGEN RNeasy kit following the user’s manual. We checked RNA quantity and quality by using Agilent RNA 6000 nano Kit on Agilent Bioanalyzer, according to manufacturer instructions. The 6 hpf time point from MZ*sox19bspg* -rep1 had to be excluded, due to non-sufficient RNA quality; the corresponding WT-rep1 time point was also removed. Poly-A enriched library preparation and single-end 50 bp sequencing (35 M reads per sample) on Illumina platform was performed by NOVOGENE company (China) for each sample. Base calling was performed with Illumina Casava1.7 software. To estimate the non-biological variation between the samples, we prepared and sequenced two technical libraries for each time point in the following time curves WT-*rep1*, MZ*sox19b*-rep1 and MZ*spg*-rep1.

### RNA-seq time curves: data processing and visualization

FASTQ files were further processed on european Galaxy server useGalaxy.eu. All sequenced clean reads data were trimmed on the5′ end for 5 bp by Trim Galore! program according to the sequencing quality control. Trimmed reads were mapped to danRer11 using RNA STAR^93^ and ENSEMBL gene models. Number of reads for each gene was counted in Feature count^94^. Feature counts were cross-normalized using DEseq2^84^. This processed RNA-seq data table is deposited in GEO with the number GSE137424. To estimate biological and technical variance across the samples, we excluded non-expressed ENSEMBL gene models (“0” reads throughout all experiments) and calculated pairwise Pearson correlations between biological replicates (the same time point and the same genotype, material from different experimental days) and also between technical replicates (two libraries prepared from the same material). Pearson correlation coefficients for biological replicates were at the range 0.93–0.98, which indicated a very strong linear relationship and was close to the technical variance range (Pearson correlation coefficients 0.96-0-99 for technical replicate pairs). 

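Pearson correlations across transcripts with any read were computed between libraries of the same genotype and time point. Over 68 pairs of curves of the 4 genotypes, r was between 0.908 and 0.997 with a median of 0.975. The lowest values were between the 2 curves of MZ*sox19b*, from 0.908 to 0.963, and the 2 curves of the double mutant gave 0.960 to 0.975. A further library from each time point of MZ*sox19b* and MZ*spg*, and from each in WT but 6 hpf, gave 0.956 to 0.99986 with replicate 1 of its genotype over 23 pairs, with a median of 0.996, and 0.813 to 0.985 with the other replicates over 37 pairs. The transcripts with the most reads weigh most in such an r. On the log2 scale, over the transcripts tested, the SD of the difference between 2 libraries had a median of 0.461 between curves and of 0.160 between a further library and replicate 1. Transcripts are not independent replicates, so these correlations compare libraries only.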

To account only for biological variance, we excluded technical replicates from the further analysis. The normalized expression data used for analysis (biological replicates only) is available as a source file. This data was used for gene expression visualization, statistics, and as an input for RNA-sense (see sub-chapter “RNA-sense program” below for explanations). The data visualization was done in R with custom R scripts (box plots, violin plots, heatmaps) or in Excel (individual genes, averaged time curves). For the heatmaps and summary graphs, the biological replicates for each genotype were averaged. For the heatmap view of gene expression change, we calculated the maximal expression value across the time curve for each transcript (max) in all four genotypes. Expression/max ratio for each time point was plotted. To compare the zygotic expression changes between the transcript groups, we calculated the log2 ratio of the expression in each time point from 3 to 6 hpf to the expression at 2.5 hpf for each transcript. The averaged results are shown as box plots with 1-way Anova and Tukey–Kramer test statistics, or as mean time curves (error bars show Standard Error of the Mean). For the time curves of the individual transcripts, the line graphs were drawn in Excel in linear or logarithmic scale (error bars show SEM of biological replicates).

### RNA-sense program

In order to facilitate the biological interpretation of time-resolved RNA-seq data, we developed a 3-step procedure called RNA-sense (Movie S2). In principle, the usage of RNA-sense is not only restricted to RNA time series. RNA-sense can be applied to compare two groups of data series to capture the differences in the dynamic changes between the groups. The series data could be temporal, spatial, or any other continuous condition like the series concentration of drug treatment. The data itself could be any sequencing data, including DNA, RNA and protein, or any other comparable large datasets.

In step one, time-resolved RNA-seq data in one of two conditions, e.g. the wild type (user-defined parameter Experiment step detection = “WT”), are analyzed with respect to their temporal profile. The transcripts expressed below a user-defined threshold are excluded from the analysis. First, for each gene and for each measurement time point t, dynamic data is split into two groups before and after (after and equal to) time point t. The data is fitted by both a one-step model (two different means before and after time point t) and by a constant model (mean over all data points) and models are compared pairwise by means of likelihood ratio tests for each time point t. If the one-step model is significantly better (with user-defined *p*-value cutoff, pVal switch) than the constant model, a switch is detected for this time point. The difference of the means before and after the time point defines the direction of the switch “up” or “down”. If switches were detected at different time points for each gene, the first possible time point is chosen.

In step two, fold changes between wild-type and mutant data are analyzed. For each gene and for each time point, Robinson and Smyth exact negative binomial test (with user-defined *p*-value cutoff, pVal FC) is performed to determine whether genes are significantly up or downregulated in the mutant with respect to wild type. The function exact.nb.test from the R package NBPSeq is used for analysis (https://cran.rstudio.com/web/).

In step three, the results of step one and two are combined. Genes are grouped in a matrix form with respect to switch time (*y*-coordinate) and mutant fold change (*x*-coordinate). Genes for which fold change was detected at several time points appear several times in the matrix. For each tile of the matrix, Fisher’s exact test for non-randomness is performed to analyze the correlation between the two properties switch time and fold change detection. Tiles with a low *p*-value in the Fisher test show a high correlation between switch time and fold change. This can be interpreted as a high number of genes for which the switch point is shifted in time in the mutant condition.

RNA-sense is a flexible tool with several user-defined parameters:

-Experiment step detection: tells which of two conditions (i.e. WT or mutant) should be used for switch detection in Step 1

-threshold—the transcript is included in the analysis, if the expression value in at least one data point reaches the threshold.

-pVal switch—*p*-value threshold for switch detection in Step 1

-FC—fold change value threshold (optional) for Step 2

-pVal FC—*p*-value threshold for fold change analysis at Step 2

In our time series data, a single 6 hpf data point was missing in one of the two biological replicates for MZ*sox19bspg* and in parallel WT control sample. To get input for RNA-sense program, these 6 hpf data points were replaced by the mean of the other replicates. RNA-sense analysis was run with the following user-defined parameters: pVal switch = 0.15, pVal FC = 0.01, FC = 2, threshold = 100.

The code and example files for automatically performing the 3-step procedure are available in the R-package RNAsense that was developed jointly with the paper is available on Bioconductor https://bioconductor.org/, 10.18129/B9.bioc.RNAsense.

### Analysis of RNA-seq time curves using RNA-sense program

To identify maternal and zygotic transcripts in the wild type, Step 1 of RNA-sense was performed for the WT condition, with the threshold 100 and pVal switch 0.15. Switching UP transcripts were considered zygotic, switching DOWN transcripts were considered maternal. To validate the assignment of zygotic and maternal transcripts identified in our study, we linked our transcript list to the previously defined zygotic and maternal groups from three studies^9,39,40^ via ENSEMBL gene name. To assign the regulation status for each transcript, RNA-sense was performed for the WT against each mutant, with 2-fold change and *p*-value < 0.05 cutoff (FC = 2, pVal FC = 0.05 at RNA-sense step 2). Zygotic transcript was considered to be downregulated in the mutant if it was downregulated at one or more time points at or after the switch UP. Maternal transcript was considered to be upregulated in the mutant, if it was upregulated at one or more time points after the switch DOWN. The zygotic and maternal transcripts were grouped by regulation in the mutants to 8 non-overlapping groups each. The list of zygotic genes, downregulated or unchanged in the mutants, the list of maternal genes upregulated or unchanged in the mutants, and all accompanying information is provided in Dataset S1.

To identify the genes zygotically upregulated in the mutants, we needed to consider the transcripts that are absent in the wild type and appear in the mutants only. For this purpose, Step 1 of RNA-sense was performed for each of the mutant conditions against the wild type, using the same parameters as above. The transcript was considered as zygotically upregulated in the mutant if (1) the transcript was switching UP in this mutant (2) the transcript was upregulated at least 2-fold in the mutant compared to the wild type, at least one time point after the switch. This procedure resulted in the list of 1062 transcripts. Out of them, 27 transcripts were upregulated in all three and 224 in two mutant genotypes. These transcripts were assigned as upregulated to the genotype where maximal expression over the time curve was the highest (e.g. using these criteria, *nog1* was assigned as upregulated in MZ*sox19bspg*). Three non-overlapping groups were assigned: MZ*spg* > WT, MZ*sox19b* > WT and MZ*sox19bspg* > WT. The list of zygotic genes, upregulated in the mutants, and accompanying information is provided in the Dataset S2.

### Chi-squared test and other statistical analysis

To estimate the over- or underrepresentation of ARs in the putative regulatory regions of up- or downregulated zygotic genes, chi-squared test was used. Two lists of zygotic transcripts: expressed in the wild type (Dataset S1, zygotic) and upregulated in the mutants (Dataset S2) were concatenated. The duplicates of transcripts (which are zygotically expressed in the wild type and also upregulated in one of the mutants) were randomly removed. ARs were linked to the transcripts within ±20 kb from TSS (Dataset S5). Dataset S5 was used to derive the input files for all chi-squared tests. Chi-squared tests were performed using chisq.test function and visualized using corrplot function in R. Statistical comparisons of three or more samples were performed using one-way ANOVA and Tukey–Kramer Test in R. Two samples were compared using Student two-tailed *t*-test in Excel.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset S1

Dataset S2

Dataset S3

Dataset S4

Dataset S5

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

The RNA-seq data generated in this study have been deposited in the GEO database under accession code “GSE137424”. The ATAC-seq data generated in this study have been deposited in the GEO database under accession code “GSE188364”. The H3K27ac and H3K4me3 ChIP-seq data generated in this study have been deposited in the GEO database under accession code “GSE143306”. The MZ*sox19b* MNase-seq data generated in this study have been deposited in the GEO database under accession code “GSE125945”. The WT and MZ*spg* MNase-seq data used in this study are available in the GEO database under accession code “GSE109410”. The ChIP-seq data for Pou5f3, SoxB1, and Nanog TF binding used in this study are available in the GEO database under accession codes “GSE39780” and “GSE34683”. The source data underlying main Fig. 3b, d, e, Fig. 4a, c, Supplementary Figs. S3a, S4a, c, and S5 are provided as a Source Data file. The source data underlying main Fig. 3b, c, d, Supplementary Figs. S4b and S5 are provided as a Dataset S1. The source data underlying main Fig. 4a, b are provided as a Dataset S2. The source data underlying main Fig. 5a, b, d–g, Fig. 6b, c, e, f, Fig. 7a–c, e, Fig. 8a, b, Supplementary Figs. S6, S7, S8a–e, and S9 are provided as a Dataset S3. The source data underlying main Fig. 5e, f, Fig. 6a, d, Fig.7c, and Supplementary Figs. S7 and S8b are provided as a Dataset S4. The source data underlying main Fig. 5c, Fig.7d, Supplementary Fig. S8f, g are provided as a Dataset S5. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Pluripotency factors determine gene expression repertoire at zygotic genome activation
**Source:** Nat Commun. 2022 Feb 10;13:788. doi: 10.1038/s41467-022-28434-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental Information

Pluripotency factors determine gene expression repertoire at zygotic genome activation

Meijiang Gao^{*1,2}, Marina Veil^{*1}, Marcus Rosenblatt³, Aileen Julia Riesle¹, Anna Gebhard¹, Helge Hass³, Lenka Buryanova¹, Lev Y. Yampolsky^{4,5}, Björn Grüning^{6,7}, Sergey V. Ulianov^{8,9}, Jens Timmer^{2,3}, Daria Onichtchouk^{**1,2,10}

*contributed equally

Supplementary Figures and legends

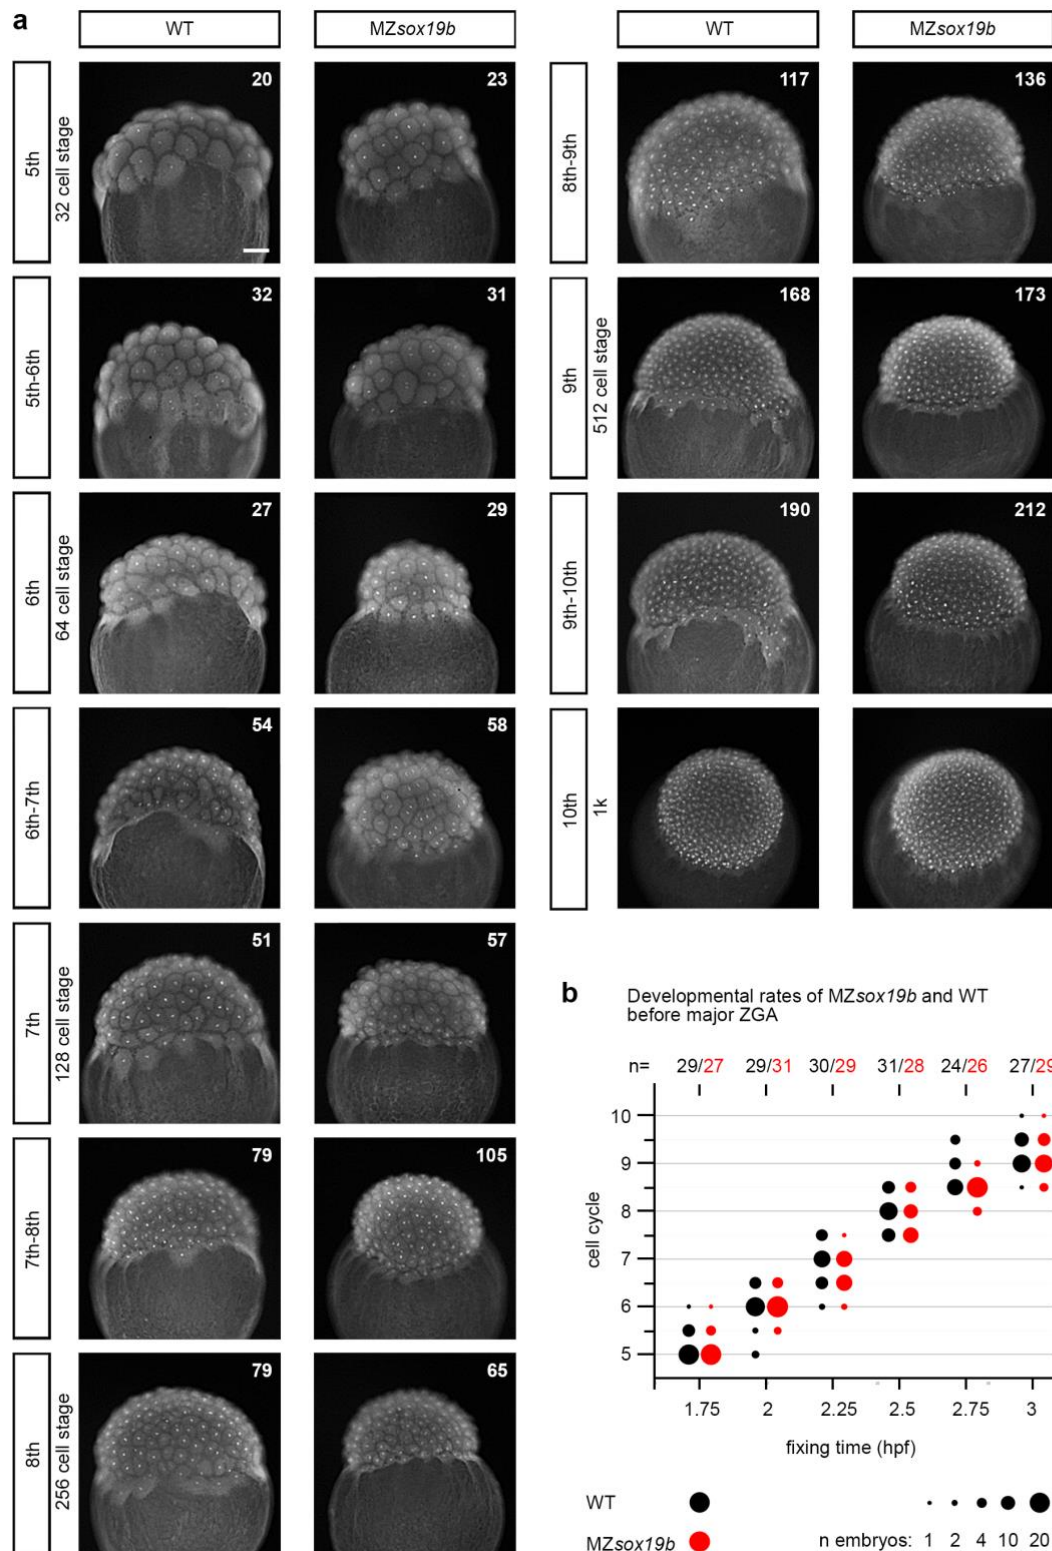

Figure S1: Supporting information for the main Figure 1. MZsox19b embryos are not delayed before MBT. Wild-type (WT) and MZsox19b eggs were *in-vitro* fertilized at the same time and kept at 28.5°C. 30~35 embryos from each genotype were fixed

every 15 minutes starting from 1.75 hpf (5th cell cycle, 32 cell stage) till 3hpf (10th cell cycle, 1K stage). Fixed embryos were permeabilized and stained with 0.025 μ M SYTOX green nuclear stain. The images of all embryos were taken and used to estimate the cell cycle phase. **a.** Representative images of the embryos at the indicated cell cycles in two genotypes. The embryos with metaphase to anaphase nuclei were scored as intermediate between the cycles (i.e. cycle 5-6, 6-7 etc.) Numbers of scored nuclei on the top right corner. **b.** Pre-MBT synchronous cell cycles have the same length in the WT and MZ*sox19b* embryos. The quantification of representative experiment out of two. Numbers of embryos scored for each genotype at each time point are indicated above the graph. Scale bar: 100 μ m.

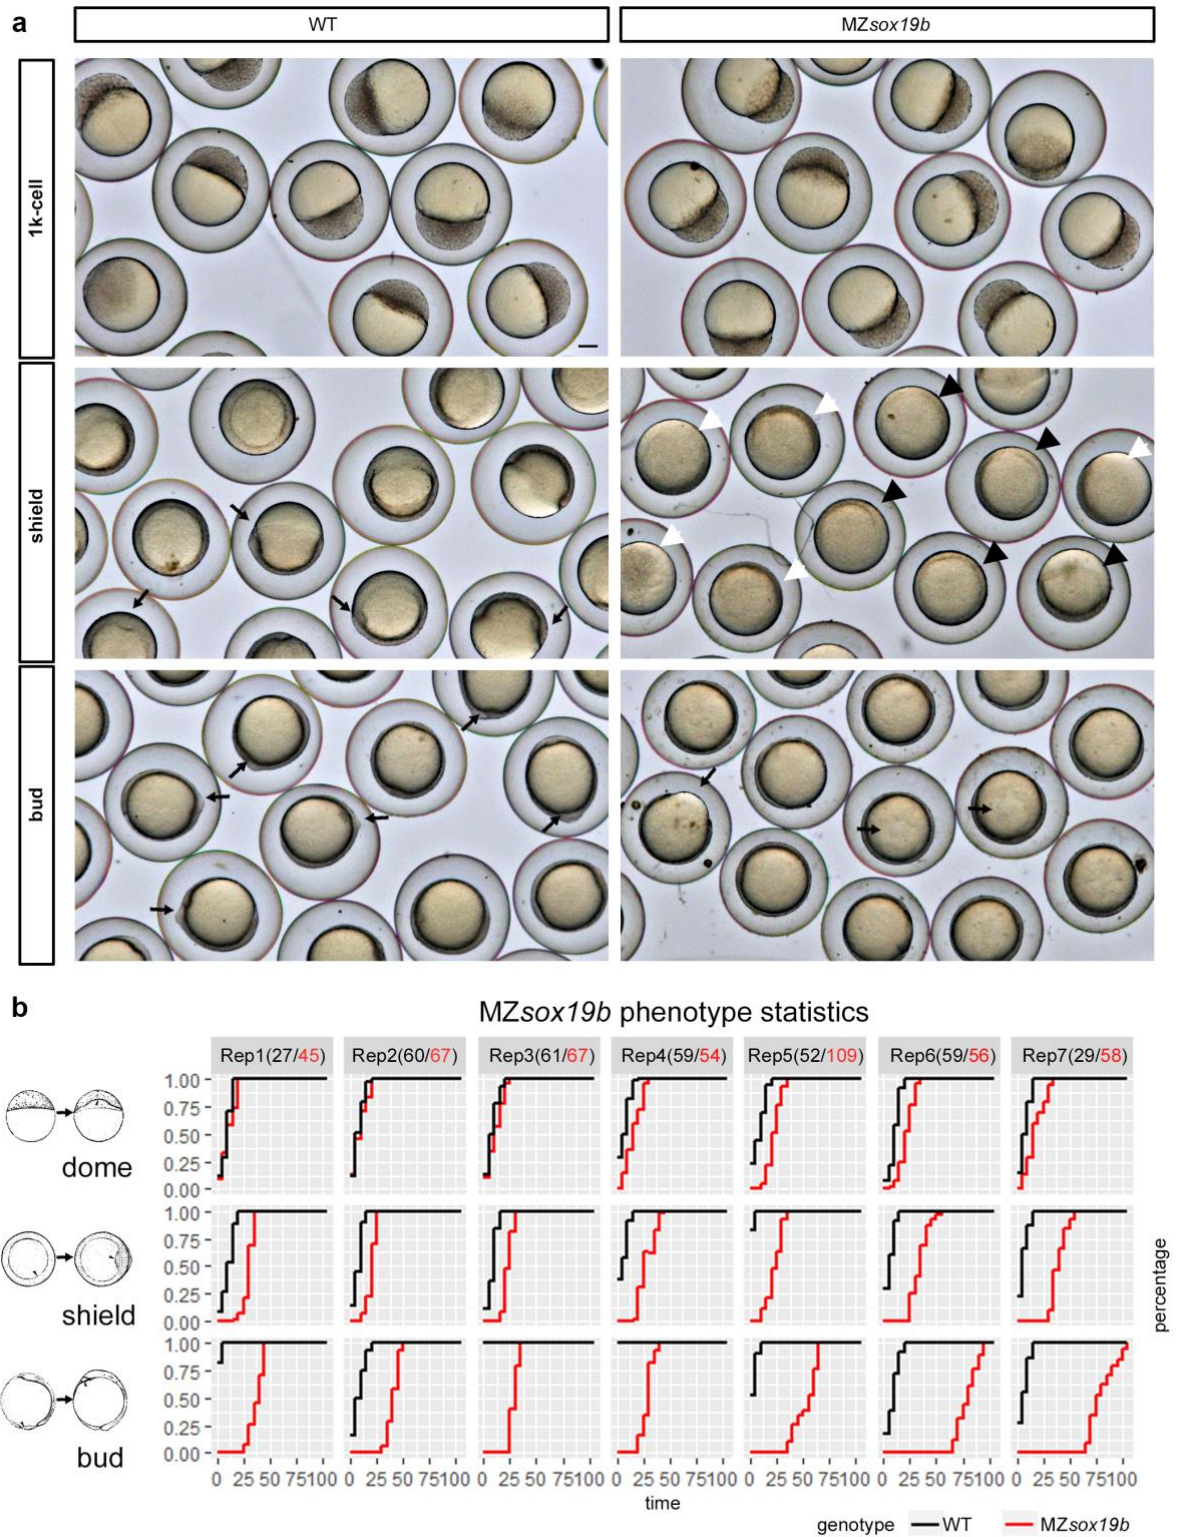

Figure S2: Supporting information for the main Figure 1. *MZsox19b* embryos are delayed in gastrulation. a-b. The embryos which were obtained from natural crosses in mass crossing cages. The fish were allowed to lay eggs for 15 minutes, then embryos were collected and let to develop at 28.5°C. **a.** Group pictures of the WT and *MZsox19b* embryos at the indicated stages. 1k: no difference. Shield: Involution of mesendodermal layer marks the gastrulation onset, which occurs

between 5.3 and 5.7 hours post fertilization (hpf) in the WT, and is followed by shield formation at 6 hpf at the dorsal side. Shield structure is visible in the WT embryos (black arrows in the WT). In the population of *MZsox19b* embryos, mesendoderm only starts to involute: it is visible as an equatorial ring in some of the embryos (black arrowheads), but not at the others (white arrowheads). Bud: gastrulation ended in the WT, the yolk is completely covered by cell layer, tail bud is formed at the posterior side (black arrows in the WT show tail buds). *MZsox19b* embryos are still undergoing gastrulation (black arrows show the free yolk). Scale bar: 200 μm . **b.** The developmental rates of the WT and *MZsox19b* embryos was measured by scoring the time of appearance of developmental landmarks of three stages: dome (4.3 hpf), shield (6 hpf) and bud (10 hpf), as shown at the left. The stages were scored every 5 min. The results of 7 independent crosses from two generations of fish are shown; time in minutes, n embryos above the graph. X-axis: time in minutes; Y-axis: percent of embryos which reached the indicated stage (1 – 100%). Stages by Kimmel. Numbers of embryos per experiment on top of the graph.

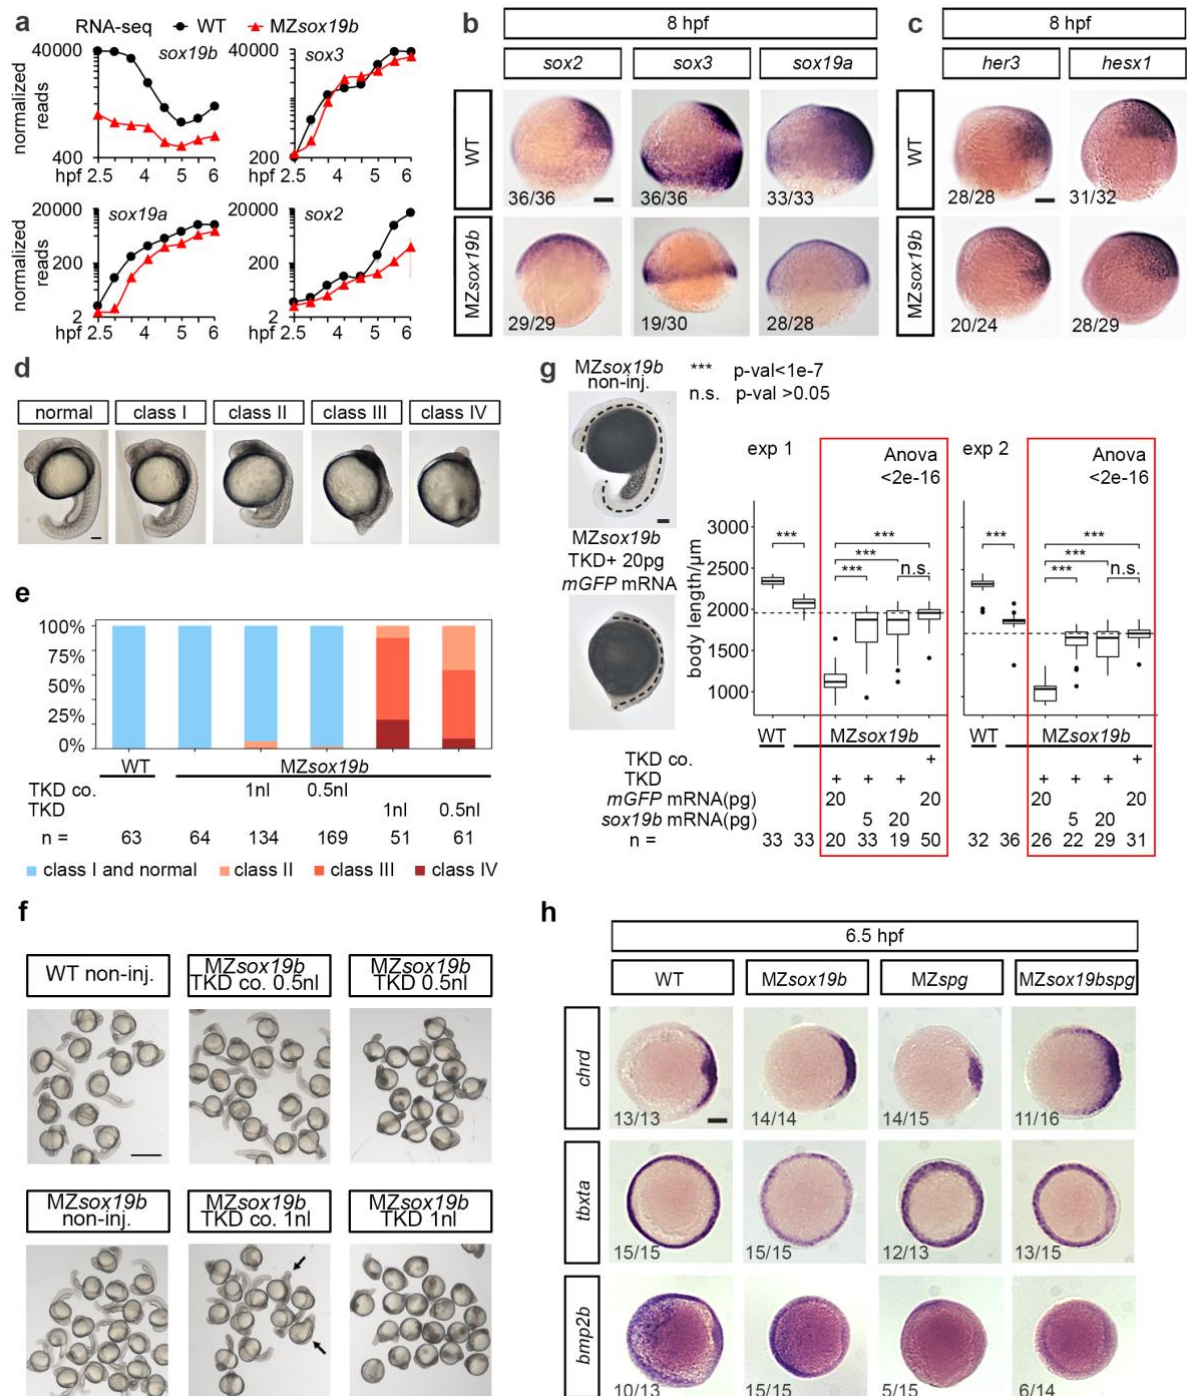

Figure S3: Supporting information for the main Figure 1(a-g) and the main Figure 2 (g). a-c. Zygotic SoxB1 family members Sox19a, Sox3 and Sox2 are present and functional in MZsox19b mutant. **a.** mRNA levels of *sox19b*, *sox19a*, *sox2* and *sox3* during development from 2.5 hpf to 6 hpf in the WT (black) and MZsox19b (red), shown in the logarithmic scale. Note, that the levels of *sox19b* non-functional RNA in MZsox19b are strongly reduced already at 2.5 hpf, due to non-sense RNA-mediated decay. Zygotic expression of *sox3*, *sox19a* and *sox2* in MZsox19b starts with a delay after ZGA (3 hpf). Expression of the earliest zygotic SoxB1 members, *sox3* and *sox19a* expression recovers close to the WT levels with different dynamics. Expression of *sox2* is still strongly reduced at 6 hpf. RNA-seq, samples were collected in 30 min intervals (see Fig. S4a). **b.** Developmental delay was reflected in

the molecular patterning of the MZ*sox19b* mutants. *In situ* hybridization for *sox2*, *sox3* and *sox19a*, 8 hpf, lateral views, dorsal to the right. Note, that, at 8 hpf in the WT, *sox2*, *sox3* and *sox19a* became restricted to the prospective neuroectoderm; *sox3* is also expressed in the equatorial region of the embryo (mesodermal ring). In MZ*sox19b*, *sox2* and *sox19a* retained earlier ubiquitous pattern (compare to Fig. 1d in the main text). *sox3* was restricted to mesoderm, in the majority of MZ*sox19b* embryos (19/30 embryos, as shown in the figure), in 11 embryos *sox3* staining was ubiquitous (as in Fig. 1d, main text). **c.** Direct SoxB1 target genes *her3* and *hesx1*¹, are expressed in MZ*sox19b* mutants at 8 hpf. *In situ* hybridization, lateral views, dorsal to the right. Scale bar: 100 μ m in (b-c). **d-f.** Morpholino titration experiment. To generate the triple knockdown of zygotic SoxB1 genes in MZ*sox19b* mutants, 1-cell stage MZ*sox19b* embryos were microinjected with Sox2, Sox3 and Sox19a morpholino mix (TKD mix, see Methods). In TKDco mix, Sox19a morpholinos were replaced with Sox19b morpholinos, so that only three out of four SoxB1 genes were blocked upon injection. TKDco was used to control for non-specific effects of TKD. To investigate the dose-dependent effects of the morpholinos, we injected 1 nl (5.4 ng) of TKD or TKDco per MZ*sox19b* embryo, or 50% of this (0.5 nl, 2.7ng). **d.** Phenotypic classes at 19 hpf, MZ*sox19b*. Injection of TKD in both amounts resulted in the range of phenotypes II-IV in two experiments. The “middle severity” phenotype (class III) was similar to previously published QKD phenotype in the WT, which was considered to be a complete SoxB1 knockdown¹. The TKDco injection into MZ*sox19b* resulted in class I embryos, which were somewhat shorter than non-injected (shown as “normal”), indicating non-specific effects of Morpholino injections. Scale bar: 100 μ m. **e.** Pooled statistics of two independent experiments. **f.** Group phenotypes at 19 hpf. Arrows show the embryos with strongest non-specific axial defects in 1 nl TKDco injected group, which were scored as “class II” (less than 5% in 1 nl injections) in (d). Scale bar: 500 μ m. **g.** Triple Sox19b, Sox2 and Sox3 knockdown in MZ*sox19b* embryos (TKD) can be completely rescued by Sox19b mRNA. 1-cell stage MZ*sox19b* embryos were injected with TKD + control mRNA, TKD + 5 pg *sox19b* mRNA, TKD + 20 pg *sox19b* mRNA, or TKDco + control mRNA, as indicated. Non-injected WT and MZ*sox19b* embryos were collected at the same time and served as additional stage controls. We scored the live phenotypes at 19 hpf (Fig. 2c in the main text), then fixed all the embryos, took the lateral images and draw the midline from head to tail, as shown in the figure. The lengths of the body axes were measured in ImageJ. 1- way Anova and Tukey-Kramer test were performed to compare four injected samples (red frames at the right part of the graphs). The body length of TKD + control mRNA injected embryos was at least 1.5 times shorter than of the TKD + Sox19b mRNA-injected embryos, the difference was highly significant (1-way Anova $<2e-16$, $p\text{-val}<1e-7$ for all shown pairwise differences in Tukey-Kramer test). The differences between TKDco + control mRNA and TKD + *sox19b* mRNA-injected embryos were non- significant ($p\text{-val}>0.05$ in Tukey-Kramer test), and we therefore concluded that the rescue was complete. As expected, in both experiments the body length of the WT was longer than of MZ*sox19b* (left part of the graph, $p\text{-val} = 3.7412e-26$ in exp.1 and $p\text{-val} = 2.2150e-25$ in exp.2 in 2- tailed Student t-test). We also estimated non-specific morpholino effects, by comparing the body lengths of TKDco + control - injected MZ*sox19b* embryos with non-injected MZ*sox19b*. The difference was significant ($p\text{-val} = 2.6503e-05$ in exp.1 and $p\text{-val} = 4.0969e-07$ in exp.2 in 2- tailed Student t-test). n- number of embryos. Dotted line shows the mean value for TKDco + control mRNA – injected embryos. Scale bar: 100 μ m. n=2 biologically independent experiments. The lower border, middle line and upper border of the box plot correspond to 0.25, 0.5

(median) and 0.75 quantile, respectively. **h.** MZsox19bsp_g double mutants are more dorsalized than MZsp_g and MZsox19b mutants. *In-situ* hybridization with the probes for dorsal (*chrd*), pan-mesodermal (*tbxta*) and ventral (*bmp2b*) transcripts, animal view, dorsal to the right. Note that *chrd* is radially expanded in MZsox19bsp_g compared to all other genotypes, while *bmp2b* staining is reduced in both MZsox19bsp_g and MZsp_g. Scale bar: 100 μ m. Source data for the panel a are provided as a Source Data file.

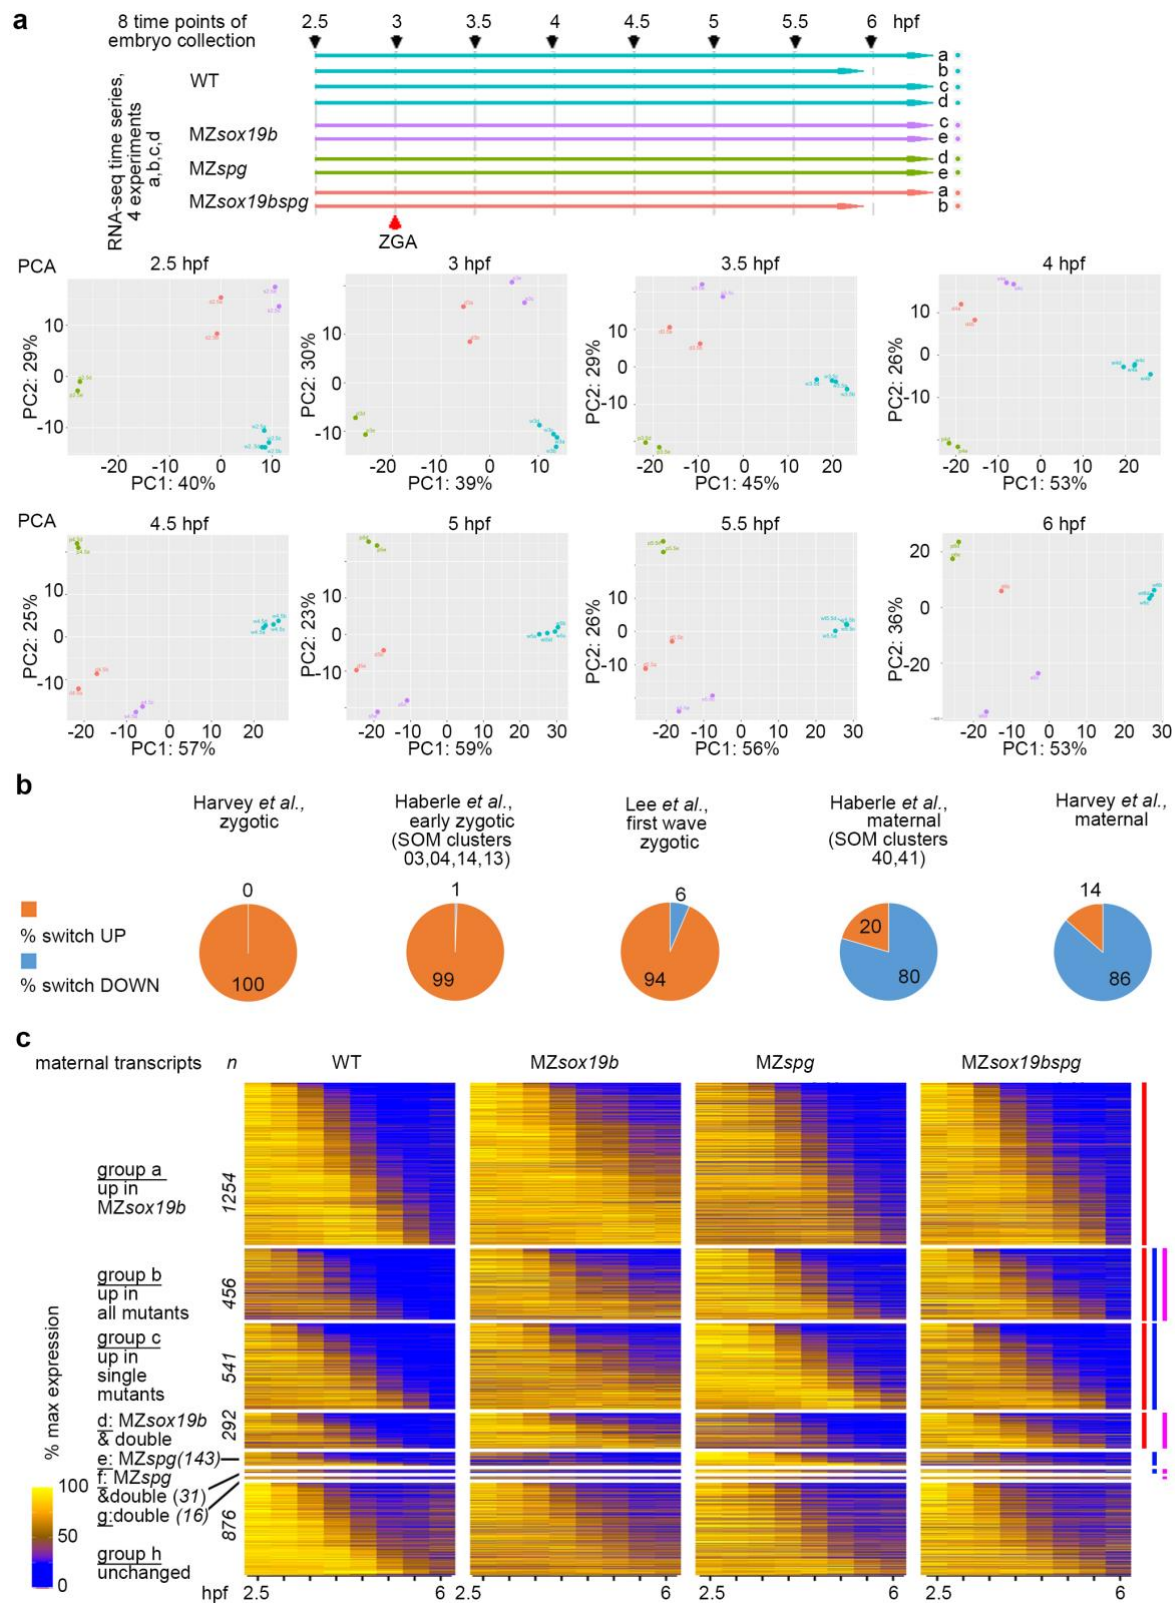

Figure S4: Zygotic transcription and maternal RNA degradation are non-additively delayed in single and double mutants (supporting information for the main Fig. 3) **a**. RNA-seq time curves, experimental setup and agreement between the replicates. Top: Five experiments, a-e, were performed at five different days. Embryos from two genotypes were collected in parallel in each of the experiments. In the experiments a, c, d, e the embryos were collected at 2.5, 3, 3.5, 4, 4.5, 5, 5.5 and

6 hpf. In the experiment b the embryos were collected at 2.5, 3, 3.5, 4, 4.5, 5, and 5.5 hpf. Bottom: Principle component analysis for each time point (Deseq2). **b.** Switching “UP” and “DOWN” transcripts match zygotic genes and maternal genes from previous studies: Harvey et al, 2013², Haberle et al., 2014³, Lee et al., 2013⁴. The percentages of WT “switch UP” and “switch DOWN” genes are shown. The genes are listed in Dataset S1. **c.** Maternal RNA degradation is non-additively delayed in single and double mutants. Heatmap of all 3609 maternal transcripts in the indicated genotypes, grouped by regulation in one or several mutants. Color lines - upregulation in one of the mutant genotypes (red line - *MZsox19b*, blue line – *MZspg*, purple line - *MZsox19bsp*) at the right. n- number of transcripts per group. 2733 transcripts were upregulated in one or several mutants, 876 transcripts were not (group h, unchanged). Dataset S1 lists all the transcripts and timepoints. Source data for the panels a,c are provided as a Source Data file. Source data for the panel b are provided as a Dataset S1.

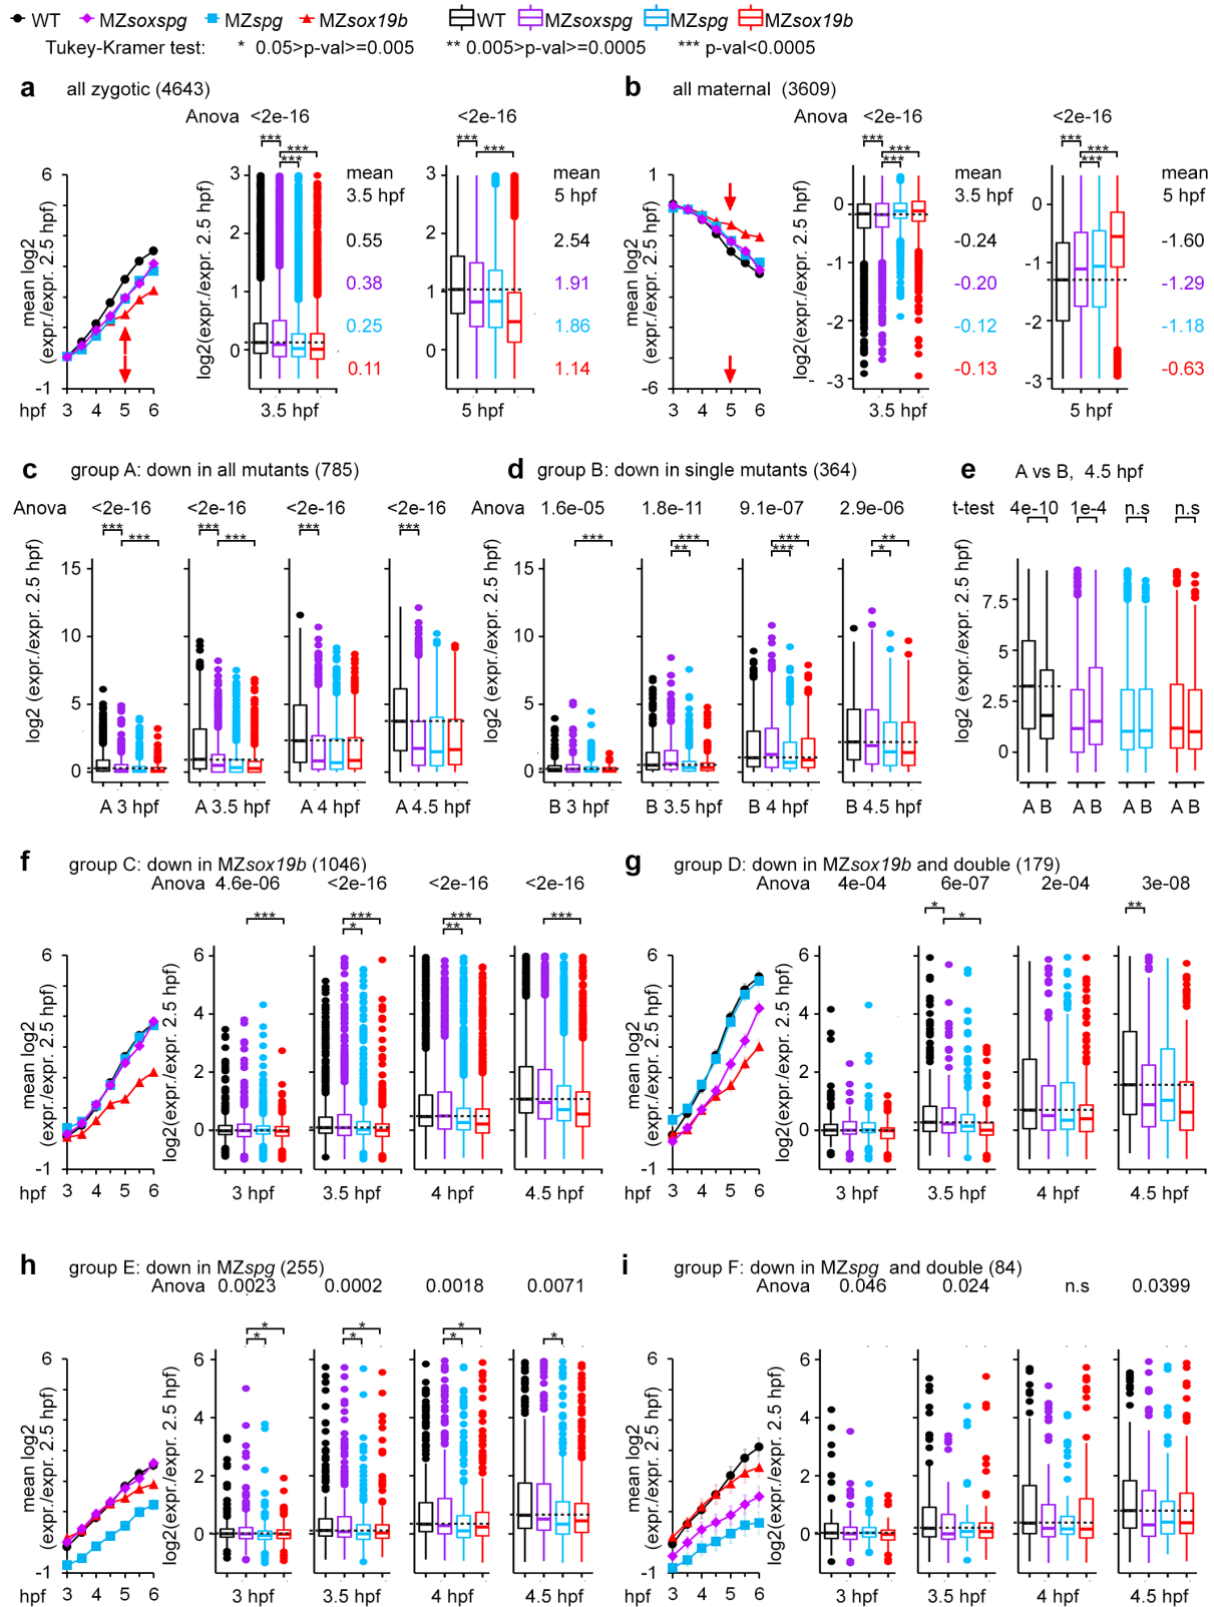

Figure S5: Non-additive and compensatory effects of Pou5f3 and Sox19b on transcription (supporting information for the main Fig. 3). Line graphs and box plots are shown for the indicated transcript groups. Line graphs show the mean transcription profiles relative to 2.5 hpf expression at 3 to 6 hpf, in four genotypes (WT, MZsox19bpg, MZspg, MZsox19b). Box plots show the distribution of the relative expression values at the indicated time points for four genotypes (WT, MZsox19bpg, MZspg, MZsox19b). The lower border, middle line and upper border

of the box plots correspond to 0.25, 0.5 (median) and 0.75 quantile, respectively. Horizontal dashed lines show the WT median level. Statistical significance of the differences between the genotypes were estimated using 1-way Anova. Anova F-values are shown above the graphs, n.s. – non-significant, $F > 0.05$. Pairwise differences for multiple comparisons were estimated by Tukey-Kramer test for (95% confidence level). Significant pairwise differences ($p > 0.05$) between *MZsox19bspg* and WT, *MZsox19bspg* and *MZspg*, and *MZsox19bspg* and *MZsox19b* are shown above the graphs (* $p < 0.05$, ** $p < 0.005$, *** $p < 0.0005$ in Tukey-Kramer test) in a-d and f-i. All p-values and mean values are listed in the Table S1. **a.** All WT zygotic transcripts. At 3.5 hpf, the zygotic expression in the double mutant was higher than in the single mutants. At 5 hpf, the zygotic expression in the double mutant was the same as in *MZspg* and higher than in *MZsox19b*. General delay in the zygotic expression in *MZsox19b* occurred between 4.5 and 5 hpf, as shown by red arrow. **b.** All WT maternal transcripts. Maternal mRNA levels in the double mutant were lower than in the single mutants at 3.5 hpf and at 5 hpf. General delay in the maternal RNA degradation in *MZsox19b* occurred between 4.5 and 5 hpf, as shown by red arrow. **c,d.** Non-additive (c, group A) and compensatory (d, group B) effects of *Pou5f3* and *Sox19b* mutations on the earliest zygotic transcription (related to Fig. 3b, d, main text). Box plots show the distribution of zygotic expression levels at 3-4.5 hpf relative to expression at 2.5 hpf. Only significant pairwise differences are shown. WT median - dotted line, p-values in Tukey-Kramer test. **e.** Disbalance of zygotic transcription in *MZsox19bspg*: A-group transcripts are expressed in a higher level than B-group transcripts in the wild-type, reverse is true for the *MZsox19bspg*. Box plots for 4.5 hpf. Median - dotted line. p-values in two-tailed Student's t-test, (n.s - $p > 0.05$). **f-i.** Zygotic groups downregulated in the mutants, as indicated (related to the main Fig. 3b, Dataset S1). The differences within the smallest group G (downregulated in the double mutants only) were not significant at any time point (data not shown). *MZsoxspg*=*MZsox19bspg*. $n(\text{wt})=4$, $n(\text{MZspg})=2$, $n(\text{MZsox19b})=2$, $n(\text{double})=2$, where n is a number biologically independent experiments. Error bars – standard error of the mean. Source data are provided as a Source Data file and Dataset S1.

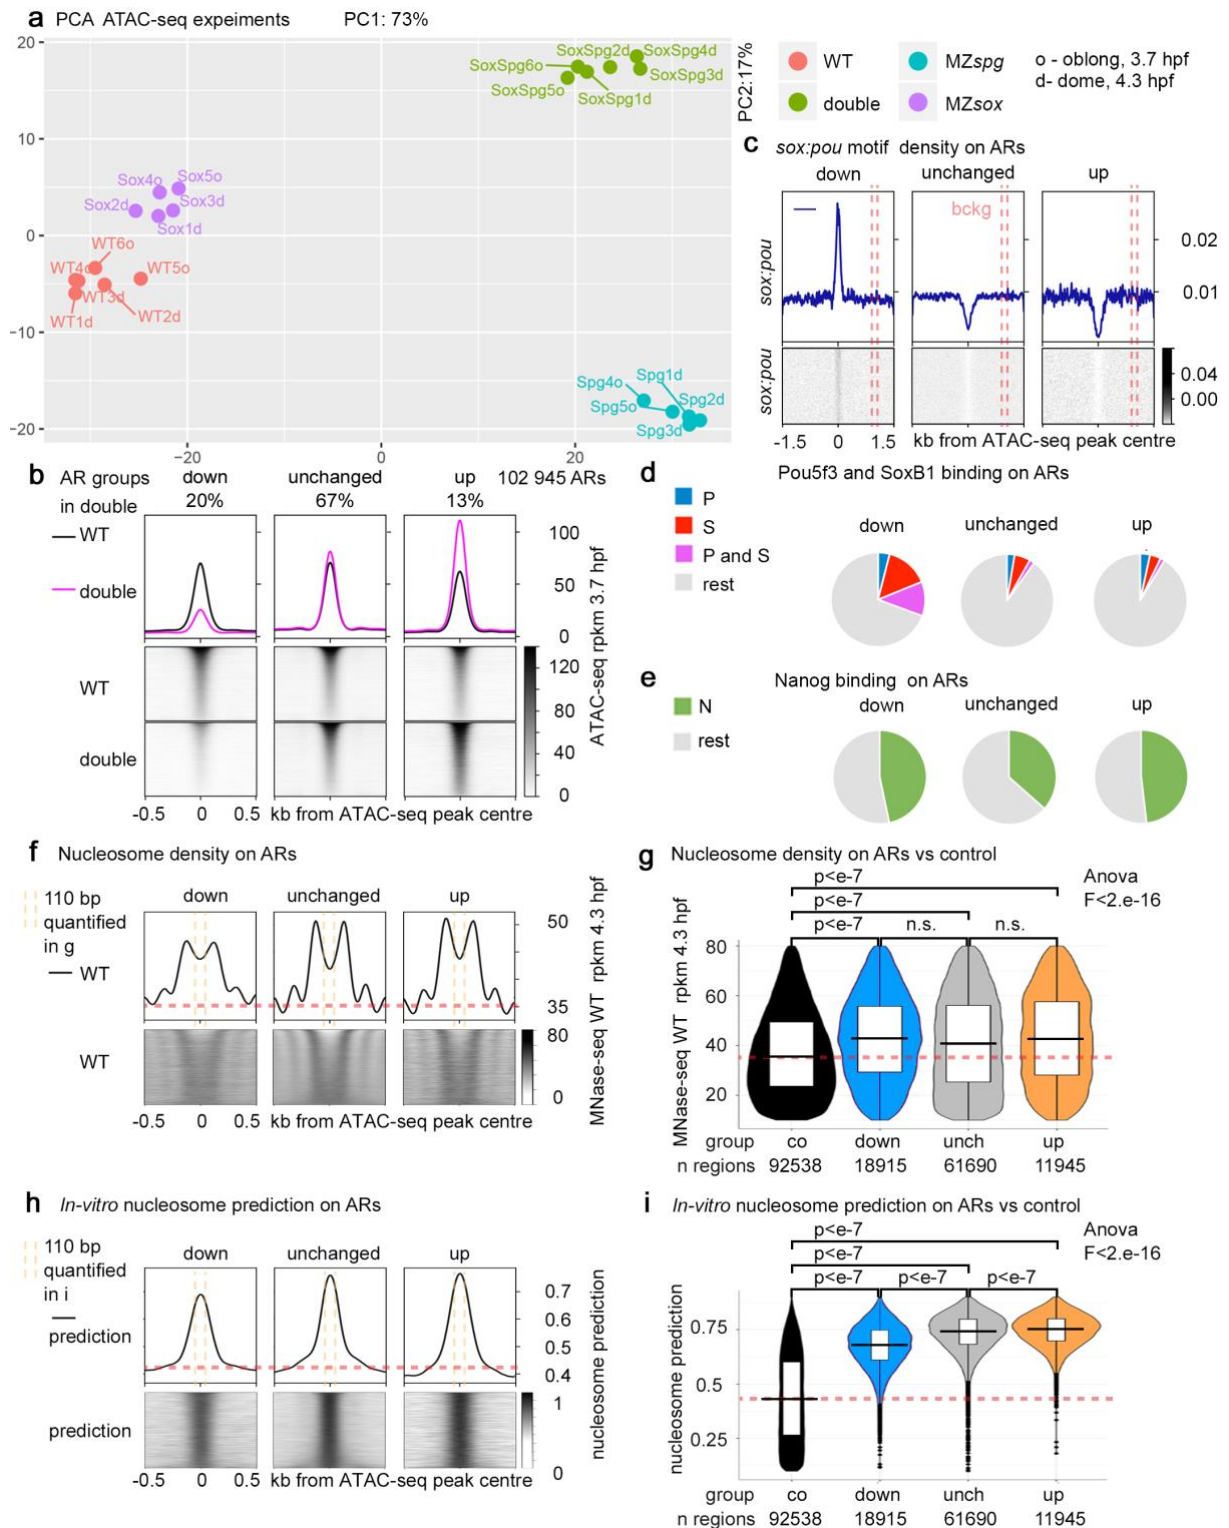

Figure S6: ATAC-seq experiments; the properties of the differential and unchanged ARs. (supporting information for the main Fig. 5). **a.** ATAC-seq experiments for all genotypes were performed at least in triplicates at 4.3 hpf and at least in duplicates at 3.7 hpf. 102945 ATAC-seq peaks present in oblong and dome stages were selected for further analysis. PCA for chromatin accessibility on the selected 102945 ARs in all experiments. Note that the difference between the genotypes exceeds the difference between the time points. We pooled the replicates from two stages to calculate the differences in accessibility between the genotypes. **b.** Chromatin accessibility (3.7 hpf) on three groups of ATAC-seq peaks: reduced

(“down”), unchanged, or increased (“up”) in MZ*sox19b**spg* double mutants relatively to the wild-type. The regions were sorted by descending ATAC-seq peak score. **c.** *Sox:pou* motifs were enriched in “down” ARs and underrepresented in “unchanged” and “up” ARs. The regions were sorted by descending ATAC-seq peak score. To estimate background motif level, the genomic coordinates of all ATAC-seq peak were shifted 1 kb downstream (red dashed lines). **d.** Overlaps between ARs and ChIP-seq peaks for Pou5f3 and SoxB1⁵, at 5 hpf. Note that “down” ARs are 4x more frequently bound by Pou5f3 and SoxB1 than unchanged or “up” ARs (38%, 10% and 8%, respectively). We consider that 38% is likely an underestimated number for TF binding to “down” ARs, because of high cognate motif frequency on these regions (shown in the main Fig. 5f). Also, ChIP-seq was done in a later stage and this technique does not capture all transient TF-binding events. **e.** Overlaps between ARs and ChIP-seq peaks for Nanog at 4.3 hpf stage⁶. Note that “down” and “up” ARs are equally bound by Nanog. Nanog increases chromatin accessibility by displacing nucleosomes⁷⁻⁹; presumably, it does so independently on Pou5f3 and Sox19b. **f-i.** Real and predicted nucleosome occupancy on the ATAC-seq peaks (ARs) is higher than genomic mean values (red dashed line). To obtain genomic control values the coordinates of ATAC-seq peaks were shifted 1 kb downstream. **f.** MNase-seq signals at 4.3 hpf (wild-type, n=1 Mnase-seq experiment, data from⁹) were plotted on “down”, “unchanged” and “up” ARs. Note two well-positioned nucleosomes and a gap between them. The 110bp region scored in (g) is in the gap, marked by yellow dashed lines. **g.** MNase-seq signals were quantified on 110 bp around the control, “down” “unchanged” and “up” ARs. Nucleosome occupancy was significantly higher in all ARs than in the control. 1-way Anova, Tukey-Kramer test. The lower border, middle line and upper border of the white box correspond to 0.25, 0.5 (median) and 0.75 quantile, respectively. **h.** *In-vitro* predicted nucleosome occupancy¹⁰ was plotted on “down”, “unchanged” and “up” ARs. The 110-bp region scored in (i) is marked by yellow dashed lines. **i.** *In-vitro* nucleosome prediction values were quantified on 110 bp around the control, “down” “unchanged” and “up” ARs. *In vitro* nucleosome prediction was significantly higher in all ARs than in controls, and significantly differs as “down”<“unchanged”<“up” ARs. The lower border, middle line and upper border of the white box correspond to 0.25, 0.5 (median) and 0.75 quantile, respectively. 1-way Anova, Tukey-Kramer test. Source data are provided as a Dataset S3.

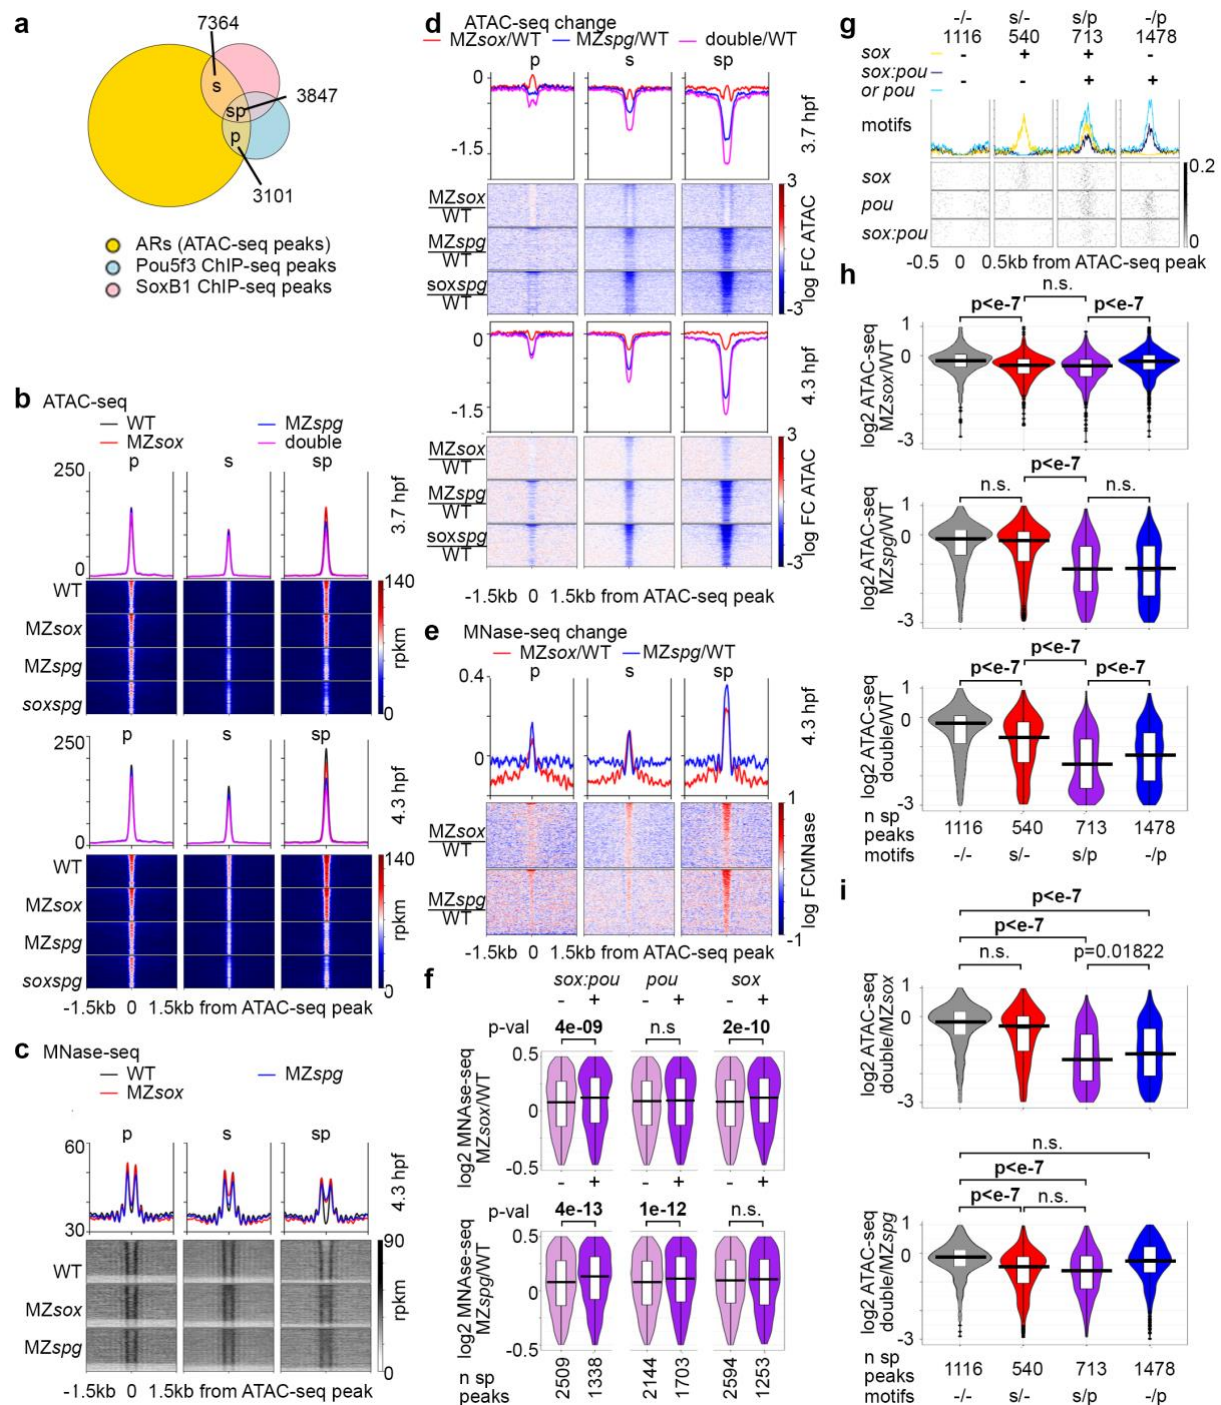

Figure S7: Sox19b and Pou5f3 promote chromatin accessibility by displacing nucleosomes on different binding motifs (supporting information for the main Fig. 6). **a.** Overlap between all ARs (Dataset S3), SoxB1 and Pou5f3 binding peaks⁵, (Dataset S4). **b,c** ATAC-seq (**b**) and MNase-seq (**c**) signals on ARs overlapping Pou5f3-only (p), SoxB1- only (s), or both Pou5f3 and SoxB1 (sp) ChIP-seq peaks in the indicated genotypes. ARs were sorted by descending ATAC-seq peak score. **d.** Differences in chromatin accessibility between the mutants and the wild-type on p, s and sp peaks. Note the strongest effects on sp peaks and in the double mutant MZsox19bsp. **e.** Nucleosome displacement by Pou5f3 and Sox19b on p, s, and sp peaks in the single mutants. Note the strongest effect on sp peaks. **f.** Nucleosome displacement on sp peaks with (+) or without (-) the motifs indicated above was compared. MZsox19b (top): Sox19b displaces nucleosomes on sox:pou and sox

motifs. MZspg (bottom): Pou5f3 displaces nucleosomes on *sox:pou* and *pou* motifs. Log2 mutant/wt fold changes in MNase signals were calculated per 110-bp regions around AR summits and provided in Dataset S3. P-values in 2-tailed Student t-test. n=1 MNase-seq experiments, WT and MZspg from⁹, MZsox19b from this work. **g-i.** Pou5f3 and Sox19b promote chromatin accessibility independently of each other by binding to *pou/sox:pou* and *sox* motifs, respectively. n(wt)=3, n(MZspg)=3, n(MZsox19b)=3, n(double)=4, where n is a number biologically independent ATAC-seq experiments. **g.** Chromatin accessibility reduction in the mutants was compared between sp peaks without motifs (-/-), sp peaks with *sox* motifs only (s/-), sp peaks with *sox* and *pou* or *sox:pou* motifs (s/p), or sp peaks with *pou* or *sox:pou* motifs only (-/p). -/- peaks served as control for non-specific effects. Scale- motif density. **h.** Mutants to wild-type change. MZsox19b: chromatin accessibility was reduced to the same extent in s/p and s/- groups, compared to -/- control, indicating that Sox19b promotes accessibility on *sox* motifs independently of Pou5f3 binding nearby. MZspg: chromatin accessibility was reduced to the same extent in s/p and -/p groups, compared to -/- control, indicating that Pou5f3 promotes accessibility on *pou* and *sox:pou* motifs independently of Sox19b binding nearby. MZsox19bspg: chromatin accessibility was stronger reduced on s/p group compared to s/- and -/p, indicating additive or redundant effects of Pou5f3 and Sox19b independent binding on chromatin accessibility. **i.** Double to single mutant change. MZsox19bspg to MZsox19b: chromatin accessibility is reduced only on peaks with *pou* or *sox:pou* motifs (s/p, -/p) compared to -/- control. MZsox19bspg to MZspg: chromatin accessibility is reduced only on the peaks with *sox* motifs (s/p, s/-) compared to -/- control. We concluded that Pou5f3 and Sox19b promote chromatin accessibility independently. Nucleosome displacing activities of Pou5f3 and Sox19b add up on s/p peaks, as their motifs are located within the same AR. 1-way Anova F-values were <e-16 in all cases. Pairwise differences – Tukey-Kramer test. Mean ATAC-seq values in rkm were taken for 110 bp around the ATAC-seq peak summit and listed in Dataset S3. double=MZsox19bspg, MZsox=MZsox19b. The lower border, middle line and upper border of the white box in (f,h,i) correspond to 0.25, 0.5 (median) and 0.75 quantile, respectively. Source data are provided as Datasets S3 and S4.

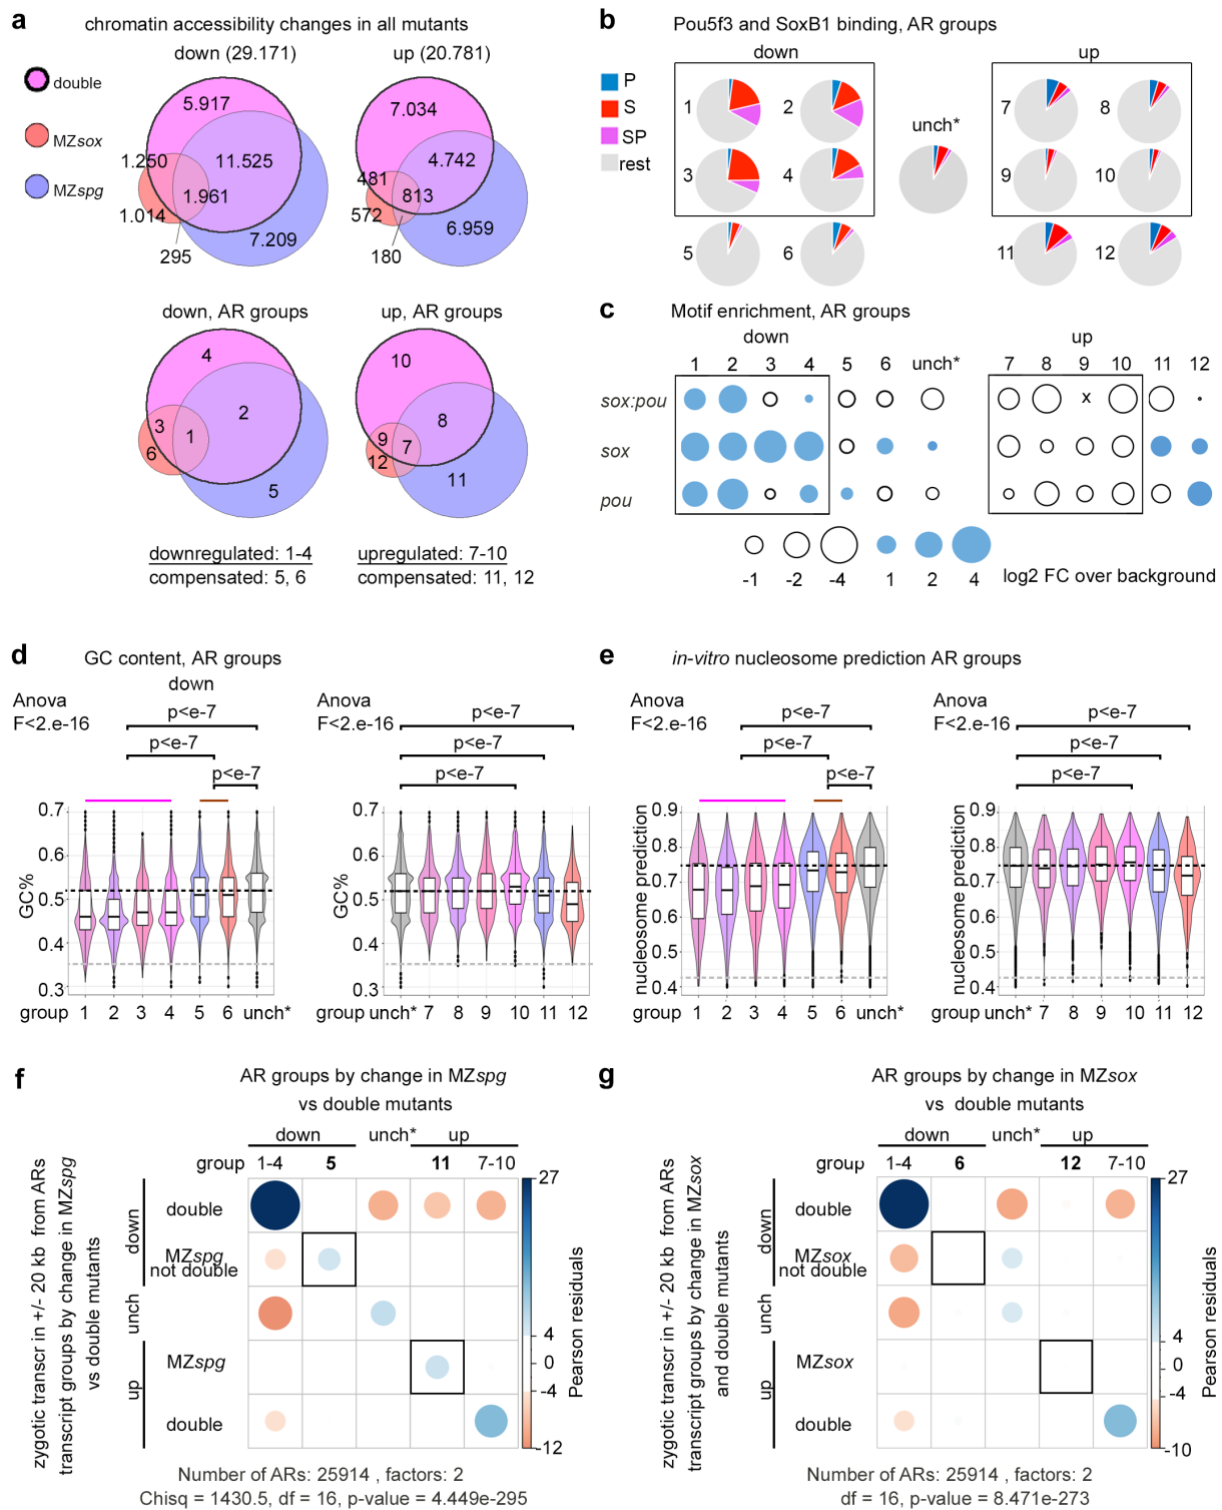

Figure S8: Properties of ARs with differential chromatin accessibility (supporting information for main Fig. 7). **a.** Venn diagrams show overlaps of ARs where chromatin accessibility changed in single and double mutants. The properties of 12 groups were compared in b-e. “Compensated” groups 5, 6, 11, 12 – ARs where chromatin accessibility is changed only in the single mutants and not in double. **b.** Overlap with Pou5f3 and SoxB1 TF binding in 12 groups and unchanged ARs. Note the highest overlap in the groups 1-4. **c.** Motif enrichment in 12 groups and unchanged ARs (x – no motifs). Note, that all the motifs were underrepresented in the upregulated ARs. In compensated ARs, downregulated in single mutant, one type of motifs was

underrepresented (except the smallest group 12); this means, that the compensatory effects on chromatin were indirect, *i.e.* not due to the sequence-specific binding of both factors. **d,e.** GC content (d) and *in vitro* predicted nucleosome occupancy in 12 groups and unchanged ARs. Note that GC content and *in vitro* predicted nucleosome occupancy is the lowest in the ARs downregulated in the double mutant (gr. 1-4, magenta line) and the highest in the group upregulated in the double mutant only (gr.10). 1-way Anova, Tukey-kramer test. For the “down” groups, the pairwise differences were all significant except 1 and 2, 2 and 4, 3 and 4, 5 and 6. For the “up” groups, groups 7, 8, 9 were not different from each other and from unchanged. Median genomic control level – grey dashed line, median level of unchanged ARs - black dashed line. The lower border, middle line and upper border of the white box correspond to 0.25, 0.5 (median) and 0.75 quantile, respectively. **f,g.** Chi-squared test for independence of transcriptional and chromatin accessibility changes in the single mutants only. P-value is two-tailed. **f.** ARs with down- or upregulated chromatin accessibility in the MZspg are associated with zygotic genes, down- or upregulated in MZspg. **g.** ARs with down- or upregulated chromatin accessibility in the MZsox19b are not significantly associated with zygotic genes, down- or upregulated in MZsox19b. unch* - ARs unchanged in both single and double mutants. Source data for the panels a-e are provided as a Dataset S3. Source data for the panel b are provided as a Dataset S4. Source data for the panels f,g are provided as a Dataset S5.

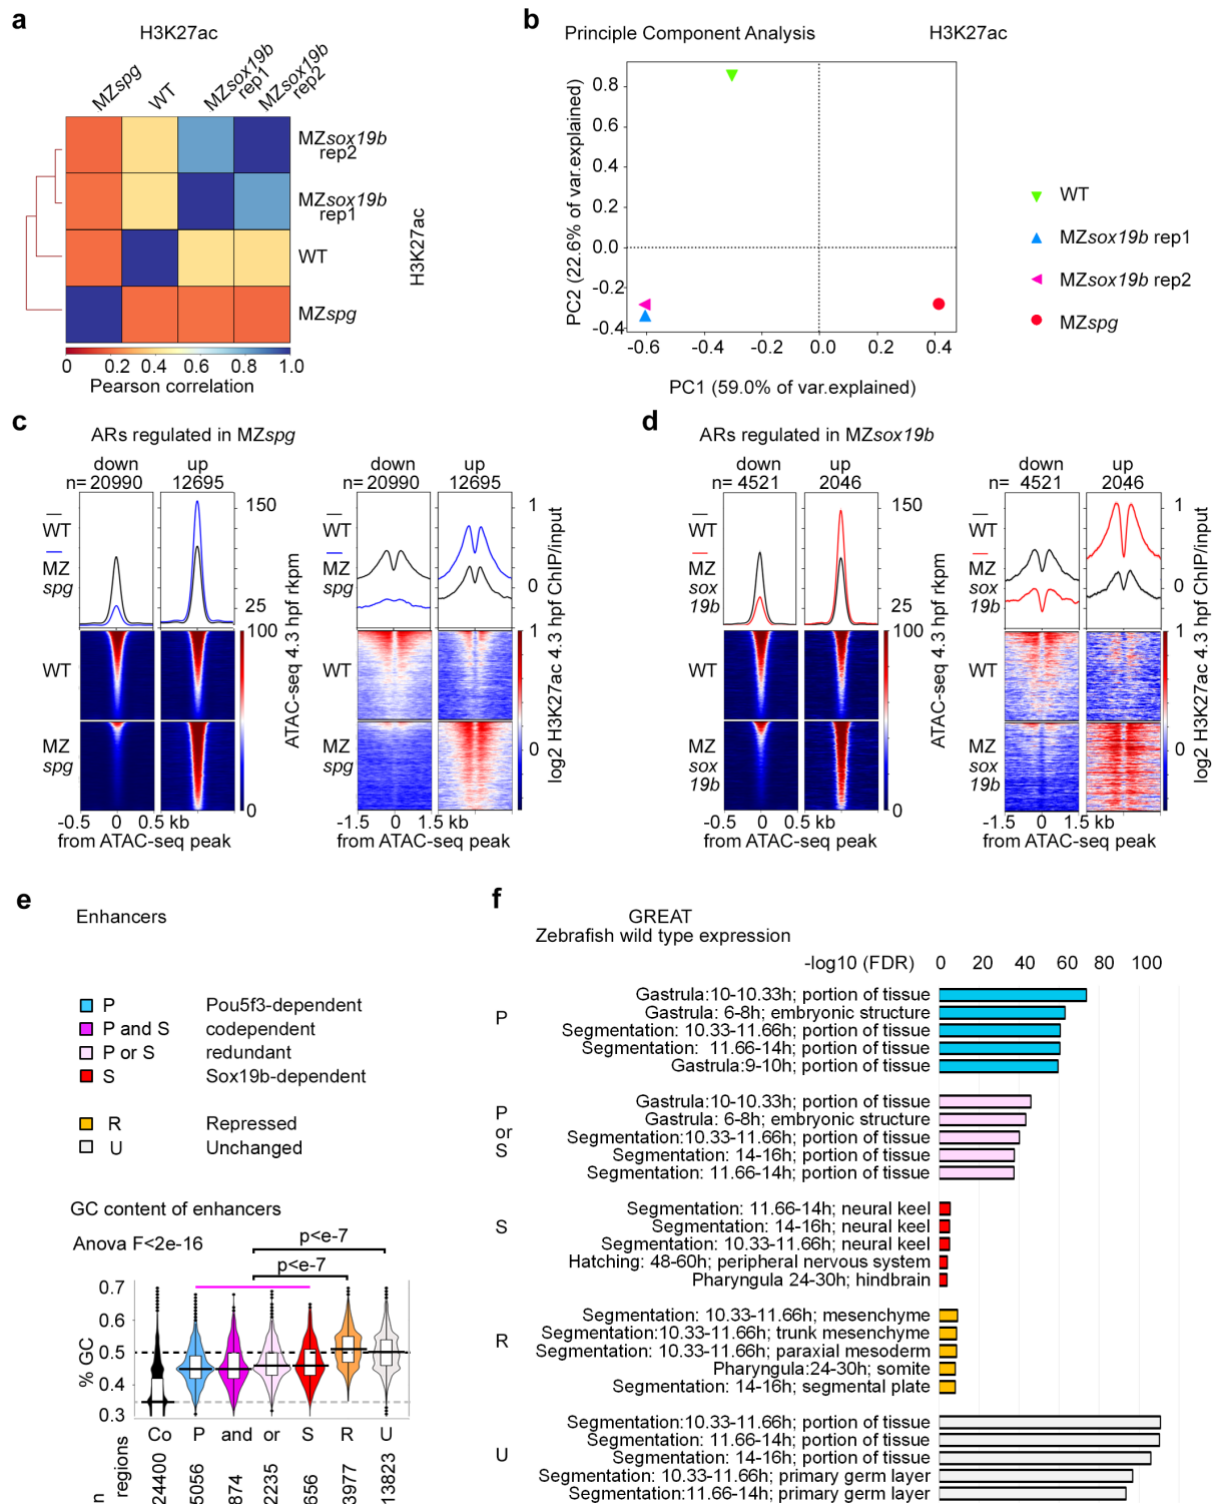

Figure S9: H3K27ac deposition and chromatin accessibility are coregulated by Pou5f3 and Sox19b (supporting information for main Figures 7 and 8). a-b. The genome-wide differences between four H3K27ac ChIP-seq experiments: two biological replicates of *MZsox19b*, and single WT and *MZspg* replicates were estimated using Pearson correlation (a), and Principle Component Analysis (b). The differences between biological replicates are small compared to the differences between the genotypes. c-d. Chromatin accessibility of ARs and H3K27-acetylation of flanking nucleosomes change in parallel in *MZspg* (c) and *MZsox19b* (d). ATAC-seq signal (left) and H3K27ac (right) on the downregulated and upregulated ARs in *MZspg* (c) and

MZsox19b (d). ARs were sorted by descending ATAC-seq peak score. Numbers of regions is shown above the graphs. **e.** Enhancers directly activated by Pou5f3 or Sox19b (Pou5f3-dependent, codependent, redundant and Sox19b-dependent, magenta line) have lower CG content compared to the other enhancers. Gray dashed line – control GC level, black dashed line – GC level of unchanged enhancers. 1-way Anova, Tukey-Kramer test. The lower border, middle line and upper border of the white box correspond to 0.25, 0.5 (median) and 0.75 quantile, respectively. **f.** GREAT¹¹ enrichment in Gene Ontology term “wild type zebrafish expression” on five indicated enhancer groups. The codependent group (P and S) showed no enrichment. Source data are provided as a Dataset S3.

Supplementary Table 1: Statistics for the Supplementary Figure 5

Fig. panel		Fig. S5a	Fig. S5a	Fig. S5b	Fig. S5b	Fig. S5c	Fig. S5c	Fig. S5c	Fig. S5c
transcript group		all zygotic 3.5 hpf n=4643	all zygotic 5 hpf n=4643	all materna l 3.5 hpf n=3609	all materna l 5 hpf n=3609	A 3 hpf n=785	A 3.5 hpf n=785	A 4 hpf n=785	A 4.5 hpf n=785
1-way Anova, Pr(>F)		<2e-16	<2e-16	<2e-16	<2e-16	<2e-16	<2e-16	<2e-16	<2e-16
Mean	WT	0.551	2.54	-0.243	-1.60	0.381	1.40	2.45	3.67
log2 (expr/ expr 2.5 h pf)	double	0.383	1.91	-0.198	-1.29	0.0801	0.533	1.17	1.74
	MZspg	0.250	1.86	-0.123	-1.18	0.0645	0.471	1.15	1.86
	MZsox19b	0.115	1.14	-0.129	-0.631	-0.182	0.196	1.03	1.84
Tukey multiple compar. of means, 95% conf. level (¹)	WT-double	0.0000000	0.0000000	0.0000010	0.0000000	0.0000000	0.0000000	0.0000000	0.0000000
	WT-MZspg	0.0000000	0.0000000	0.0000000	0.0000000	0.0000000	0.0000000	0.0000000	0.0000000
	WT-MZsox 19b	0.0000000	0.0000000	0.0000000	0.0000000	0.0000000	0.0000000	0.0000000	0.0000000
	double-MZ spg	0.0000000	0.6818824	0.0000000	0.0000530	0.9783447	0.8581548	0.9968089	0.8106821
	double-MZ sox19b	0.0000000	0.0000000	0.0000000	0.0000000	0.0000000	0.0000979	0.5753939	0.8958933
	MZspg-MZ sox19b	0.0000000	0.0000000	0.8654144	0.0000000	0.0000000	0.0024627	0.7064488	0.9977278

panel		Fig. S5d	Fig. S5d	Fig. S5d	Fig. S5d	Fig. S5f	Fig. S5f	Fig. S5f	Fig. S5f
transcript group		B 3 hpf n=364	B 3.5 hpf n=364	B 4 hpf n=364	B 4.5 hpf n=364	C 3 hpf n=1046	C 3.5 hpf n=1046	C 4 hpf n=1046	C 4.5 hpf n=1046
1-way Anova, Pr(>F)		1.56e-05	1.77e-11	9.07e-07	2.92e-06	4.6e-06	<2e-16	<2e-16	<2e-16
Mean	WT	0.0760	0.682	1.48	2.51	0.0276	0.348	0.926	1.71
log2 (expr/ expr 2.5 h pf)	double	0.0796	0.657	1.58	2.38	0.0203	0.355	0.984	1.60
	MZspg	0.0205	0.322	0.970	1.81	0.0312	0.243	0.757	1.42
	MZsox19b	-0.106	0.117	0.920	1.70	-0.0525	0.0416	0.438	0.969
Tukey multiple compar. of means, 95% conf. level (¹)	WT-double	0.9997748	0.9923292	0.9188907	0.9022907	0.9795195	0.9979221	0.8057498	0.5238130
	WT-MZspg	0.5536120	0.0004525	0.0034788	0.0008908	0.9973472	0.0338885	0.0411882	0.0014865
	WT-MZsox 19b	0.0001062	0.0000000	0.0010069	0.0000798	0.0000912	0.0000000	0.0000000	0.0000000
	double-MZ spg	0.4992449	0.0013706	0.0002894	0.0103997	0.9357449	0.0200573	0.0022833	0.0997061
	double-MZ sox19b	0.0000724	0.0000000	0.0000679	0.0013812	0.0004911	0.0000000	0.0000000	0.0000000
	MZspg-MZ sox19b	0.0151644	0.1112940	0.9873325	0.9400947	0.0000372	0.0000013	0.0000045	0.0000002

panel		Fig. S5g	Fig. S5g	Fig. S5g	Fig. S5g	Fig. S5h	Fig. S5h	Fig. S5h	Fig. S5h
transcript group		D 3 hpf n=179	D 3.5 hpf n=179	D 4 hpf n=179	D 4.5 hpf n=179	E 3 hpf n=255	E 3.5 hpf n=255	E 4 hpf n=255	E 4.5 hpf n=255
1-way Anova, Pr(>F)		0.000456	6.06e-07	0.00026	3.49e-08	0.00228	0.000201	0.00185	0.00714
Mean	WT	0.0917	0.750	1.50	2.54	0.105	0.512	0.983	1.43
log2 (expr/ expr 2.5 h pf)	double	0.0226	0.422	1.03	1.58	0.133	0.517	1.05	1.42
	MZspg	0.115	0.482	1.27	2.12	-0.00753	0.215	0.590	0.933
	MZsox19b	-0.116	0.0831	0.686	1.18	0.00826	0.232	0.662	1.09
Tukey multiple compar. of means, 95% conf. level (¹)	WT-double	0.6516316	0.0283082	0.0749138	0.0003358	0.9291132	0.9999295	0.9708215	0.9997467
	WT-MZspg	0.9807283	0.1051676	0.6477133	0.2875473	0.0561773	0.0075374	0.0322962	0.0216611
	WT-MZsox 19b	0.0029939	0.0000001	0.0001794	0.0000001	0.1308687	0.0135442	0.1160139	0.1970007
	double-MZ spg	0.4110574	0.9570867	0.5957786	0.1051110	0.0094600	0.0062037	0.0083271	0.0280911
	double-MZ sox19b	0.0949162	0.0218842	0.2841881	0.3083827	0.0279291	0.0112710	0.0382023	0.2334347
	MZspg-MZ sox19b	0.0007044	0.0042592	0.0135595	0.0003983	0.9848318	0.9978702	0.9581222	0.8081560

1

¹ Non-significant p-values (P>0.05) are in italics

Supplementary Table S2. Data Resources (published and generated during this work)

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		
Anti-Histone H3 (acetyl K27) rabbit, 1/100 dilution	Abcam plc.,<br>Cambridge, UK	ab 4729
Anti-Histone H3 (tri-methyl K4) rabbit, 1/100 dilution	Millipore Co.,<br>Temecula, California,<br>USA	07-449
**Bacterial and Virus Strains**		
One Shot™ TOP10 chemically competent <i>E. coli</i>	Invitrogen™	C404003
**Chemicals, Peptides, and Recombinant Proteins**		
cOmplete™, EDTA-free Protease Inhibitor Cocktail	Sigma-Aldrich Chemie<br>GmbH, Germany	5056489001
Micrococcal Nuclease	Sigma-Aldrich Chemie<br>GmbH, Germany	N3755-200UN
SYTOX Green	ThermoFisher<br>SCIENTIFIC	S7020
**Critical Commercial Assays**		
Agencourt® AMPure® XP Beads	Beckmann Coulter,<br>Krefeld, Germany	A63880
Agilent High Sensitivity DNA Kit	Agilent Technologies,<br>Santa Clara,<br>California, USA	5067-4626
Agilent RNA 6000 Nano Kit	Agilent Technologies,<br>Santa Clara,<br>California, USA	5067-1511
Dynabeads® Protein G	invitrogen Dynal AS,<br>Oslo, Norway	10003D
E.Z.N.A® Cycle Pure Kit	Omega Biotek,<br>Norcross, Georgia,<br>USA	D6493-02
Microcon®-30 Centrifugal Filters	Merck Millipore,<br>Darmstadt, Germany	MRCF0R030
MinElute® PCR Purification Kit (50)	Qiagen GmbH, Hilden,<br>Germany	28004
mMESSAGE mMACHINE® SP6 transcription Kit	Ambion	10086184
NEBNext® High Fidelity Master Mix	New England Biolabs<br>Inc.	M0541L
NEBNext Ultra DNA Library Prep Kit for Illumina	New England Biolabs,<br>Inc., Frankfurt a.M.,<br>Germany	E7370S
NEBNext® Multiplex Oligos for Illumina® (Index Primers Set 1)	New England Biolabs,<br>Inc., Frankfurt a.M.,<br>Germany	E7335S
RNeasy® Mini Kit	QIAGEN, Hilden,<br>Germany	74104
Quant-iT™ PicoGreen® dsDNA Assay Kit	invitrogen™ Molecular<br>Probes® Waltham,<br>Massachusetts, USA	Q33120, P11496
SPRIselect	Beckman Coulter Inc.,<br>Brea, California, USA	B23317
Tagment DNA Enzyme and Buffer (Small kit)	Illumina, Inc. San<br>Diego, California, USA	20034210

Deposited Data		
ATAC-seq of the WT, <i>MZsox19b</i> , <i>MZspg</i> and <i>MZsox19b</i> <i>spg</i> , 3.7 hpf and 4.3 hpf zebrafish embryos	this work	GEO: GSE188364
ChIP-seq for H3K27ac and H3K4me3 in three genotypes, 4.3 hpf	this work	GEO: GSE143306
ChIP-seq for Pou5f3 and SoxB1, 5 hpf	Leichsenring et al., 2013	GEO: GSE39780
Consensus motifs enriched in accessible regions	This work	Supplementary Table S4
List of Pou5f3, SoxB1 and Nanog ChIP-seq peaks	Data from Leichsenring et al., 2013, and Xu et al., 2011, remapped to GRCz11 in this work	Supplementary Table S4
MNase-seq of <i>MZsox19b</i> embryos, 4.3 hpf	this work	GEO: GSE125945
MNase-seq of WT and <i>MZspg</i> embryos, 4.3 hpf	Veil et al., 2019	GEO: GSE109410
Time-resolved RNA-seq at 8 time points (2.5 hpf to 6 hpf, 30 min intervals) in the wild-type, <i>MZspg</i> , <i>MZsox19b</i> and <i>MZsox19b</i> <i>spg</i> embryos	this work	GEO: GSE137424, Supplementary Tables S1 and S2
ChIP-seq for Pou5f3 and SoxB1	Leichsenring et al., 2013	GEO: GSE39780
ChIP-seq for Nanog	Xu et al., 2011	GEO: GSE34683
Zebrafish reference genome assembly danrer11/ GRCz11	Genome reference Consortium	https://www.ncbi.nlm.nih.gov/grc/zebrafish
Experimental Models: Organisms/Strains		
Wild-type zebrafish strain AB/TL	ZIRC	ZL1/ZL86
<i>MZspg</i> zebrafish	Lunde et al., 2004	m793
<i>MZsox19b</i> zebrafish	this work	m1434
Oligonucleotides		
MO3-Sox2 Sox2 Morpholino 5' - GAAAGTCTACCCCACCGTAAA - 3'	Okuda et al., 2010	ZFIN ID: ZDB-MRPHLNO-080329-1
MO4-Sox2 Sox2 Morpholino 5' - GAGAGGCTGCTGAAGTTACCTTAGC - 3'	Okuda et al., 2010	ZFIN ID: ZDB-MRPHLNO-080329-2
MO3-Sox3 Sox3 Morpholino 5' - TACATTCTTAAAAGTGCGCCAAGC - 3'	Okuda et al., 2010	ZFIN ID: ZDB-MRPHLNO-100527-3
MO4-Sox3 Sox3 Morpholino 5' - GAAGTCAGTCAAAAGTTCAGAGAGC - 3'	Okuda et al., 2010	ZFIN ID: ZDB-MRPHLNO-100527-4
MO1-Sox19a Sox19a Morpholino 5' - GTACATGGCTGCCAACAGAAGTTAG - 3'	Okuda et al., 2010	ZFIN ID: ZDB-MRPHLNO-100527-5
MO2-Sox19a Sox19a Morpholino 5' - AAAACGAGAGCGAGCCGTCTGTAAC - 3'	Okuda et al., 2010	ZFIN ID: ZDB-MRPHLNO-100527-6
MO1-Sox19b Sox19b Morpholino 5' - GTACATCATGCCACTTCTCGCTTTG - 3'	Okuda et al., 2010	ZFIN ID: ZDB-MRPHLNO-100527-7
MO2-Sox19b Sox19b Morpholino 5' - ACGAGCGAGCCTAATCAGGTCAAAC - 3'	Okuda et al., 2010	ZFIN ID: ZDB-MRPHLNO-100527-8
MOa-nog1 Noggin1 Morpholino 5' - GCGGGAAATCCATCCTTTTGAAATC - 3'	Dal-Pra et al., 2006	ZFIN ID: ZDB-MRPHLNO-080212-1

MO1-chrd Chordin Morpholino 5' -<br>ATCCACAGCAGCCCCCTCCATCATCC - 3'	Dal-Pra et al., 2006	ZFIN ID: ZDB-<br>MRPHLNO-050221-<br>6
Index 1 (i7) Primer N701<br>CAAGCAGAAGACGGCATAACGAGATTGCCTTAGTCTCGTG<br>GGCTCGG	Illumina Nextera DNA<br>Index	
Index 1 (i7) Primer N702<br>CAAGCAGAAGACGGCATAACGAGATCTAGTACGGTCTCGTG<br>GGCTCGG	Illumina Nextera DNA<br>Index	
Index 1 (i7) Primer N703<br>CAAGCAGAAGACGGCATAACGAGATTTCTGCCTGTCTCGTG<br>GGCTCGG	Illumina Nextera DNA<br>Index	
Index 1 (i7) Primer N704<br>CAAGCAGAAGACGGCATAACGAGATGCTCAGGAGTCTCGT<br>GGGCTCGG	Illumina Nextera DNA<br>Index	
Index 1 (i5) Primer N501<br>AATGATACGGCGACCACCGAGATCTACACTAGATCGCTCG<br>TCGGCAGCGTC	Illumina Nextera DNA<br>Index	
Index 1 (i5) Primer N502<br>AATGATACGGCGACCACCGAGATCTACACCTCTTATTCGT<br>CGGCAGCGTC	Illumina Nextera DNA<br>Index	
Index 1 (i5) Primer N503<br>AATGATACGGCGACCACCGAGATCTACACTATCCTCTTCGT<br>CGGCAGCGTC	Illumina Nextera DNA<br>Index	
Index 1 (i5) Primer N504<br>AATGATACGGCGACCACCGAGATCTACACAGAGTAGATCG<br>TCGGCAGCGTC	Illumina Nextera DNA<br>Index	
PCR primer for genotyping <i>sox19b</i> mutants<br>Sox19b-f1 5'-ATTTGGGGTGCTTTCTTCAGC-3'	this work	no
PCR primer for genotyping <i>sox19b</i> mutants<br>Sox19b-r1 5'-GTTCTCCTGGGCCATCTTCC-3'	this work	no
sox19bF1: Sox19b PCR cloning primer<br><br>sox19bF1 with BamHI: 5'-<br>GGGGGATCCATGGAGCACGAGCTGAAGAC-3',	this work	no
Sox19b PCR cloning primer<br><br>Sox19bR1 with XhoI: 5'-<br>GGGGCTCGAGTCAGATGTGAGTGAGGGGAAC-3'	this work	no
PCR primer for genotyping <i>spg</i> mutants<br>spg-f1 GTCGTCTGACTGAACATTTTGC	this work	no
PCR primer for genotyping <i>spg</i> mutants<br>spg-r1 GCAGTGATTCTGAGGAAGAGGT	this work	no
PCR primer for ChIP-seq control, positive reference<br>tiparp_f_1 5' CGCTCCCAACTCCATGTATC-3'	this work	no
PCR primer for ChIP-seq control, positive reference<br>tiparp_r_1 5'-AACGCAAGCCAAACGATCTC-3'	this work	no
PCR primer for ChIP-seq control, negative reference<br>igsf2_f_2 5'-GAACTGCATTAGAGACCCAC-3'	this work	no
PCR primer for ChIP-seq control, negative reference<br>igsf2_r_2 5'-CAATCAACTGGGAAAGCATGA-3'	this work	no
Recombinant DNA		
CS2+Sox19b plasmid for mRNA synthesis	this work	no
Software and Algorithms		

Bed Tools	Quinlan and Hall, 2010	BED Tools in usegalaxy.eu
Bowtie2	Langmead and Salzberg, 2012	Bowtie2 in usegalaxy.eu
DeepTools2	Ramirez et al., 2016	deepTools in usegalaxy.eu
DESeq2	Love et al., 2014	DESeq2 in usegalaxy.eu
FeatureCounts	Liao et al., 2014	featureCounts in usegalaxy.eu
Galaxy server	Afgan et al., 2018	https://usegalaxy.eu/
GREAT: Genomic Regions Enrichment of Annotations Tool, version 3.0.0	Hiller et al., 2013	http://great.stanford.edu/great/public-3.0.0/html/
<i>In-vitro</i> nucleosome prediction program	Kaplan et al., 2009 and https://github.com/bgruening/galaxytools	Nucleosome Predictions in usegalaxy.eu
MACS2	Ferg et al., 2007	MACS2 callpeak and MACS2 bdgpeakcall in usegalaxy.eu
R programming packages	see the complete list in the Supplementary data	see the complete list in the Supplementary data
RNA Star	Dobin et al., 2013	RNA Star in usegalaxy.eu
RNA-sense	this work	https://bioconductor.org/packages/release/bioc/html/RNAsense.html

Supplementary References.

- 1 Okuda, Y., Ogura, E., Kondoh, H. & Kamachi, Y. B1 SOX coordinate cell specification with patterning and morphogenesis in the early zebrafish embryo. *PLoS Genetics* **6**, e1000936, doi:10.1371/journal.pgen.1000936 (2010).
- 2 Harvey, S. A. *et al.* Identification of the zebrafish maternal and paternal transcriptomes. *Development* **140**, 2703-2710, doi:10.1242/dev.095091 (2013).
- 3 Haberle, V. *et al.* Two independent transcription initiation codes overlap on vertebrate core promoters. *Nature* **507**, 381-385, doi:10.1038/nature12974 (2014).
- 4 Lee, M. T. *et al.* Nanog, Pou5f1 and SoxB1 activate zygotic gene expression during the maternal-to-zygotic transition. *Nature*, 360-364., doi:10.1038/nature12632 (2013).
- 5 Leichsenring, M., Maes, J., Mossner, R., Driever, W. & Onichtchouk, D. Pou5f1 transcription factor controls zygotic gene activation in vertebrates. *Science* **341**, 1005-1009, doi:10.1126/science.1242527 (2013).
- 6 Xu, C. *et al.* Nanog-like Regulates Endoderm Formation through the Mxtx2-Nodal Pathway. *Developmental cell* **22**, 625-638, doi:10.1016/j.devcel.2012.01.003 (2012).
- 7 Miao, L. *et al.* Synergistic activity of Nanog, Pou5f3, and Sox19b establishes chromatin accessibility and developmental competence in a context-dependent manner. *bioRxiv*, 2020.2009.2001.278796, doi:10.1101/2020.09.01.278796 (2020).
- 8 Palfy, M., Schulze, G., Valen, E. & Vastenhouw, N. L. Chromatin accessibility established by Pou5f3, Sox19b and Nanog primes genes for activity during zebrafish genome activation. *PLoS Genet* **16**, e1008546, doi:10.1371/journal.pgen.1008546 (2020).
- 9 Veil, M., Yampolsky, L., Gruening, B. & Onichtchouk, D. Pou5f3, SoxB1, and Nanog remodel chromatin on High Nucleosome Affinity Regions at Zygotic Genome Activation. *Genome Res*, doi:10.1101/gr.240572.118 (2019).
- 10 Kaplan, N. *et al.* The DNA-encoded nucleosome organization of a eukaryotic genome. *Nature* **458**, 362-366, doi:10.1038/nature07667 (2009).
- 11 Hiller, M. *et al.* Computational methods to detect conserved non-genic elements in phylogenetically isolated genomes: application to zebrafish. *Nucleic Acids Res* **41**, e151, doi:10.1093/nar/gkt557 (2013).

# Supplementary material for: Pluripotency factors determine gene expression repertoire at zygotic genome activation
**Source:** Nat Commun. 2022 Feb 10;13:788. doi: 10.1038/s41467-022-28434-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

Title: Supplementary Data 1

Description: Maternal and Zygotic Transcripts in the wild-type

Title: Supplementary Data 2

Description: Zygotic transcripts upregulated in the MZsox19b, MZspg and MZsox19bspg mutants

Title: Supplementary Data 3

Description: Accessible chromatin regions

Title: Supplementary Data 4

Description: Pou5f3, SoxB1 and Nanog peaks, consensus motifs used in this study

Title: Supplementary Data 5

Description: Table for Chi-squared test.

Title: Supplementary Movie 1

Description: Developmental of the wild-type and mutants: Part1: WT, MZsox19b and Msox19b Part2: WT, MZsox19b, MZspg, MZsox19bspg Part3: WT, MZspg, MZsox19bspg Part4: WT, Mspg, Msox19bspg Part5: WT, Msox19b, Msox19bspg

Title: Supplementary Movie 2

Description: Analysis of time series using RNAsense

# Supplementary material for: Pluripotency factors determine gene expression repertoire at zygotic genome activation
**Source:** Nat Commun. 2022 Feb 10;13:788. doi: 10.1038/s41467-022-28434-1
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Illumina Casava1.7 software used for basecalling
Data analysis	Adobe Photoshop CS4 (Adobe) AxioVision SE64 Rel. 4.9.1 software (Carl Zeiss) BamTools Barnett et al., 2011 in usegalaxy.eu Bedtools Quinlan and Hall, 2010 BEDTools in usegalaxy.eu Bowtie2 Langmead and Salzberg, 2012 Bowtie2 in usegalaxy.eu DAVID version 6.8 Huang da et al., 2009 in https://david.ncifcrf.gov/ DeepTools2 Ramirez et al., 2016 deepTools in usegalaxy.eu DESeq2 Love et al., 2014 DESeq2 in usegalaxy.eu European Galaxy server Afgan et al., 2018 https://usegalaxy.eu/ Feature count Liao et al., 2014 in usegalaxy.eu FIMO Grant et al., 2011 in usegalaxy.eu geecee program https://www.bioinformatics.nl/cgi-bin/emboss/geecee GREAT: Genomic Regions Enrichment of Annotations Tool, version 3.0.0 Hiller et al., 2013 http://great.stanford.edu/great/public-3.0.0/html/ ImageJ versions 1.50i, 1.53a, 1.53c https://imagej.nih.gov/ij/download.html JASPAR vertebrate non-redundant database Fornes et al., 2020 https://jaspar.genereg.net/ MEME suite Bailey and Gribskov, 1998 in usegalaxy.eu Nucleosome prediction program Kaplan et al., 2009 and https://github.com/bgruening/galaxytools, Nucleosome Predictions in usegalaxy.eu MACS2 Ferg et al., 2007 MACS2 callpeak in usegalaxy.eu MEME suite Bailey and Gribskov, 1998 in usegalaxy.eu RNA Star Dobin et al., 2013 RNA Star in usegalaxy.eu

RNA-sense this work <https://bioconductor.org/packages/release/bioc/html/RNAsense.html>

Tomtom Gupta et al., 2007 at <https://meme-suite.org/meme/tools/tomtom>

Trimmomatics Bolger et al., 2014 in usegalaxy.eu

UCSC browser at <https://genome.ucsc.edu/>

Zen2 software (Carl Zeiss)

R packages

NBPSeq:

<https://cran.rstudio.com/web/packages/NBPSeq/index.html>

corrplot:

Wei T, Simko V (2021). R package 'corrplot': Visualization of a Correlation Matrix. (Version 0.92), <https://github.com/taiyun/corrplot>

ggplot2 :

H. Wickham. ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York, 2016.

dplyr:

Hadley Wickham, Romain François, Lionel Henry and Kirill Müller (2020). dplyr: A Grammar of Data Manipulation. R package version 1.0.2.

<https://CRAN.R-project.org/package=dplyr>

eulerr:

Larsson J (2020). _eulerr: Area-Proportional Euler and Venn Diagrams with Ellipses_. R package version 6.1.0, <URL: <https://cran.r-project.org/package=eulerr>>.

NBPSeq:

Yanming Di, Daniel W Schafer, with contributions from Jason S Cumbie and Jeff H Chang. (2014). NBPSeq: Negative Binomial Models for RNA-Sequencing Data. R package version 0.3.0. <https://CRAN.R-project.org/package=NBPSeq>

qvalue:

John D. Storey, Andrew J. Bass, Alan Dabney and David Robinson (2019). qvalue: Q-value estimation for false discovery rate control. R package version 2.16.0. <http://github.com/jdstorey/qvalue>

SummarizedExperiment:

Martin Morgan, Valerie Obenchain, Jim Hester and Hervé Pagès (2019). SummarizedExperiment: SummarizedExperiment container. R package version 1.14.1.

reshape2:

Hadley Wickham (2007). Reshaping Data with the reshape Package. Journal of Statistical Software, 21(12), 1-20. URL <http://www.jstatsoft.org/v21/i12/>.

tidyverse:

Wickham et al., (2019). Welcome to the tidyverse. Journal of Open Source Software, 4(43), 1686, <https://doi.org/10.21105/joss.01686>

matrixStats:

Henrik Bengtsson (2020). matrixStats: Functions that Apply to Rows and Columns of Matrices (and to Vectors). R package version 0.57.0. <https://CRAN.R-project.org/package=matrixStats>

hrbrthemes:

Bob Rudis (2020). hrbrthemes: Additional Themes, Theme Components and Utilities for 'ggplot2'. R package version 0.8.0. <https://CRAN.R-project.org/package=hrbrthemes>

viridis:

Simon Garnier (2018). viridis: Default Color Maps from 'matplotlib'. R package version 0.5.1. <https://CRAN.R-project.org/package=viridis>

parallel:

R Core Team (2019). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. URL <https://www.R-project.org/>.

stats:

R Core Team (2019). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. URL <https://www.R-project.org/>.

forcats:

Hadley Wickham (2020). forcats: Tools for Working with Categorical Variables (Factors). R package version 0.5.0. <https://CRAN.R-project.org/package=forcats>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE137424 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137424>]. The ATAC-seq data generated in this study have been deposited in the GEO database under accession code GSE188364 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188364>]. The H3K27ac and H3K4me3 ChIP-seq data generated in this study have been deposited in the GEO database under accession code GSE143306 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143306>]. The MZsox19b MNase-seq data generated in this

study have been deposited in the GEO database under accession code GSE125945 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125945]. The WT and MZspg MNase-seq data used in this study are available in the GEO database under accession code GSE109410 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE109410]. The ChIP-seq data for Pou5f3, SoxB1 and Nanog TF binding used in this study are available in the GEO database under accession codes GSE39780 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39780] and GSE34683 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE34683]. The source data underlying main Fig.3 b,d,e, Fig.4 a,c, Supplementary Fig. S3 a, Fig. S4a,c, and S5 are provided as a Source Data file. The source data underlying main Fig.3 b,c,d, Supplementary Fig. S4b and S5 are provided as a Dataset S1. The source data underlying main Fig.4 a,b are provided as a Dataset S2. The source data underlying main Fig.5 a,b,d,e,f,g, Fig.6 b,c,e,f, Fig.7 a,b,c,e, Fig.8a,b, Supplementary Fig. S6, S7, S8a-e and S9 are provided as a Dataset S3. The source data underlying main Fig.5 e,f, Fig.6 a,d, Fig.7c, Supplementary Fig.S7 and S8b are provided as a Dataset S4. The source data underlying main Fig.5 c, Fig.7d, Supplementary Fig. S8 f,g are provided as a Dataset S5.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes for RNA-seq, ChIP-seq, MNase-seq and ATAC-seq were selected based on the common practice in the field. No sample size calculation was performed. i.e. similar sample sizes were used in zebrafish for transcriptome analysis and RNA-seq in (Aanes et al., 2014, Onichtchouk et al., 2010, White et al., 2017), for ATAC-seq (Miao et al., 2020; Palfy et al., 2020), for ChIP-seq in (Murphy et al., 2018; Vastenhouw et al., 2019), for MNase-seq in (Veil et al., 2019; Zhang et al., 2014) Aanes, H., Collas, P., Alestrom, P., 2014. Transcriptome dynamics and diversity in the early zebrafish embryo. <i>Briefings in functional genomics</i> 13, 95-105. Miao, L., Tang, Y., Bonneau, A.R., Chan, S.H., Kojima, M.L., Pownall, M.E., Vejnar, C.E., Giraldez, A.J., 2020. Synergistic activity of Nanog, Pou5f3, and Sox19b establishes chromatin accessibility and developmental competence in a context-dependent manner. <i>bioRxiv</i>, 2020.2009.2001.278796. Murphy, P.J., Wu, S.F., James, C.R., Wike, C.L., Cairns, B.R., 2018. Placeholder Nucleosomes Underlie Germline-to-Embryo DNA Methylation Reprogramming. <i>Cell</i> 172, 993-1006 e1013. Onichtchouk, D., Geier, F., Polok, B., Messerschmidt, D.M., Mossner, R., Wendik, B., Song, S., Taylor, V., Timmer, J., Driever, W., 2010. Zebrafish Pou5f1-dependent transcriptional networks in temporal control of early development. <i>Mol Syst Biol</i> 6, 354. Palfy, M., Schulze, G., Valen, E., Vastenhouw, N.L., 2020. Chromatin accessibility established by Pou5f3, Sox19b and Nanog primes genes for activity during zebrafish genome activation. <i>PLoS Genet</i> 16, e1008546. Vastenhouw, N.L., Cao, W.X., Lipshitz, H.D., 2019. The maternal-to-zygotic transition revisited. <i>Development</i> 146. Veil, M., Yampolsky, L., Gruening, B., Onichtchouk, D., 2019. Pou5f3, SoxB1, and Nanog remodel chromatin on High Nucleosome Affinity Regions at Zygotic Genome Activation. <i>Genome Res</i>. White, R.J., Collins, J.E., Sealy, I.M., Wali, N., Dooley, C.M., Digby, Z., Stemple, D.L., Murphy, D.N., Billis, K., Hourlier, T., Fullgrabe, A., Davis, M.P., Enright, A.J., Busch-Nentwich, E.M., 2017. A high-resolution mRNA expression time course of embryonic development in zebrafish. <i>Elife</i> 6. Zhang, Y., Vastenhouw, N.L., Feng, J., Fu, K., Wang, C., Ge, Y., Pauli, A., van Hummelen, P., Schier, A.F., Liu, X.S., 2014. Canonical nucleosome organization at promoters forms during genome activation. <i>Genome Res</i> 24, 260-266.
Data exclusions	There were no data exclusions
Replication	RNA-seq experiments were performed at 2 to 4 biological replicates. ATAC-seq experiments were performed at 2 to 4 biological replicates. For ChIP-seq in two out of three genotypes (WT and MZspg), biological replicates were pooled before the library preparation, to achieve sufficient amount of starting material. For one genotype (MZsox19b), two libraries were from biological duplicates were prepared. To provide justification for experimental quality, we divided the whole zebrafish genome into 1 kb bins, and computed Pairwise Pearson correlations and Principle Component Analysis (PCA) between four libraries (Methods). The difference between the biological replicates was negligible when compared to the difference between the genotypes (Fig. S8a,b), which demonstrated the reproducibility of our ChIP-seq protocol and validated the use of single replicates for our purposes. For MNase-seq experiment in MZsox19b one biological replicate was performed. We confirm that all attempts of replication were successful for all experiments mentioned above.
Randomization	The samples were allocated into experimental groups by genotype (wild-type, MZsox19b, MZspg, MZsox19bsp)g)
Blinding	Blinding was not relevant for our study, because the mutant phenotypes are clearly distinguishable from each other and from the wild-type

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Anti-Histone H3 (acetyl K27) rabbit, 1/100 dilution Abcam plc., Cambridge, UK ab 4729<br>Anti-Histone H3 (tri-methyl K4) rabbit, 1/100 dilution Millipore Co., Temecula, California, USA 07-449
Validation	Real time PCR quality control was performed as described in the Methods section of the manuscript, "ChIP quality control and library preparation for histone marks". Namely, To estimate the signal to background ratio in each ChIP experiment, we have chosen the positive and negative reference genomic regions, enriched in or devoid of chromatin marks. According to previously published data, the chromatin region near tiparp gene was highly enriched in H3K27ac and H3K4me3 histone marks at 4.3 hpf, while genomic region near igsf2 gene was not enriched in any of these marks. We performed quantitative PCR in ChIP and Input control material, using the primers for these regions. PCR primers used were: tiparp_f_1 5' CGCTCCCAACTCCATGTATC-3', tiparp_r_1 5'-AACGCAAGCCAAACGATCTC-3', igsf2_f_2 5'-GAACTGCATTAGAGACCCAC-3', igsf2_r_2 5'-CAATCAACTGGGAAAGCATGA-3'. QPCR was carried out using the SsoAdvanced™ Universal SYBR® Green Supermix from BIO-RAD. ChIP and input were normalized by ddCT method, using negative reference region (igsf2). The ChIP experiment was considered successful, if the enrichment in ChIP over input control on the positive reference region (tiparp) was more than 5-fold.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Danio rerio (zebrafish), males and females 0-2 years old, strains: AB/TL, MZspg, MZsox19b, MZsox19bspq
Wild animals	no wild animals were used
Field-collected samples	no samples collected in the field were used
Ethics oversight	All experiments were performed in accordance with German Animal Protection Law (TierSchG) and European Convention on the Protection of Vertebrate Animals Used for Experimental and Other Scientific Purposes (Strasbourg, 1986). The generation of double mutants was approved by the Ethics Committee for Animal Research of the Koltzov Institute of Developmental Biology RAS, protocol 26 from 14.02.2019

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143306
Files in database submission	GSM4256783 MZsox19b_K4me3_ChIP<br>GSM4256784 MZsox19b_K4me3_input<br>GSM4256785 MZsox19b_K27ac_rep1_ChIP<br>GSM4256786 MZsox19b_K27ac_rep1_input<br>GSM4256787 MZsox19b_K27ac_rep2_ChIP<br>GSM4256788 MZsox19b_K27ac_rep2_input<br>GSM4256789 MZspg_K4me3_ChIP<br>GSM4256790 MZspg_K4me3_input<br>GSM4256791 MZspg_K27ac_ChIP<br>GSM4256792 MZspg_K27ac_input<br>GSM4256793 WT_K4me3_ChIP<br>GSM4256794 WT_K4me3_input

GSM4256795 WT_K27ac_ChIP
GSM4256796 WT_K27ac_Input

Genome browser session
(e.g. [UCSC](https://genome.ucsc.edu/s/onichtchouk/danRer11_example1))

https://genome.ucsc.edu/s/onichtchouk/danRer11_example1

Methodology

Replicates	GSM4256785 MZsox19b_K27ac_rep1_ChIP<br>GSM4256786 MZsox19b_K27ac_rep1_input<br>GSM4256787 MZsox19b_K27ac_rep2_ChIP<br>GSM4256788 MZsox19b_K27ac_rep2_input<br>Pearson correlation 0.87 (Methods section of the manuscript, sub-chapter "H3K27ac and H3k4me3 ChIP-seq data analysis and visualization")
Sequencing depth	For each sample, ChIP libraries were sequenced to 70 mln reads, Input libraries to 30 mln reads, 2x150bp paired reads. The numbers of total, unmapped, uniquely mapped and non-unique reads are listed in the table below.<br>GEO sample name total paired reads aligned concordantly 0 times aligned concordantly 1 time aligned concordantly >1 times<br>GSM4256783 MZsox19b_K4me3_ChIP 80947078 18732556 39282950 22931572<br>GSM4256784 MZsox19b_K4me3_input 35120106 9792857 15060571 10266678<br>GSM4256785 MZsox19b_K27ac_rep1_ChIP 75997006 19134036 43192163 13670807<br>GSM4256786 MZsox19b_K27ac_rep1_input 27699603 7187932 12287113 8224558<br>GSM4256787 MZsox19b_K27ac_rep2_ChIP 75997006 18772859 34546346 22677801<br>GSM4256788 MZsox19b_K27ac_rep2_input 34639712 10474100 13638635 10526977<br>GSM4256789 MZspg_K4me3_ChIP 57556826 12152715 27764789 17639322<br>GSM4256790 MZspg_K4me3_Input 30025456 5153159 15079853 9792444<br>GSM4256791 MZspg_K27ac_ChIP 83022027 12831469 42493084 27697474<br>GSM4256792 MZspg_K27ac_Input 28948023 5314748 14190612 9442663<br>GSM4256793 WT_K4me3_ChIP 83965733 17376185 40571815 26017733<br>GSM4256794 WT_K4me3_Input 12292749 2401251 5935674 3955824<br>GSM4256795 WT_K27ac_ChIP 85589729 15256390 41705626 28627713<br>GSM4256796 WT_K27ac_Input 19653448 4015882 9110189 6527377
Antibodies	Anti-Histone H3 (acetyl K27) rabbit, 1/100 dilution Abcam plc., Cambridge, UK ab 4729<br>Anti-Histone H3 (tri-methyl K4) rabbit, 1/100 dilution Millipore Co., Temecula, California, USA 07-449
Peak calling parameters	the peaks were called with MACS2 (Feng, J., Liu, T., Qin, B., Zhang, Y. & Liu, X. S. Identifying ChIP-seq enrichment using MACS. Nat Protoc 7, 1728-1740, doi:10.1038/nprot.2012.101 (2012)), input files were pooled and used as a background. The following parameters were used:<br>Effective Genome Size=1370000000, --mfold= 5 to 50, --bw=300, --qvalue=0.05
Data quality	Quality control was performed with FastQC (Andrews, S. (n.d.). FastQC A Quality Control tool for High Throughput Sequence Data. Retrieved from http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) implemented in usegalaxy.eu. The numbers of peaks at FDR 5% and above 5 fold enrichment was more than 100 000 for each ChIP sample
Software	Illumina Casava1.7 software used for basecalling. Data processing was done in usegalaxy.eu public server (Afgan, E. et al. The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2016 update. Nucleic Acids Res 44, W3-W10, doi:10.1093/nar/gkw343 (2016)), using Bed Tools (Quinlan, A. R. & Hall, I. M. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics 26, 841-842, doi:10.1093/bioinformatics/btq033 (2010)), Bowtie2 (Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. Nat Methods 9, 357-359, doi:10.1038/nmeth.1923 (2012)), DeepTools2 (Ramirez, F. et al. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res 44, W160-165, doi:10.1093/nar/gkw257 (2016)) and MACS2 (Feng, J., Liu, T., Qin, B., Zhang, Y. & Liu, X. S. Identifying ChIP-seq enrichment using MACS. Nat Protoc 7, 1728-1740, doi:10.1038/nprot.2012.101 (2012)).

How the deposited data were processed for this re-analysis (not part of the article)

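The data were 101 poly-A RNA-seq libraries of zebrafish embryos of 4 genotypes (WT, MZ*sox19b*, MZ*spg* and the double mutant MZ*sox19bspg*), collected every 0.5 h from 2.5 to 6 hpf. The comparisons used 78 libraries, in 4 WT curves and 2 curves of each mutant. A further 23 libraries (WT replicate 5, MZ*sox19b* replicate 3 and MZ*spg* replicate 3) were left out and entered as alternatives. The paper describes second technical libraries of the first curves of these genotypes, and neither the paper nor the labels say that they are these. Each library was made from a pool of embryos, so the spread between replicates is that between pools collected on different days.

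The authors trimmed the reads with Trim Galore after FastQC, aligned them with STAR, counted them per ENSEMBL transcript with featureCounts and divided the counts by DESeq2 size factors. The deposited values are these normalized reads, a score per transcript that the authors rounded to whole numbers, for 58866 transcripts. The versions of these tools are not stated. Of 104 value columns, 3 repeat other columns value for value and were not used. The original counts and the size factors are not in the table, so the depth of each library and the precision it gives could not be computed, and no test on counts was run. The sums of normalized reads differ between genotypes and times after this scaling and are not library sizes.

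Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3, in one linear model of 78 libraries with a mean for each of 32 combinations of genotype and time point, and moderated variances with a trend on the mean. Transcripts with at least 100 normalized reads in at least 1 library were tested (11506 of 58866 transcripts, and of 38149 with any read). Each mutant was compared with WT at each of 8 time points, and p-values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. The double mutant was compared with each single mutant in the same model, and the interaction term with the sum of the single mutants. At 6 hpf the double mutant has 1 library and the model takes its spread from the other groups. The paper's own exact negative binomial test, which it ran on normalized values, was not repeated here. Zygotic and maternal transcripts, groups A to H and groups I to K were defined with the thresholds in the paper's methods, with p from limma.

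The switch of a transcript was the first split of the 8 time points at which the chi-square p of a step against a constant level, as in the RNA-sense program, was below 0.15. For 1999 transcripts of Dataset S1 this p lay within 0.001 of the printed one, and 1989 had the same direction. For 1062 transcripts of Dataset S2, 1062 had the printed time point and a p within 0.001. The form of this p was worked out from Dataset S2 and the mutant curves of the paper's source data. The match with Dataset S2 is therefore not an independent check of it. Missing 6 hpf values were replaced by the mean of the other curves. Means over groups of transcripts, the ratio of *chrd* to BMP genes and the stage read from maternal transcripts in steps of 0.05 h were compared between curves with exact two-sided permutation tests, in which 2 curves against 4 make 15 splits with a smallest p of 0.0667. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

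The limma and switch steps were also run on simulated data, with levels and spread taken from the real libraries. With 2 mutant libraries, limma called 82.8% of tested transcripts changed by 4-fold and 38.0% of those changed by 2-fold. It also called 8 unchanged ones, among 10850 transcripts tested in all. Only 100 transcripts were changed at each size, fewer than passed in any mutant at 4.5 hpf. The adjusted threshold is therefore not that of the real data, and these percentages do not give the sensitivity of the real calls. The switch test found 94% of 2-fold steps and 0 of 1500 constant transcripts. It gave the true time for 208 of 250 2-fold steps and 146 of 250 4-fold steps, so the time of a step is less certain than its presence.

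The genes named in the text were chosen by a rule set before the data were examined. It takes each gene that the paper names, the 10 genes with the largest change each way in each mutant at 4.5 hpf with a gene name other than that of a clone whose mutant libraries all lay on one side of all WT libraries, and up to 4 genes with the lowest adjusted p in each gene list. Genes outside it are said to have been picked after their values were seen. The lists were those of the paper's named genes by group and lists of SoxB1 genes, BMP ligands with ventral and ectoderm regulators, Nodal and mesendoderm genes, dorsal organizer genes, enveloping layer genes and keratins, differentiation regulators, neuroectoderm genes, maternal and oocyte transcripts, germ plasm, cell cycle, histone variants, p53 response, heat shock and unfolded protein response, yolk syncytial layer and genome activation factors. A list counted members past the threshold over all transcripts and adjusted over its members alone, and was tested as a whole with fry in limma.

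Fig. S4a gives the experimental day of each curve, and curves of 2 genotypes share each of the 5 days, of which 1 had no WT curve. The methods of the paper list 6 pairs for the 5 days, one of which, WT replicate 1 with MZ*spg* replicate 2, conflicts with that figure, and the day-blocked values depend on the figure. The deviations of libraries from their group means correlated by 0.293 between WT and double mutant curves of a shared day, 0.143 between MZ*sox19b* replicate 1 and MZ*spg* replicate 1, 0.067 between WT and MZ*sox19b* replicate 2, and 0.025 between WT replicate 3 and MZ*spg* replicate 2. Curves of the same number that share no day correlated by 0.145 between MZ*sox19b* and the double mutant, 0.124 between WT and MZ*spg*, and 0.057 between MZ*spg* and the double mutant. A shared day thus stands out between WT and the double mutant alone. The day was also fitted as a block, and its value stands beside each result whose call it changes. Further alternatives were a pseudocount of 10, a minimum of 10 normalized reads or none, adjusted p or p below 0.01 for the group calls, libraries scaled to the same total, size factors recomputed within each time point, the further libraries as replicates or averaged, a block for the replicate number, the time curve as a random effect, one fit per time point, other forms of the switch test, and each curve left out in turn. One alternative, without the curves of the day that had no WT, was added after the data were examined.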

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

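The tests of a developmental delay and of selection were chosen before the results they measure were seen. Those of a single curve, of the normalization, of the loss of Pou5f3 and of shuffled WT libraries were chosen after.

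In 2 of 82 sets of 4 WT libraries tested at 4.5 hpf, 1 library lay far from the others by the ratio of its gap to the whole range, where chance gives about 1 in 20. For *gata2b* WT replicate 4 was lowest, at 2.81 against 3.58 to 3.70 on the log2 scale (ratio 0.871). For *foxi1* WT replicate 1 was highest, at 10.20 against 9.71 to 9.79 (ratio 0.833). Between mutants, 77 transcripts were changed in opposite directions in MZ*sox19b* and MZ*spg* at 4.5 hpf in limma, 8 in MZ*sox19b* and the double mutant, and 24 in MZ*spg* and the double mutant, and the difference itself passed in all of them. For *klf2b* MZ*spg* lay -5.23 from MZ*sox19b* on the log2 scale (standard error 0.73, adjusted p = 2.7e-07). For *sdf2l1*, an endoplasmic reticulum gene, MZ*spg* lay 1.02 above MZ*sox19b* (standard error 0.16, adjusted p = 5.6e-06), with -0.44 in MZ*sox19b* and 0.58 in MZ*spg* against WT. The log2 ratio of *chrd* to *bmp7a* at 4.5 hpf was 5.68 higher in the double mutant than in MZ*spg* (standard error 0.83, adjusted p = 1.1e-07).

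More zygotic transcripts were 2-fold lower in MZ*sox19b* than in the other mutants. A delay alone is argued against as the whole cause, since 13.4% remained lower against WT of the same maternal stage, above the 5.22% of a single WT curve, but at that stage the share in MZ*sox19b* was not above the 21.2% in MZ*spg* and 20.3% in the double mutant, so a delay may account for the excess over them. A single curve as the whole cause is argued against, as the ratio of the percent downregulated in MZ*sox19b* to that in MZ*spg*, 2.04 with all curves, was 1.31 without MZ*sox19b* replicate 1 and 2.24 without its replicate 2. The normalization is argued against likewise, with a ratio of 1.67 when libraries were scaled to the same total. The paper reports delayed gastrulation of MZ*sox19b* in 7 crosses of fish from 2 generations, so a delay was seen beyond these clutches, while how much of its size here comes from the clutch or the culture stays open and was not tested.

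Group A lay above group B in WT and below it in the double mutant. Selection of differences peculiar to single curves is argued against as the whole cause. Groups defined on other curves kept 0.822 and 0.943 of the difference between the double mutant and WT at 4.5 hpf. Group A was chosen as lower in the double mutant and group B as not, so the direction of this difference is built into the groups. Measuring it on other curves cannot test that part. The sign within the double mutant is less certain, as group A lay above group B by 0.46 in one of the sets held out and below it, at -0.70, in the other. A need for both factors stays open, as group A minus group B was also closer to 0 in MZ*sox19b* (0.21) and MZ*spg* (0.08) than in WT (1.13), and 2 curves against 2 cannot give an exact p below 0.333 between mutants.

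Some transcripts were at least 8-fold lower or higher than in WT at all 8 time points, 2.5 hpf before the midblastula transition included, among 11506 tested, and the paper's text names none of them. There were 17 lower and 7 higher in MZ*sox19b*, 53 lower and 17 higher in MZ*spg*, and 12 lower and 5 higher in the double mutant, against 0 to 2 each way for a single WT curve set against the others. For the 53 in MZ*spg*, a need for Pou5f3 is argued against for most, as a share of 0.226 of them (12 of 53) was lower at 2.5 hpf in the double mutant, which also lacks Pou5f3. A single aberrant curve is argued against, as of transcripts picked in the same way on 1 MZ*spg* curve alone, a share of at least 0.962 was at least 4-fold lower at 2.5 hpf in the other curve. A variant carried in the line of the MZ*spg* fish may leave such transcripts without mapped reads, which stays open and was not tested.

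The WT switches were set against shuffles in which all WT libraries were placed at random over curves and time points. The real arrangement gave 8190 switches and the highest shuffle 70, so that 1 of 100 arrangements, the real one, gave as many. The switches thus far exceed those of libraries placed at random. Such shuffles also break the agreement of the curves at each time point, and orders of whole time points were not tested.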

How the results depend on the processing

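The alternative without the curves of the day that had no WT was chosen after the results were seen, and all others before the data were examined. The results that answer a comparison were recomputed under 27 alternatives, and 1381 of 1566 values kept their direction and lay within 1.5 times the reported count or within the spread of the curves, 178 moved further and 7 reversed. For named genes and lists, 22791 of 24333 values kept their side of the threshold or their size, 587 fell short of the threshold, 509 newly passed it, 446 counts moved and 0 reversed. The alternatives that change only the group calls or the switch test reuse the same fit. Under them, the values of named genes and lists, and some of the others, were bound to stay the same. The values reversed were those of group A minus group B in the single mutants, near 0 in the first place. The cause of each change was not tested, except that a lower minimum of reads and no filter add transcripts and a curve left out leaves fewer libraries, where a group left with 1 library takes its spread from the others. Depth could not be assessed, as the table holds no counts.

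Libraries scaled to the same total gave other values for WT switch UP transcripts (2939), zygotic transcripts downregulated in MZ*sox19b* (1488), MZ*spg* (893), the double mutant (763), MZ*sox19b* and MZ*spg* (715), MZ*sox19b* and the double mutant (668) and MZ*spg* and the double mutant (579), maternal transcripts upregulated in MZ*sox19b* (3665), MZ*spg* (2004), the double mutant (1263) and any mutant (3859), transcripts in group A (513) and B (202), transcripts higher at 4.5 hpf in MZ*sox19b* (2386), MZ*spg* (2202) and the double mutant (780) and transcripts lower at 4.5 hpf in MZ*sox19b* (904) and MZ*spg* (1011). Other values were those for transcripts of group A past the test of the double mutant for the interaction (133), mean profile of group A minus WT at 4.5 hpf in the double mutant (-2.16), transcripts of group B past the test of the double mutant against MZ*sox19b* (4), against MZ*spg* (26) and for the interaction (56) and group A minus group B at 4.5 hpf in WT (0.55), MZ*sox19b* (-0.46), MZ*spg* (-0.60) and the double mutant (-1.56). A minimum of 10 normalized reads gave other values for WT switch UP transcripts (7857), zygotic transcripts downregulated in MZ*sox19b* (5486), MZ*spg* (2990), the double mutant (2525), MZ*sox19b* and MZ*spg* (2543), MZ*sox19b* and the double mutant (2313) and MZ*spg* and the double mutant (1812), maternal transcripts upregulated in MZ*spg* (1837) and the double mutant (1282), transcripts in group A (1685), B (858), I (942), J (1036) and K (218), upregulated transcripts (2196) and transcripts higher at 4.5 hpf in the double mutant (791). Other values were those for transcripts lower at 4.5 hpf in the double mutant (1381), transcripts of group A past the test of the double mutant against MZ*spg* (122) and for the interaction (340), mean profile of group A minus WT at 4.5 hpf in MZ*spg* (-1.42) and the double mutant (-1.48) and group A minus group B at 4.5 hpf in WT (0.65), MZ*sox19b* (-0.12), MZ*spg* (-0.11) and the double mutant (-0.77). No filter on low values gave other values for transcripts higher at 4.5 hpf in MZ*spg* (2288) and the double mutant (917) and transcripts lower at 4.5 hpf in the double mutant (1283).

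A pseudocount of 10 gave other values for mean profile of group A minus WT at 4.5 hpf in MZ*sox19b* (-1.18), MZ*spg* (-1.33) and the double mutant (-1.36) and group A minus group B at 4.5 hpf in WT (0.91), MZ*spg* (0.12) and the double mutant (-0.38). Size factors recomputed within each time point gave other values for transcripts in group K (197) and group A minus group B at 4.5 hpf in WT (0.95), MZ*sox19b* (0.00925), MZ*spg* (-0.13) and the double mutant (-0.89). Adjusted p in the calls that define the groups gave other values for group A minus group B at 4.5 hpf in MZ*sox19b* (0.0557), MZ*spg* (-0.0439) and the double mutant (-0.78). A p below 0.01 for the group calls gave other values for transcripts of group B past the test of the double mutant against MZ*sox19b* (5) and group A minus group B at 4.5 hpf in WT (1.28), MZ*sox19b* (0.29) and MZ*spg* (0.16). One fit per time point gave other values for transcripts of group A past the test of the double mutant against MZ*spg* (130), transcripts of group B past the test of the double mutant against MZ*sox19b* (14) and group A minus group B at 4.5 hpf in WT (1.24), MZ*sox19b* (0.29), MZ*spg* (0.13) and the double mutant (-0.50). The split with the lowest switch p gave other values for group A minus group B at 4.5 hpf in WT (1.36), MZ*sox19b* (0.37), MZ*spg* (0.29) and the double mutant (-0.43). A switch test on log2 values gave other values for group A minus group B at 4.5 hpf in MZ*spg* (0.00927).

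The further libraries as replicates, which count near copies of replicate 1 as new collections, gave other values for transcripts higher at 4.5 hpf in MZ*sox19b* (2368), MZ*spg* (2193) and the double mutant (751), transcripts lower at 4.5 hpf in MZ*sox19b* (2745), transcripts of group A past the test of the double mutant against MZ*sox19b* (113), against MZ*spg* (148) and for the interaction (367), transcripts of group B past the test of the double mutant against MZ*sox19b* (32), against MZ*spg* (131) and for the interaction (232) and group A minus group B at 4.5 hpf in MZ*sox19b* (0.12) and MZ*spg* (0.0466). The further libraries averaged into replicate 1 gave other values for group A minus group B at 4.5 hpf in MZ*sox19b* (0.14). Without both curves of the day that had no WT, which was added after the data were examined, other values were those for upregulated transcripts (1349), transcripts in group J (767) and K (262), transcripts higher at 4.5 hpf in MZ*sox19b* (607), transcripts lower at 4.5 hpf in MZ*sox19b* (988), transcripts of group A past the test of the double mutant for the interaction (142) and transcripts of group B past the test of the double mutant against MZ*spg* (39) and for the interaction (65). Other values were those for group A minus group B at 4.5 hpf in WT (1.24), MZ*sox19b* (0.10) and MZ*spg* (0.00728). With 1 curve left out in turn, the lowest and highest values were those for maternal transcripts upregulated in the double mutant (417 to 1258), transcripts in group B (252 to 622), J (369 to 729) and K (107 to 707), upregulated transcripts (791 to 1446), transcripts higher at 4.5 hpf in MZ*sox19b* (524 to 1512), MZ*spg* (595 to 1606) and the double mutant (171 to 698) and transcripts lower at 4.5 hpf in MZ*sox19b* (816 to 1799), MZ*spg* (1019 to 1789) and the double mutant (437 to 1003). Further ranges were those for transcripts of group A past the test of the double mutant against MZ*spg* (41 to 132) and for the interaction (134 to 292), transcripts of group B past the test of the double mutant against MZ*sox19b* (4 to 21), against MZ*spg* (39 to 123) and for the interaction (69 to 204), group A minus group B at 4.5 hpf in WT (0.90 to 1.44), MZ*sox19b* (0.0738 to 0.48), MZ*spg* (-0.15 to 0.36) and the double mutant (-1.03 to -0.29) and hours from clock time to maternal stage in the double mutant (-0.45 to -0.025).

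The replicate number and the experimental day were each fitted as a block. The experimental day as a block gave other values for transcripts higher at 4.5 hpf in the double mutant (1080), transcripts lower at 4.5 hpf in the double mutant (1447), transcripts of group A past the test of the double mutant against MZ*sox19b* (100) and against MZ*spg* (130), transcripts of group B past the test of the double mutant against MZ*sox19b* (19) and group A minus group B at 4.5 hpf in WT (1.66), MZ*sox19b* (0.62), MZ*spg* (0.53) and the double mutant (-0.0694). The replicate number as a block gave other values for transcripts higher at 4.5 hpf in the double mutant (725), transcripts of group B past the test of the double mutant against MZ*sox19b* (23) and group A minus group B at 4.5 hpf in MZ*spg* (0.0505). With the day as a block, 12 of 314 named gene calls were lost and 52 gained, and with the replicate number, which marks 3 of the 5 shared days, 4 were lost and 57 gained. The day changed no other call of a result that answers a comparison. Deviations of curves with the same number, of which WT 1 and the double mutant 1, and WT 2 and MZ*sox19b* 2, also share a day, correlated by 0.102 between WT and MZ*sox19b*, 0.124 between WT and MZ*spg* and 0.162 between WT and the double mutant.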

Differences from the paper's values

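The lowest Pearson correlation between curves of one genotype and time point is 0.93 in the paper and 0.908 here, and of 26 alternatives set before the data were examined it did not differ without MZ*sox19b* replicate 1 or 2 and differed under the others. Of 27 values compared other than mean profiles, this was the 1 that differed, where a count or percentage differs only if one value is more than 1.5 times the other. Within that tolerance lie gaps that are not small. Among them, the paper has 51% of zygotic transcripts downregulated in MZ*sox19b* against 66.6% here, and 2766 downregulated in any mutant against 3342. It has 1046 in group C against 1542, 1877 in group H against 1279, and 27 upregulated in 3 mutants against 18. The gaps for groups D and E and for transcripts upregulated in 2 mutants are larger in ratio than some of these. The value for libraries from the same material pairs replicate 1 with the further libraries, which no source ties to it by name.

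Table S1 gives mean log2 expression relative to 2.5 hpf by group. Of 96 such values, 39 differed from those computed here from the mean over curves by more than the SD of the curves, or in sign. The paper's tests in this table take transcripts as replicates and those here take curves, and group membership was computed here anew, with p from limma. After each value stand those of the 26 alternatives set before the data were examined under which it did not differ.

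Group A in WT had, in the paper and here, 3.67 and 3.40 at 4.5 hpf (not differing under p below 0.01, recomputed size factors, further libraries averaged, replicate block, day block, one fit per time point, switch on log2 values, missing values left out, without WT replicate 3, without MZ*sox19b* replicate 1, without MZ*spg* replicate 1 and without the double mutant replicate 1). Group A in the double mutant had, in the paper and here, 1.17 and 1.07 at 4 hpf (not differing under recomputed size factors, further libraries added, further libraries averaged, replicate block, day block, one fit per time point, switch on log2 values, missing values left out, without WT replicate 3 and without the double mutant replicate 2). Group A in MZ*spg* had, in the paper and here, 1.86 and 1.64 at 4.5 hpf (not differing under switch on log2 values and without WT replicate 3). Group A in MZ*sox19b* had, in the paper and here, -0.182 and 0.13 at 3 hpf (not differing under further libraries added), 0.196 and 0.49 at 3.5 hpf (not differing under further libraries added and further libraries averaged) and 1.03 and 1.19 at 4 hpf (not differing under adjusted p, p below 0.01, further libraries added, further libraries averaged, curve as random effect, lowest switch p, without WT replicate 1 or 2, without MZ*sox19b* replicate 2 and without MZ*spg* replicate 2).

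All maternal transcripts in MZ*spg* had, in the paper and here, -0.123 and -0.10 at 3.5 hpf (not differing under recomputed size factors) and -1.18 and -1.12 at 5 hpf (differing under all 26 alternatives). All maternal transcripts in MZ*sox19b* had, in the paper and here, -0.129 and -0.10 at 3.5 hpf (differing under all 26 alternatives).

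All zygotic transcripts in MZ*sox19b* had, in the paper and here, 0.115 and 0.26 at 3.5 hpf (not differing under pseudocount 10, further libraries added and further libraries averaged).

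Group B in WT had, in the paper and here, 0.076 and 0.17 at 3 hpf (differing under all 26 alternatives). Group B in the double mutant had, in the paper and here, 0.0796 and 0.18 at 3 hpf (not differing under pseudocount 10). Group B in MZ*spg* had, in the paper and here, 1.81 and 1.56 at 4.5 hpf (differing under all 26 alternatives). Group B in MZ*sox19b* had, in the paper and here, -0.106 and 0.0847 at 3 hpf (differing under all 26 alternatives), 0.117 and 0.32 at 3.5 hpf (not differing under pseudocount 10, further libraries added and further libraries averaged) and 0.92 and 1.01 at 4 hpf (not differing under a minimum of 10 reads, no filter, p below 0.01, further libraries added, further libraries averaged, one fit per time point, without WT replicate 1, 2 or 4, without MZ*sox19b* replicate 2 and without the double mutant replicate 2).

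Group C in WT had, in the paper and here, 0.0276 and 0.075 at 3 hpf (not differing under pseudocount 10) and 1.71 and 1.53 at 4.5 hpf (not differing under adjusted p, p below 0.01, recomputed size factors, lowest switch p, without WT replicate 2, without MZ*spg* replicate 2 and without the double mutant replicate 1). Group C in the double mutant had, in the paper and here, 0.0203 and 0.0773 at 3 hpf (not differing under pseudocount 10) and 0.984 and 0.90 at 4 hpf (not differing under a minimum of 10 reads, adjusted p, recomputed size factors, lowest switch p, without WT replicate 2 or 4, without MZ*spg* replicate 2 and without the double mutant replicate 1 or 2). Group C in MZ*spg* had, in the paper and here, 0.0312 and 0.0568 at 3 hpf (not differing under adjusted p, p below 0.01, recomputed size factors, further libraries averaged, curve as random effect, lowest switch p, without WT replicate 3 or 4, without MZ*sox19b* replicate 2, without MZ*spg* replicate 1 and without the double mutant replicate 1), 0.757 and 0.64 at 4 hpf (not differing under a minimum of 10 reads, adjusted p, recomputed size factors, lowest switch p, without WT replicate 4, without MZ*spg* replicate 2 and without the double mutant replicate 1) and 1.42 and 1.23 at 4.5 hpf (not differing under a minimum of 10 reads, recomputed size factors and without MZ*spg* replicate 1 or 2). Group C in MZ*sox19b* had, in the paper and here, -0.0525 and 0.0471 at 3 hpf (differing under all 26 alternatives) and 0.0416 and 0.15 at 3.5 hpf (not differing under pseudocount 10, further libraries added, further libraries averaged, without WT replicate 3 and without MZ*sox19b* replicate 2).

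Group D in WT had, in the paper and here, 0.0917 and 0.13 at 3 hpf (not differing under pseudocount 10, adjusted p, p below 0.01, curve as random effect, without WT replicate 1 or 2, without MZ*sox19b* replicate 1 or 2 and without the double mutant replicate 2), 0.75 and 0.62 at 3.5 hpf (not differing under equal totals, further libraries added, day block, one fit per time point, lowest switch p, without WT replicate 2 and without the double mutant replicate 1), 1.5 and 1.30 at 4 hpf (not differing under no filter, adjusted p, p below 0.01, equal totals, recomputed size factors, further libraries added, further libraries averaged, day block, curve as random effect, lowest switch p, without WT replicate 2, without MZ*sox19b* replicate 2, without MZ*spg* replicate 1 and without the double mutant replicate 1) and 2.54 and 2.31 at 4.5 hpf (not differing under recomputed size factors, further libraries added, day block, lowest switch p, without WT replicate 2 and without MZ*spg* replicate 1). Group D in the double mutant had, in the paper and here, 0.0226 and 0.0884 at 3 hpf (not differing under p below 0.01 and without the double mutant replicate 2). Group D in MZ*spg* had, in the paper and here, 1.27 and 1.06 at 4 hpf (not differing under further libraries added, day block and without WT replicate 4) and 2.12 and 1.85 at 4.5 hpf (not differing under day block). Group D in MZ*sox19b* had, in the paper and here, -0.116 and 0.0902 at 3 hpf (differing under all 26 alternatives) and 0.0831 and 0.25 at 3.5 hpf (not differing under pseudocount 10, further libraries added, further libraries averaged, without MZ*sox19b* replicate 2 and without the double mutant replicate 2).

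Group E in MZ*spg* had, in the paper and here, -0.00753 and 0.0508 at 3 hpf (not differing under pseudocount 10, replicate block and without MZ*spg* replicate 1), 0.59 and 0.65 at 4 hpf (not differing under no filter, adjusted p, p below 0.01, further libraries added, further libraries averaged, curve as random effect, one fit per time point, lowest switch p and without WT replicate 1) and 0.933 and 1.02 at 4.5 hpf (not differing under one fit per time point and lowest switch p). Group E in MZ*sox19b* had, in the paper and here, 0.00826 and 0.0801 at 3 hpf (not differing under further libraries added and further libraries averaged) and 0.232 and 0.34 at 3.5 hpf (not differing under further libraries added, further libraries averaged, replicate block, day block and without MZ*spg* replicate 1).

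Of 14 genes entered for group A, with the paper's *gata2* taken as both *gata2a* and *gata2b*, 11 were in group A here, *gata2a* among them. *bmp4* was in group F, as its downregulation in MZ*sox19b* did not pass, and was in group A under pseudocount 10, replicate block, day block, curve as random effect, one fit per time point and without the double mutant replicate 1 or 2. *tbx16* was in group B, and in group A under pseudocount 10, replicate block, day block, one fit per time point, without WT replicate 3 and without the double mutant replicate 2. *gata2b*, which the paper does not name, was in group A under none of the alternatives run, and is not counted as a difference. Of 9 genes that the paper places in group B, *tbxta* alone was elsewhere, in group A, and was in group B under adjusted p, p below 0.01 and without the double mutant replicate 1. Of 14 genes that the paper places in group I, *tbx16l* and *tbxtb* were not upregulated here, and were in group I under equal totals and without the double mutant replicate 1 for *tbx16l* and under pseudocount 10, further libraries added, without WT replicate 4 and without MZ*sox19b* replicate 1 for *tbxtb*.

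The paper states that BMP transcription was reduced relative to Chordin in the double mutant and not in the single mutants. Here the log2 ratio of *chrd* to *bmp7a*, averaged over 3.5 to 5.5 hpf, was 1.00 above WT in MZ*sox19b* with the same exact p of 0.0667 as in the double mutant, while at single time points no value passed in MZ*sox19b* in limma. In MZ*spg* the ratio was -2.03 from WT, so *bmp7a* was higher relative to *chrd*. The ratio to *bmp2b* in the double mutant, 0.82 above WT, had an exact p of 0.133, and *bmp2b* itself did not pass in limma at 4.5 hpf in any mutant, though it was in group A over all time points. The paper gives a technical correlation range whose upper end is misprinted, and no value is set beside it.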

Other observations

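Lists of genes that the text has not described differed from WT at 4.5 hpf as follows, by limma, with counts adjusted over the list alone in parentheses. The order is MZ*sox19b*, MZ*spg* and the double mutant. Of 18 measured neuroectoderm and pluripotency genes, 3, 6 and 7 were lower (3, 7 and 8) and 1, 2 and 2 higher (1, 2 and 2), and the list went down by fry in MZ*spg* (adjusted p = 8.1e-07) and the double mutant (adjusted p = 3.9e-07), where at 6 hpf, with 1 library, it did not pass (adjusted p = 0.78, median log2 fold change 0.46). *zic3*, a zinc finger gene of early ectoderm, was lower by -5.59 in MZ*spg* (adjusted p = 2.2e-11), and *nr2f1a*, a nuclear receptor gene, was higher in all 3 (2.35, adjusted p = 0.0038, 3.67, adjusted p = 6.1e-06, and 4.99, adjusted p = 9.3e-09). Of 13 genome activation factors, 1, 2 and 3 were lower (1, 3 and 3) and 1, 2 and 0 higher (1, 2 and 0, and 1, 3 and 1 at an unadjusted p below 0.05). Among them *kdm6bb*, a histone demethylase gene, was higher in MZ*spg* (2.26, adjusted p = 7.2e-05). Of 5 genes that the paper names at enhancers or as background, 2, 2 and 3 were lower (2, 2 and 3) and 1, 0 and 0 higher (1, 0 and 0, also at an unadjusted p below 0.05). *her3*, a repressor gene of neurogenesis, was lower in MZ*sox19b* (-4.70, adjusted p = 5.2e-07) and MZ*spg* (-3.91, adjusted p = 9.0e-06) and is listed at 0 in both libraries of the double mutant (adjusted p = 2.7e-08), where WT had a mean of 36.8 normalized reads. By fry, the genome activation factors had a directional p in the double mutant (down, adjusted p = 1.8e-05), though 3 of 13 passed as lower and the median log2 fold change was 0.01. This list holds the mutated genes *sox19b* and *pou5f3*. Of these 2 genes, 1 passed as lower in MZ*sox19b*, 1 in MZ*spg* and 2 in the double mutant. The direction of the list is therefore not evidence on other activation factors. The enhancer and background genes went down by fry in MZ*sox19b* (adjusted p = 1.2e-04), MZ*spg* (adjusted p = 5.4e-06) and the double mutant (adjusted p = 1.7e-06). For each gene named in this part with a change, 2 of 2 mutant libraries lay beyond the 4 WT libraries on the side given.

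Of 17 heat shock and unfolded protein response genes, 1, 6 and 1 were higher (1, 6 and 1) and 3, 2 and 1 lower (3, 3 and 1). *pdia6*, a disulfide isomerase gene, was lower in MZ*sox19b* (-0.75, adjusted p = 2.4e-04) and MZ*spg* (-1.83, adjusted p = 2.4e-14), and *calr3a*, a calreticulin gene, higher in MZ*spg* (1.44, adjusted p = 2.5e-06). Of 9 p53 response genes, 4, 1 and 0 were higher (4, 1 and 1) and 0, 0 and 1 lower (1, 0 and 1), and at an unadjusted p below 0.05, 4, 1 and 1 were higher and 3, 2 and 1 lower. *bbc3*, a gene of programmed cell death, was higher in MZ*sox19b* (2.20, adjusted p = 2.0e-04). Of 13 maternal and oocyte transcripts, 5, 0 and 2 were higher (6, 0 and 3, and 6, 1 and 3 at an unadjusted p below 0.05) and 0 were lower, also without adjustment. Of 16 cell cycle genes, 2, 1 and 1 were higher (2, 1 and 1) and 1, 0 and 1 lower (1, 0 and 1, and 2, 1 and 1 without adjustment), with *cdc25b*, a phosphatase gene that drives mitosis, higher in MZ*sox19b* (0.62, adjusted p = 0.0013) and the double mutant (0.64, adjusted p = 0.0012). Of 6 germ plasm genes, 1 was higher in each mutant (1, 1 and 2) and 0 lower, and 1 was lower without adjustment in MZ*sox19b*. Of 4 histone variant genes, 2, 0 and 0 were lower (2, 0 and 0, and 2, 2 and 0 without adjustment). Of 4 genes of the yolk syncytial layer, 2, 0 and 0 were lower (2, 0 and 2, and 2, 0 and 2 without adjustment), among them *slc26a1*, an ion transporter gene, in MZ*sox19b* (-3.82, adjusted p = 1.7e-05). By fry, the yolk syncytial layer list went down in MZ*sox19b* (adjusted p = 5.7e-05) and the double mutant (adjusted p = 0.0075) and the histone variants in MZ*sox19b* (adjusted p = 0.0085). The maternal transcripts went up in MZ*sox19b* (adjusted p = 0.016) and the double mutant (adjusted p = 0.027), and the germ plasm genes in the double mutant (adjusted p = 0.0059). The heat shock, p53 and cell cycle lists did not pass in one direction in any mutant at 4.5 hpf. At 6 hpf in MZ*sox19b*, lists that went up by fry were the maternal (adjusted p = 2.1e-10, 11 of 13 higher and 2 lower), germ plasm (adjusted p = 3.8e-07) and heat shock lists (adjusted p = 0.0049, 8 of 17 higher and 4 lower). Lists that went down were the neuroectoderm (adjusted p = 7.3e-05), yolk syncytial layer (adjusted p = 1.4e-04), cell cycle (adjusted p = 0.0074, 6 of 16 lower and 3 higher) and histone variant lists (adjusted p = 0.0088). The maternal transcripts of these MZ*sox19b* libraries fitted the WT of 4.25 and 4.95 hpf, and the lists were not compared with WT of that stage. In the double mutant, with 1 library at 6 hpf, the median log2 fold change was -0.54 in the yolk syncytial layer list and 0.25 in the maternal list.

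Counts at an adjusted p below 0.05 that moved by more than 1.5 times, or from or to 0, are given here, with 1 curve left out and the count then found in parentheses. The count changed for cell cycle genes higher in MZ*sox19b* (1 without MZ*sox19b* replicate 2), higher in the double mutant (2 without MZ*sox19b* replicate 1 or 2 and 3 without the double mutant replicate 2), higher in MZ*spg* (0 without MZ*spg* replicate 2 or WT replicate 2 and 2 without MZ*spg* replicate 1), lower in MZ*sox19b* (0 without MZ*sox19b* replicate 1 and 2 without MZ*sox19b* replicate 2), lower in the double mutant (0 without the double mutant replicate 1) and lower in MZ*spg* (1 without MZ*sox19b* replicate 1 or 2). Among germ plasm genes it changed for those higher in MZ*sox19b* (0 without MZ*sox19b* replicate 1), higher in the double mutant (0 without the double mutant replicate 1 and 2 without MZ*sox19b* replicate 1 or 2 or the double mutant replicate 2), higher in MZ*spg* (0 without MZ*spg* replicate 1 or 2 or WT replicate 2, 3 or 4) and lower in MZ*sox19b* (1 without MZ*spg* replicate 1 or 2). Heat shock and unfolded protein genes changed in number for those higher in MZ*sox19b* (0 without MZ*sox19b* replicate 1 or 2 or WT replicate 1 or 4), higher in the double mutant (2 without the double mutant replicate 2 or MZ*spg* replicate 1 or 2), lower in the double mutant (0 without the double mutant replicate 1 and 2 without the double mutant replicate 2) and lower in MZ*spg* (1 without MZ*spg* replicate 1). The count changed for histone variant genes lower in MZ*sox19b* (0 without MZ*sox19b* replicate 1 and 1 without WT replicate 4) and lower in MZ*spg* (1 without MZ*sox19b* replicate 1 or 2). Among maternal and oocyte transcripts it changed for those higher in MZ*sox19b* (0 without MZ*sox19b* replicate 1 or WT replicate 4, 1 without WT replicate 1 or 2, 2 without WT replicate 3 and 3 without MZ*sox19b* replicate 2), higher in the double mutant (0 without the double mutant replicate 1 or WT replicate 4, 1 without MZ*spg* replicate 2 or WT replicate 2 or 3 and 4 without the double mutant replicate 2) and higher in MZ*spg* (1 without MZ*spg* replicate 2). Neuroectoderm and pluripotency genes changed in number for those higher in MZ*sox19b* (2 without the double mutant replicate 1 or 2), higher in the double mutant (1 without the double mutant replicate 1 or WT replicate 1, 2, 3 or 4), higher in MZ*spg* (1 without MZ*spg* replicate 1) and lower in MZ*sox19b* (1 without MZ*sox19b* replicate 1). The count changed for p53 response genes higher in MZ*sox19b* (1 without MZ*sox19b* replicate 2 and 2 without MZ*sox19b* replicate 1 or WT replicate 2 or 3), higher in the double mutant (1 without MZ*spg* replicate 1 or 2), higher in MZ*spg* (0 without MZ*spg* replicate 2 and 2 without MZ*spg* replicate 1), lower in MZ*sox19b* (1 without MZ*sox19b* replicate 2 or MZ*spg* replicate 1 or 2), lower in the double mutant (0 without the double mutant replicate 1) and lower in MZ*spg* (1 without MZ*sox19b* replicate 1 or 2 or MZ*spg* replicate 2). Among enhancer and background genes it changed for those higher in MZ*sox19b* (0 without MZ*sox19b* replicate 1 or 2 or WT replicate 1, 2 or 4), lower in MZ*sox19b* (1 without MZ*sox19b* replicate 1 or WT replicate 4) and lower in the double mutant (1 without WT replicate 2). Genes of the yolk syncytial layer changed in number for those lower in MZ*sox19b* (1 without MZ*sox19b* replicate 1 or WT replicate 1, 2 or 4) and lower in the double mutant (1 without the double mutant replicate 2). The count changed for genome activation factors higher in MZ*sox19b* (0 without MZ*sox19b* replicate 1 or 2 or WT replicate 1, 2 or 4), higher in MZ*spg* (1 without MZ*spg* replicate 1 or 2) and lower in MZ*sox19b* (2 without MZ*spg* replicate 1 or 2).

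With libraries scaled to the same total, the counts that moved as much were those of cell cycle genes higher in MZ*sox19b* (4), higher in the double mutant (2), higher in MZ*spg* (4) and lower in MZ*sox19b* (0), germ plasm genes higher in the double mutant (2), heat shock and unfolded protein genes higher in MZ*sox19b* (2), higher in the double mutant (2) and lower in the double mutant (0), neuroectoderm and pluripotency genes higher in MZ*sox19b* (2), p53 response genes higher in the double mutant (1), genes of the yolk syncytial layer lower in MZ*sox19b* (1) and genome activation factors higher in MZ*sox19b* (2) and higher in MZ*spg* (5). With size factors recomputed within each time point, they were those of cell cycle genes lower in MZ*sox19b* (2), germ plasm genes higher in MZ*spg* (0), maternal and oocyte transcripts higher in MZ*sox19b* (2) and higher in the double mutant (1) and p53 response genes lower in MZ*sox19b* (1) and lower in MZ*spg* (1). With the experimental day as a block, they were those of cell cycle genes higher in MZ*sox19b* (4), higher in the double mutant (3), higher in MZ*spg* (3), lower in MZ*sox19b* (2) and lower in the double mutant (2), germ plasm genes higher in the double mutant (4) and lower in MZ*sox19b* (1), heat shock and unfolded protein genes higher in MZ*sox19b* (2), higher in the double mutant (2) and lower in MZ*sox19b* (5), histone variant genes lower in MZ*spg* (1), maternal and oocyte transcripts higher in the double mutant (4), neuroectoderm and pluripotency genes higher in MZ*sox19b* (2), p53 response genes higher in the double mutant (1), enhancer and background genes higher in MZ*sox19b* (0) and genes of the yolk syncytial layer lower in the double mutant (2).

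The largest changes at 4.5 hpf included genes that the paper names. Of the genes chosen by the rule, *vgll4l* fell most in MZ*sox19b* (-8.40) and second most in the double mutant (-9.19), where *klf17* was lower too (-7.06), and *tbx18* was higher in MZ*spg* (5.53) and the double mutant (5.59). The other genes given here are not named in the paper. Lower in MZ*sox19b* were *odf3l2a* (-7.15) and *kazald2* (-7.12), and higher *fkbp16* (5.18) and *cd109* (5.00). Lower in MZ*spg* were *pxna* (-8.90) and *cited4b* (-8.68), and higher *rbm33a* (8.16), *magixb* (8.00) and *mkxb* (6.35). Some were already changed at 2.5 hpf and at all 8 time points, namely *odf3l2a* in MZ*sox19b* (-5.73 at 2.5 hpf) and *pxna* (-9.08), *cited4b* (-6.72), *rbm33a* (7.34) and *magixb* (6.07) in MZ*spg*. Lower in the double mutant were *sult6b1* (-9.56) and *slc14a2* (-9.07), and higher the transcription factor genes *dmrta2* (6.27), *six1a* (5.82) and *nkx1.2la* (5.65). All passed in limma on n = 4 WT and n = 2 mutant libraries. Some have reads near 0 in WT or in the mutant, and for these the fold depends on the pseudocount.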
